# Deep Sequencing of Organ- and Stage-Specific microRNAs in the Evolutionarily Basal Insect *Blattella germanica* (L.) (Dictyoptera, Blattellidae)

**DOI:** 10.1371/journal.pone.0019350

**Published:** 2011-04-28

**Authors:** Alexandre S. Cristino, Erica D. Tanaka, Mercedes Rubio, Maria-Dolors Piulachs, Xavier Belles

## Abstract

**Background:**

microRNAs (miRNAs) have been reported as key regulators at post-transcriptional level in eukaryotic cells. In insects, most of the studies have focused in holometabolans while only recently two hemimetabolans (*Locusta migratoria* and *Acyrthosiphon pisum*) have had their miRNAs identified. Therefore, the study of the miRNAs of the evolutionarily basal hemimetabolan *Blattella germanica* may provide valuable insights on the structural and functional evolution of miRNAs.

**Methodology/Principal Findings:**

Small RNA libraries of the cockroach *B. germanica* were built from the whole body of the last instar nymph, and the adult ovaries. The high throughput Solexa sequencing resulted in approximately 11 and 8 million reads for the whole-body and ovaries, respectively. Bioinformatic analyses identified 38 known miRNAs as well as 11 known miRNA*s. We also found 70 miRNA candidates conserved in other insects and 170 candidates specific to *B. germanica*. The positive correlation between Solexa data and real-time quantitative PCR showed that number of reads can be used as a quantitative approach. Five novel miRNA precursors were identified and validated by PCR and sequencing. Known miRNAs and novel candidates were also validated by decreasing levels of their expression in dicer-1 RNAi knockdown individuals. The comparison of the two libraries indicates that whole-body nymph contain more known miRNAs than ovaries, whereas the adult ovaries are enriched with novel miRNA candidates.

**Conclusions/Significance:**

Our study has identified many known miRNAs and novel miRNA candidates in the basal hemimetabolan insect *B. germanica*, and most of the specific sequences were found in ovaries. Deep sequencing data reflect miRNA abundance and dicer-1 RNAi assay is shown to be a reliable method for validation of novel miRNAs.

## Introduction

In recent years, the discovery of short non-coding RNAs has changed the way molecular biologists understand the regulation of gene expression in almost all biological processes. The small RNA world include several kinds of short RNAs, such as microRNAs (miRNAs, ∼16–29 nt) [1] small interfering RNAs (siRNAs, ∼21 nt), and Piwi-associated RNAs (piRNAs, ∼24–30 nt), which regulate gene expression at the post-transcriptional level [2]. miRNAs play critical roles in many biological processes by repressing gene expression at the post-transcriptional level through binding usually at the 3′-untranslated region of the target mRNA [3], [4]. They comprise up to 5% of animal genes and may be involved in the regulation of one-third of the genes, thus being considered as one of the most abundant classes of small RNA regulators [5]. The other two classes of small RNAs (siRNAs and piRNAs) have only recently been identified in a number of metazoan species and may also play important roles in the regulation of gene expression [6], [7], [8]. All three classes of small RNAs are known to be implicated in RNA degradation pathways, thus disrupting the expression of endogenous genes (miRNAs and siRNAs), as well as in the control of transposable elements (siRNAs and piRNAs) [9], [10], [11].

Concerning insects, repertoires of small RNAs have been mainly established for species with their whole genome sequenced, such as 12 *Drosophila* species [12], three mosquitoes (*Anopheles gambiae*, *Aedes albopictus* and *Culex quinquefasciatus*) [13], [14], two hymenopterans (*Apis mellifera* and *Nasonia vitripennis*) [15], the flour beetle (*Tribolium castaneum*) [16], [17] and the silkworm (*Bombyx mori*) [18], [19]. They are all holometabolan insects and only recently, small RNAs have been identified using high throughput sequencing in the migratory locust (*Locusta migratoria*) [20] and in the pea aphid (*Acyrthosiphon pisum*) [21], which are hemimetabolan species.

The German cockroach, *Blattella germanica*, is one of the least-derived species in the evolution of insects and belongs to one of the most basal insect orders (Dictyoptera). It is being used as model of the hemimetabolan mode of metamorphosis [22], [23], in which growth and maturation occur simultaneously throughout successively nymphal stages until the imaginal molt, without an intermediate pupal stage. *B. germanica* is also a useful model to study the reproduction regulated by juvenile hormone, by which the batch of basal oocytes mature synchronously in each gonadotrophic cycle under the influence of circulating juvenile hormone levels [24], [25]. More recently, we have discovered that miRNAs play a key role in regulating metamorphosis [26] and oogenesis (E. D. Tanaka and M. D. Piulachs, unpublished) in *B. germanica*, and this lead us to gather more information of this class of small RNAs in our cockroach model. The present work reports the first results on the characterization of two small RNA libraries, one obtained from the whole body of the last instar nymph, which is the metamorphic stage, and the other one on adult ovaries, where oogenesis and vitellogenesis takes place. We followed the approach of high throughput sequencing using Solexa methodologies, and the results, beyond being useful for our functional research projects on metamorphosis and oogenesis, revealed surprisingly interesting data when comparing miRNA profiles in a specific tissue and in the whole body.

## Results and Discussion

### Construction of *B. germanica* small RNA libraries

We used Solexa sequencing technology to identify miRNAs in the cockroach *B. germanica*. 

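Small RNAs from 2 pools of *B. germanica* tissue were sequenced once each with Solexa technology. The nymphal pool (WB-6) held the bodies of last instar females without head and digestive tube, and the ovarian pool (Ov-A) the ovaries of adult females over the first gonadotrophic cycle. The paper gives 9 nymphal days (day 0 to 8), with 2 to 3 individuals per day, and 8 adult days, while the sample labels give 8 nymphal days (day 0 to 7) and 7 adult days, and the paper's days are used here. With 1 library per condition, the stage, the tissue and the library change together, and no difference between the libraries has a replicate check. The paper does not state whether each library had a sequencing lane of its own. For each library the authors deposited distinct sequences with their counts of reads, after removal of the 3′ adapter and before the paper's filter on ambiguous bases and on reads under 19 nt. The deposited lengths run from 15 to 32 nt, and whether another limit on length was applied is not known. WB-6 holds 10338792 reads and Ov-A 8106413 reads, where the paper states 10824998 and 8190720, and all values use the reads as deposited. Reads of at least 19 nt without ambiguous bases were kept. Sequences with more than 5 reads over both libraries and up to 30 nt were assigned to the known miRNAs, miRNA*s and candidates of Tables S1, S2 and S5. A match needed a start within 2 nt, an overlap of at least 80% and mismatches in at most 10% of the overlap, and each sequence went to its 1 best match. Levels are in RPM, with the filtered reads of the library as the total. A sequence was called higher in a library when the ratio was at least 4 and its exact 95% interval lay wholly beyond 2, and a count of 0 was set to a floor of 3 reads, which gives a bound. Shares carry exact Clopper-Pearson 95% intervals. Intervals and floors cover counting error only, because PCR-amplified reads without molecular identifiers are not independent molecules. Because miR-1 and bge_candidate1 hold most reads of their libraries, every log2 ratio of WB-6 to Ov-A rose by 0.72 when their reads were left out of the total. With TMM (trimmed mean of M values) scaling every log2 ratio fell by 2.62, a factor of 0.162. The TMM factor comes from known miRNAs, miRNA*s and candidates together, most of them candidates. The median ratio of WB-6 to Ov-A was 2.82 for known miRNAs, 7.83 for conserved and 26.8 for specific candidates. With TMM these medians were 0.458, 1.27 and 4.35. So 1 factor does not bring all classes together, and the TMM calls of known miRNAs depend on the candidates.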

Two libraries of small RNAs were constructed, one from the whole body (except head and digestive system) of sixth instar nymph females (WB-6) and the other one from adult ovaries in the first gonadotrophic cycle (Ov-A). The raw data are available at Gene Expression Omnibus (GSE22892). We obtained 10,824,998 reads (2,526,942 unique sequences) from the WB-6 library, and 8,190,720 reads (2,190,885 unique sequences) from the Ov-A. The sequence length distribution in WB-6 and Ov-A shows that both libraries are enriched with small RNAs of 21–23 nt (72% and 63% of all reads in WB-6 and Ov-A, respectively; Figure 1), which is considered the standard size of miRNAs. 

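Reads of 22 nt, the length of miR-1, dominated the nymphal library and made up 64.6% of all its reads, against 6.52% of 21 nt and 4.17% of 23 nt. The ovarian library had no single dominant length, with 18.3% of reads at 21 nt, 22.9% at 22 nt and 21.7% at 23 nt. Together, these lengths held 75.3% of the reads of WB-6 (95% interval 75.31 to 75.36%) and 63.0% of those of Ov-A (62.95 to 63.02%). The enrichment was carried by the most abundant sequences. Without the reads of miR-1 and bge_candidate1 the 21–23 nt share was 32.5% in WB-6 and 30.5% in Ov-A, and counted over distinct sequences it was 28.2% and 24.2%.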

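The longest reads in the deposited data were of 32 nt. They numbered 1338116 in WB-6 and 1966400 in Ov-A, which is 12.9% (95% interval 12.92 to 12.96%) and 24.3% (24.23 to 24.29%) of all reads. The 31-nt class added 0.657% and 2.59%. Many 32-nt reads began with the sequence of an abundant miRNA. Of those without ambiguous bases, 34.9% in WB-6 started with the first 20 nt of miR-1, and 61.4% in Ov-A started with those of bge_candidate1. Counted over distinct sequences, the 32-nt class was 46.3% of WB-6 and 50.1% of Ov-A.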

Another type of sequence found in both libraries was that of 36 nt-long RNAs, which represented 13 and 22% of the reads in WB-6 and Ov-A libraries, respectively. Of note, a peak at 22-nt size was also observed in small RNA libraries of *L. migratoria* [20], *A. albopictus* and *C. quinquefasciatus* [13]. In *B. mori*, small RNA libraries of feeding larvae, spinning larvae, pupae and adult [19], two peaks of length distribution were obtained, one around 20–22 nt, corresponding to miRNAs, and the other around 26–29 considered to contain pi-RNA-like sequences. Nevertheless, in the libraries of these four species, sequence size was limited to a maximum of 28–30 nt, therefore, we cannot ascertain whether they have a significant portion of 36-nt RNAs, as occurs in our small RNA libraries of *B. germanica*.

**Figure 1:**
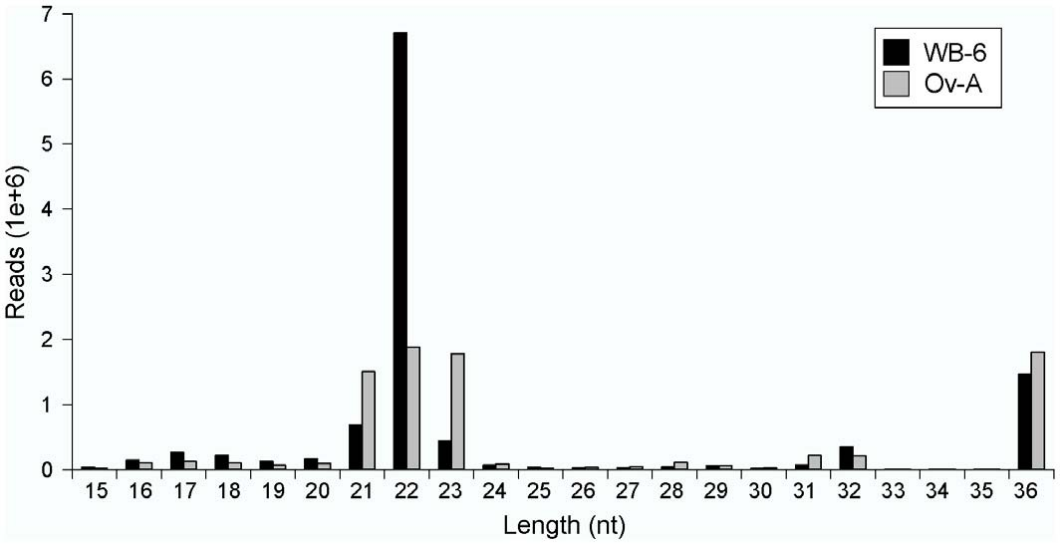
Length distribution of sequences. Length distribution of sequence reads obtained in the WB-6 and in the Ov-A libraries of *Blattella germanica*. Values are based on the raw data from Solexa sequencing.

Low-quality sequences and those smaller than 19 nucleotides were removed from our data, thus remaining 9,161,578 reads (1,573,294 unique sequences) from WB-6 library, and 7,417,291 reads (1,682,864 unique sequences) from Ov-A. Only those sequences with more than 5 reads were used for further analyses as the distribution of reads per sequence shows that this number of reads is most close to the asymptotic line (Figure S1). 

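The filter on length and ambiguous bases left 9291318 reads (1614333 distinct sequences) in WB-6 and 7493030 reads (1654293 distinct sequences) in Ov-A. Mature miR-1 alone, as a single sequence, accounted for 5197266 of the nymphal reads. Reads with an ambiguous base were 3.98% of the nymphal and 3.57% of the ovarian reads. Most sequences were rare: before the filter, 92.1% of the distinct sequences of WB-6 and 91.6% of those of Ov-A had 1 read. Sequences with more than 5 reads within a library numbered 26060 in WB-6 and 34363 in Ov-A, and held 7560567 and 5698650 reads.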

Then, the sequences were clustered based on sequence similarity, taking into consideration that variations are often found at both 5′ and 3′ ends [13]. The variation of the 5′ end can be explained by imprecise or alternative processing by RNase III enzymes. The 3′ ends often contain untemplated nucleotide (most of them uracil and adenine), which must be added after processing by unknown terminal uridyl/adenyl transferases [2]. The filtering and clustering steps reduced the 36-nt RNAs to 5% and 7% of the reads in WB-6 and Ov-A libraries, respectively. 

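After the filter on length and ambiguous bases, 32-nt reads made up 10.6% of the reads of WB-6 and 24.1% of those of Ov-A. Among sequences with more than 5 reads in their library, this class fell to 3.18% in WB-6 and 15.4% in Ov-A, that is 240307 and 874827 reads. In the same set, 22-nt reads rose to 81.3% in the nymph and reads of 21, 22 and 23 nt to 23.7%, 28.3% and 26.9% in the ovary. Reads were not clustered by similarity at this step, so the values carry the filters alone.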

The low abundance of 36-nt RNAs in the pre-processed data, where 99% of those sequences have only one read, indicates that they are most likely to be artefacts. 

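Sequences of the longest class were mostly seen once. After the filter, 97.47% of the 726058 distinct 32-nt sequences of WB-6 and 93.5% of the 872697 of Ov-A had 1 read. Reads of miRNA length also varied widely in sequence. Before the filter, 88.6% of the distinct 22-nt sequences of WB-6 and 86.3% of those of Ov-A had 1 read, against 96.7% and 94.1% of the 32-nt sequences.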

In fact only a small proportion of reads (∼0.1%) partially matched to known sequences of ribosomal and other non-coding RNAs, bacterial genome and expressed sequence tags of *B. germanica* (Irles et al., 2009; X. Bellés and M. D. Piulachs, unpublished RNA libraries from *B. germanica*). Still the poor coverage of the alignments is due to a low-complexity tail on the 3′ end (the last 10 nucleotides) of those 36-nt RNAs which is mainly constituted by uracil (52%). Thus, only the sequence reads of miRNA length (21–23-nt) are of primary interest for the current study, and other small RNAs sizes are not considered in the following analysis.

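The last 10 nt of the 32-nt reads differed in composition between the nymphal and the ovarian library. In Ov-A, T (uracil in the RNA) made up 50.2% of these bases, C 27.0%, G 16.1% and A 6.67%. In WB-6, T made up 30.0%, G 31.0%, C 27.2% and A 11.7%. Each base was counted once per read.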

### Identification of known miRNAs

Firstly, our *B. germanica* libraries were examined in search for miRNAs which had been recognised in other species. A total of 38 known miRNAs were identified in the WB-6 and Ov-A libraries (Table S1). 

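Of the 38 known miRNAs of Table S1, 37 had reads in the nymphal library and 35 in the ovaries. The abundant ones included miR-1 of muscle, let-7, a regulator of developmental timing, and miR-8, which acts in the fat body of flies. miR-14 and miR-375 had reads in WB-6 and no assigned read in Ov-A at the minimum of more than 5 reads for each sequence. Without that minimum all 38 had reads in both libraries, with 1 ovarian read each for miR-14 and miR-375. miR-iab-4as-5p, encoded opposite miR-iab-4 among the Hox genes, had none assigned in either library with the minimum: 5 reads of WB-6 were identical to it, under that minimum. Over both libraries, 20 of the 38 exceeded 100 reads.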

Figure 2 summarizes the known miRNAs with more than 100 reads detected in our libraries. 

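The muscle miRNA miR-1 had 6673819 reads in WB-6 and 234108 in Ov-A. It made up 71.8% of all filtered reads of the nymphal bodies and 3.12% of those of the ovaries. Among known miRNAs alone its share was 98.5% and 84.1%. The reads identical to its listed sequence numbered 120696 in Ov-A, and the others differed at an end or by a mismatch. miR-133, the other muscle miRNA listed before the data were examined, had no reads in either library. It was searched with its *Drosophila* sequence among reads assigned to no listed sequence.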

The most abundant was miR-1, with *ca.* 7 million reads. It was followed by let-7, miR-31a, miR-275 and miR-276a, with a number of reads comprised between 10,000 and 30,000. However, the distribution of these reads amongst the two libraries, WB-6 and Ov-A, was different as we will report in detail later. 

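let-7 had 33707 reads in WB-6 and 19959 in Ov-A, and miR-31a had 24188 and 14770. miR-275 reached 14112 and 4092 reads, and miR-276a 10440 and 1529. The next known miRNAs in the nymph were miR-8 with 4931 reads, miR-10 with 3352 and miR-263a with 3265. In the ovary, miR-263a with 2042 reads stood above miR-276a. These counts include end variants and mismatches. Reads identical to the listed sequence in WB-6 were 20729 for let-7, 7478 for miR-31a, 7042 for miR-275 and 7914 for miR-276a.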

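Among the most abundant known miRNAs, miR-1 was 23.0-fold higher in WB-6 (95% interval 22.9 to 23.1), 34.7-fold with identical reads alone and 3.73-fold with TMM scaling, below the 4-fold rule. Of the miR-276 family, 2 of 3 members were higher in the nymph: miR-276b by 22.5-fold (13.7 to 39.8), or 14.8-fold with identical reads alone and 3.66-fold with TMM scaling, and miR-276a by 5.51-fold (5.22 to 5.81), which turns to a ratio of 0.894 with TMM scaling. The ratio of miR-276-5p, 2.82 (1.87 to 4.39) and 0.458 with TMM scaling, did not reach the rule. let-7 had a ratio of WB-6 to Ov-A of 1.36 (1.34 to 1.39), miR-31a of 1.32 (1.29 to 1.35) and miR-275 of 2.78 (2.69 to 2.88), none of them called. With TMM scaling these ratios are 0.221, 0.215 and 0.452, and let-7 and miR-31a are called higher in Ov-A.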

Some of the known miRNAs have been found as the most abundant ones in other insect species, such as miR-1, miR-275, miR-276 and miR-8 in *L. migratoria* [20]; and miR-1, miR-8, miR-276a and miR-263a in *B. mori* [19]. In the mosquitoes *A. albopictus* and *C. quinquefasciatus*, the most highly expressed miRNA is miR-184, and these two species shared three out of ten most abundant miRNAs in *B. germanica* libraries: miR-184, miR-275, and miR-8 [13].

**Figure 2:**
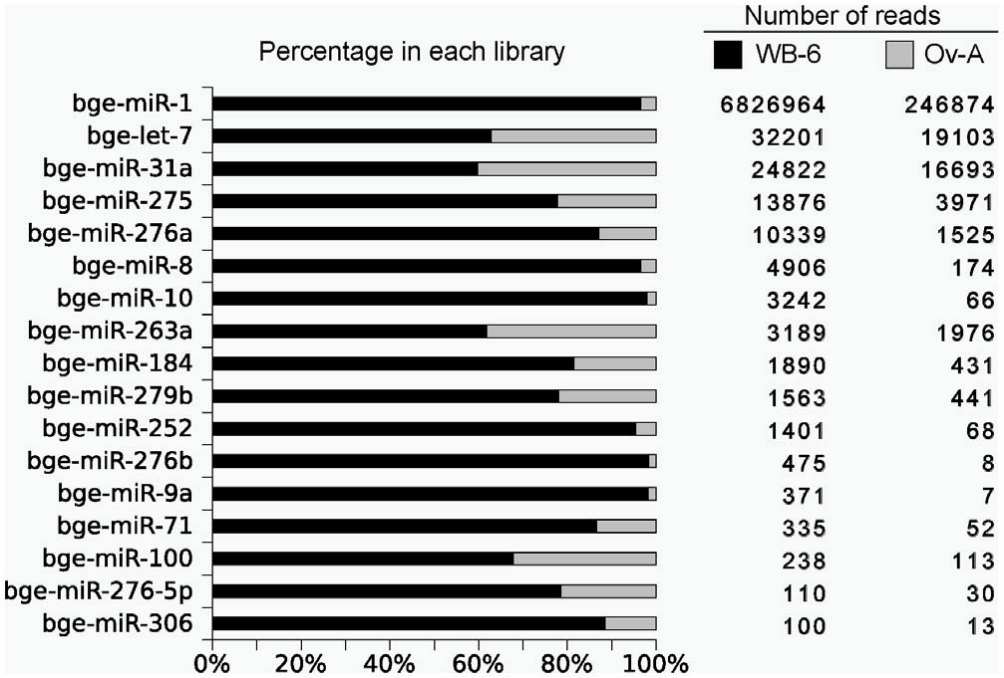
The most abundant known miRNAs identified in *Blattella germanica*. Known miRNAs with more than 100 reads found in the WB-6 and Ov-A *Blattella germanica* libraries.

Concerning the function of the more abundant miRNAs found in our libraries, miR-1 is one of the most conserved miRNA across metazoans, and is continuously expressed during the embryogenesis and development of *Drosophila melanogaster* and *B. mori* [27], [28]. The best characterised functions of miR-1 are related to the regulation of genes involved in muscle function [29]; in *D. melanogaster* it is required for post-mitotic growth of larval muscle [30], targeting mRNAs that impair muscle development [28]. Let-7 has been one of the most studied miRNAs since its discovery in the nematode *Caenorhabditis elegans*. The expression pattern, which is conserved in many species, suggests that let-7 might control temporal transitions during development [31]. Let-7 clusters with miR-100 and miR-125 in the same primary transcript in most insects species [31], [32]. In *D. melanogaster*, the expression patterns of let-7 and miR-125 correlate with titer profiles of 20-hydroxyecdysone and juvenile hormone and the end of larval life, which suggest that these miRNAs are involved in the regulation of metamorphosis [33], [34], [35]. Similar observations have been made in *B. mori*, although in this lepidopteran, let-7 is stage- and tissue-specifically expressed, and it appears from the first molt, which suggests that it might play regulatory roles at early larval stages. The detailed expression profiles in the whole life cycle and in cultured cell lines of silkworm showed a clear association with ecdysone pulses and with a variety of biological processes [36], [37]. In *D. melanogaster*, it has been shown that let-7 targets the transcripts of the *abrupt* gene, thus preventing its expression in the muscle and allowing a correct maturation during metamorphosis [38]. Indeed, one of the functions of the complex let-7, miR-100 and miR-125 is to ensure the appropriate remodelling of the abdominal musculature during the larval to adult transition [39]. To date, the majority of miRNA expression data comes from studies with the silkworm *B. mori*. For example miR-31a shows continuous high expression from the spinning larval to pupal and adult stages. Also, miR-275 is up-regulated from the beginning of the third instar to pupa and down-regulated during pupal metamorphosis of both sexes, while miR-276 which is one of the most abundant miRNAs in *B. mori*, is preferentially expressed in feeding and spinning larvae [19], [27].

### Identification of known miRNA*

We also searched for conserved complementary sequences of mature miRNA, known as miRNA stars (miRNA*s). 

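miRNA* sequences were mostly more abundant in the nymphal library. Of the 11 of Table S2, all had reads in WB-6 and 9 had reads in Ov-A. miR-8*, the partner strand of miR-8, led with 48413 reads in WB-6 and 3589 in Ov-A, 10.9-fold higher in the nymph (95% interval 10.5 to 11.3), or 17.6-fold with identical reads alone and 1.77-fold with TMM scaling. miR-10* had 808 and 29 reads, 22.5-fold higher in the nymph (15.5 to 33.8), and miR-276a* had 237 and 0, at least 63.7-fold higher, or at least 9.95-fold with identical reads alone. By the rule of size 7 of the 11 were higher in WB-6 and none in Ov-A, and with TMM scaling 4 were higher in WB-6 and 2 in Ov-A. Some listed miRNA*s are close to an abundant mature miRNA, so their reads depend on the assignment. Counted from 1 at the 5′ end of the mature sequence, miR-276a* differs from miR-276a by C14A and C21A, miR-1* from miR-1 by A4C, T8C, A11G and T16C, and miR-184* from miR-1 by A11C, A13G, A17C and A21C.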

A total of 11 conserved miRNA*s were identified based on homologous precursor miRNAs from different insect species (Table S2). miR8* was the most abundant (*ca.* 50,000 reads), followed by miR-276a* (*ca.* 10,000 reads) and by miR-10* (*ca.* 1000 reads). Interestingly, some of these miRNA* (like miR-8*, 276-5p* and miR-993a*) have roughly the same or even higher number of reads than their respective mature miRNA. 

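The miR-8 precursor gave more reads from its star arm than from the mature arm in both libraries. miR-8* had 9.82 reads per read of miR-8 in WB-6 (95% interval 9.53 to 10.1) and 18.5 in Ov-A (16.0 to 21.5). For miR-993a*, with 53 and 19 reads, the ratio to miR-993a was 1.47 (0.946 to 2.31) in WB-6 and 3.8 (1.37 to 13.0) in Ov-A, so the excess of the star is larger than the counting error in the ovary alone. miR-276-5p* reached 0.419 reads per read of miR-276-5p (0.288 to 0.601) in WB-6, and in Ov-A it had 0 reads beside 30, which allows a ratio of up to 0.131. Without the minimum of reads, miR-276-5p* had 183 reads in WB-6 and miR-276-5p 144, so the star is then the more abundant. miR-10* stood at 0.241 (0.223 to 0.260) and 0.354 (0.223 to 0.546) of miR-10. The listed miR-276-5p* differs from miR-276a by C7G and T12G, and miR-993a* from miR-10 by A16G, A17G, T18C and G21T, counted from 1 at the 5′ end of the mature sequence.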

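Among the miRNA*s without a mature partner in Table S1, miR-281* had 743 reads in WB-6 and 739 in Ov-A, with a ratio in RPM of 0.811 (95% interval 0.731 to 0.899), which TMM scaling moves to 0.132, called higher in Ov-A. miR-965* had 1296 reads in WB-6 and 30 in Ov-A, 34.8-fold higher in the nymph (24.3 to 51.8). miR-9c* had 107 and 44 reads and miR-9b* 24 and 27, and neither was called by the rule. The mature miR-281, miR-965, miR-9b and miR-9c, searched with their *Drosophila* sequences, had no assigned read in either library. Of the miR-965* reads, 15 in WB-6 and 0 in Ov-A were identical to the listed sequence, which gives a bound of 4.03. miR-9b* differs from miR-79 by A17G, C21T and A22C, and miR-9c* from miR-9a by T9A, A10T, T11C and T21G, counted from 1 at the 5′ end of the mature sequence.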

Of note, miR-965* (357 reads), miR-9b* (43 reads), miR-281* (1444 reads) and miR-9c* (138 reads) were identified in our libraries, whereas their respective mature miRNA counterparts were not found.

Various miRNA* sequences have been detected in high amounts in other libraries of small RNA [19], [20], [40]. Moreover, a number of miRNA*s detected in the *B. germanica* libraries are also present in those of *L. migratoria* (miR-281*, miR-10*, miR-8*) [20] and *B. mori* (miR-10*, miR-281*) [19], [41]. Arguably, the high number of miRNA* reads and the degree of conservation suggest an evolutionary constraint, which in turn indicates they must play some function [12], [42]. In *D. melanogaster*, for example, miR-10* is more abundant than miR-10, and both have conserved target sites in Hox genes [12], which suggests that they interplay to regulate developmental processes.

### Quantitative value of Solexa sequencing data

The number of reads resulting from deep sequencing is often considered a reliable quantification of miRNA expression [19]. However, this is a hypothesis *a priori* which has not been empirically tested yet. In order to evaluate whether our Solexa sequencing data have a quantitative value, we carried out qPCR analysis of known miRNAs (15 for the WB-6 library and 12 for the Ov-A), using the same RNA samples used to construct the libraries. 

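The qPCR levels used here are the paper's values of Table S3, in copies per 1000 copies of U6, which the authors measured in triplicate on the RNA pools of the libraries. In WB-6 they run from 112 for miR-34 to 10539 for miR-1, and in Ov-A from 66.1 for bantam to 2823 for let-7. They were set against the assigned reads of the 15 miRNAs of WB-6 and the 12 of Ov-A on a log10 scale, with Pearson's r and Spearman's rho. The p-values are two-sided and come from 100000 permutations, or from all permutations with fewer than 10 miRNAs. Each correlation runs across miRNAs within 1 library, and miRNAs are not independent replicates. The family holds 12 relations (all miRNAs, those over 100 reads and those with 100 or fewer, in each library, for both statistics), and adjusted values are Benjamini-Hochberg values over it.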

The selection criterion for known miRNAs was to cover a wide spectrum of reads number.

We used Pearson's correlation to test if the numbers of Solexa reads and qPCR experiments (Figure 3 and Table S3) were correlated. The results indicate that when all miRNAs were considered into the analysis, there was no significant correlation between Solexa reads and qPCR data. However, a significant positive correlation was observed when we considered those miRNAs with more than 100 Solexa reads in both WB-6 (R = 0.93, P-value<0.01) and Ov-A libraries (R = 0.93, P-value<0.05) (Figure 3). These results suggest that Solexa sequencing data with less than 100 reads can only roughly represent the relative abundance of miRNAs, therefore we used only sequences over 100 reads for further comparisons between WB-6 and Ov-A libraries.

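Across all miRNAs measured, reads rose with qPCR copies, but the relation rested on miR-1 and let-7. Over the 15 miRNAs of WB-6, r was 0.651 (permutation p = 0.0111, adjusted 0.0520) and rho 0.414 (permutation p = 0.124, adjusted 0.186). Over the 12 of Ov-A, r was 0.648 (permutation p = 0.0173, adjusted 0.0520) and rho 0.476 (permutation p = 0.122, adjusted 0.186). Without miR-1 and let-7, the miRNAs farthest from the median of reads, r was 0.335 in WB-6 and 0.298 in Ov-A. Several miRNAs with few reads had high qPCR levels, as miR-14 in WB-6 with 23 reads and 3121 copies, and miR-125 with 60 reads and 999 copies in WB-6 and 4 reads and 1071 copies in Ov-A. Among the 7 miRNAs with 100 or fewer reads, r was −0.527 in WB-6 (exact permutation p = 0.220) and −0.570 in Ov-A (exact permutation p = 0.192). On linear values, r over all miRNAs was 0.951 in WB-6 (permutation p = 0.0167) and 0.611 in Ov-A (permutation p = 0.168). Without miR-1 and let-7 the linear r was 0.302 in WB-6 and 0.630 in Ov-A.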

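The miRNAs with over 100 reads kept the order of their qPCR levels more closely. In WB-6 these were miR-1, let-7, miR-275, miR-8, miR-10, miR-184, miR-9a and miR-100, from 241 reads of miR-100 upwards, and in Ov-A miR-1, let-7, miR-275, miR-184 and miR-100. Over the 8 miRNAs of WB-6, r was 0.932 (exact permutation p = 0.00799, adjusted 0.0520) and rho 0.833 (exact permutation p = 0.0154, adjusted 0.0520). Over the 5 of Ov-A, r was 0.935 (exact permutation p = 0.0333, adjusted 0.08) and rho 0.9 (exact permutation p = 0.0833, adjusted 0.167). Without miR-1 and miR-100, the farthest from the median of reads, r was 0.716 in WB-6 and 0.977 in Ov-A. On linear values, r was 0.989 over the 8 miRNAs of WB-6 (exact permutation p = 0.0222) and 0.557 over the 5 of Ov-A (exact permutation p = 0.417). From the relation above 100 reads and its absence over all miRNAs, the paper proposes that lower read numbers represent the abundance of a miRNA only roughly, and it uses sequences over 100 reads to compare the libraries.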

**Figure 3:**
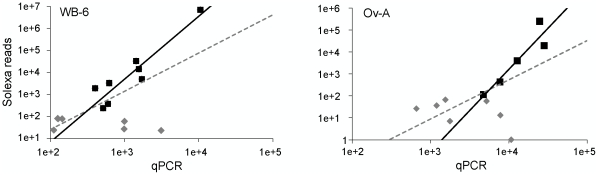
Quantitative value of Solexa reads. The number of reads of Solexa sequencing and fold change of qPCR analysis (miRNA copies per 1000 copies of U6) are correlated. The two *Blattella germanica* miRNA libraries, WB-6 and Ov-A are indicated. Squares are known miRNA with more than 100 Solexa reads. Diamonds are miRNAs with less than 100 reads. Solid lines are trend line for correlation with 100-more Solexa reads. Dashed lines are trend line for all miRNAs tested.

### Identification of novel miRNA candidates

Many other small RNA sequences were found highly represented in the WB-6 and Ov-A libraries and arguably they are likely to be functional small RNAs. A total of 1,428 different sequences with at least 100 reads were identified in our Solexa data (Table S4). 

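With every variant counted, the ovarian library held more abundant sequences outside the known miRNAs than the nymphal one. Distinct sequences of 20 to 24 nt with at least 100 reads, assigned to no known miRNA or miRNA*, numbered 1297 in Ov-A and 559 in WB-6, 1797 in either, and held 4070815 and 180263 reads. Of the 1797, 643 are listed in Table S4. Of the 1430 sequences of Table S4, 500 are within 4 substitutions of bge_candidate1, 452 within 4 of miR-1, and 478 near neither. Leaving out sequences within 3 substitutions of one at least 20 times as abundant in the same library kept 457, of which 288 in WB-6 and 207 in Ov-A, so the order of the libraries turned.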

As most of the 1,428 sequences were very similar to each other we followed a clustering approach to reduce redundancy. Thus, we used the transitivity clustering method [43] to create a graph that depicts the pairwise similarity between each candidate by representing the sequences as nodes and the similarity as links (Figure S2). We also used complex network methods to construct a non-redundant database of miRNA candidates by selecting the most abundant sequences as representative of each cluster. 

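The largest group of similar sequences formed around the ovarian bge_candidate1. It joined 294 of the 1408 sequences of Table S4 that had at least 1 identical read, and it held 72.7% of their reads, 916297 in Ov-A and 502 in WB-6. The second group held 74 sequences, and 279 had no neighbour. The graph of BLASTN matches at 90% identity, 95% coverage and an e-value under 1e-05 had 1995 links and 386 components. Ungapped alignments with at most 2 mismatches gave 143 components and a largest one of 1181 sequences, which joins sequences with many nymphal reads (144503 in WB-6) to those of the ovary (1050279).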

The whole similarity network is divided in 224 components, being one major component composed by 1099 sequences (Figure S2). The major network shows virtually all possible variants for the most expressed candidate (bge_candidate 1 = 4,585,181 reads); however, the modular structure of the network shows that some candidates are clustered in sub-structures (modules), which indicate that they might be real sequences rather than spurious variations of bge_candidate 1. 

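bge_candidate1 had 3774573 reads in the ovarian library and 1353 in the nymphal one, 3459-fold higher in Ov-A (95% interval 3280 to 3651). Reads identical to its listed sequence were 804788 and 461. Of the 240 candidates, 13 lie within 4 substitutions of it and all had more RPM in Ov-A. Counted from 1 at the 5′ end of bge_candidate1, bge_candidate2 differs by G13T and had 91835 ovarian reads, bge_candidate6 differs by C10A and had 75335, and bge_candidate4 differs by G15T and had 62578. These 13 candidates held 65.2% of the ovarian candidate reads other than those of bge_candidate1. Of the candidates, 40 more lie within 4 substitutions of miR-1.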

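Within the component around bge_candidate1, fast greedy clustering found 8 modules with a modularity of 0.536. The ungapped graph, whose largest component also holds the sequences close to miR-1, gave 6 modules with a modularity of 0.594. All sequences of Table S4, with the 22 that had no identical read, gave the same largest component with bge_candidate1 as its most abundant member.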

We objectively measured the modularity of the large network (modularity = 0.74) and found a total of 15 modules (see Text S1 for modules composition), which were considered as different clusters; therefore, the 1099 redundant sequences were reduced to 15 candidate sequences. Other 41 obvious clusters have also been represented by their most frequent reads. The clustering analysis finally resulted in a total of 240 non-redundant candidate sequences, which were used for further analysis (Table S5). These candidate sequences are among the most highly expressed small RNAs in *B. germanica* and are likely to have some functional role. They are small sequences of 21 to 23 nt in length where 70% is 22 nt-long. 

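Most candidates were found in both the nymphal bodies and the ovaries, at different levels. By the rule of size, 168 of 240 were higher in WB-6, 33 in Ov-A and 39 in neither, and with TMM scaling 107 were higher in WB-6 and 52 in Ov-A. bge_candidate24, one of those tested by dicer-1 RNAi, was the most abundant in WB-6 with 25848 reads, 10.4% of the candidate reads there. In Ov-A, bge_candidate1 took 88.7% of them, followed by bge_candidate2 with 2.16%. Reads were found for 235 of the candidates in WB-6 and for 207 in Ov-A. The 53 candidates within 4 substitutions of miR-1 or bge_candidate1 held 33.6% of the candidate reads of WB-6 (95% interval 33.4 to 33.7%) and 9.70% of those of Ov-A (9.67 to 9.73%), or 86.1% of the ovarian ones without bge_candidate1 itself. No read was identical to the listed sequence for 12 of the 240.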

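Of the 240 candidates, 142 (59.2%) were 22 nt long, 51 were 23 nt and 34 were 21 nt. The others were 12 sequences of 20 nt and 1 of 24 nt. Conserved candidates were 22 nt long in 67.1% of cases and specific ones in 55.9%. Among the 20-nt sequences, bge_candidate100 with 5954 reads in WB-6 and 2891 in Ov-A is identical to 20 nt of the Illumina 5′ adapter of small RNA libraries.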

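The conserved candidates were carried by different sequences in the nymph and in the ovary. In Ov-A they held 3891311 reads, 51.9% of the filtered reads, of which bge_candidate1 made up 97%. In WB-6 they held 93634 reads, 1.01%, led by bge_candidate28 with 18306 reads and bge_candidate81 with 17042. bge_candidate28 was 41.6-fold higher in WB-6 (95% interval 37.4 to 46.3) and bge_candidate81 382-fold (276 to 545). Of 70 conserved candidates, 69 had reads in WB-6 and 66 in Ov-A, 46 were higher in WB-6 and 9 in Ov-A, and with TMM scaling 21 and 19. bge_candidate28 differs from miR-1 by T8G and T16G, counted from 1 at the 5′ end of miR-1. Of the 40 candidates within 4 substitutions of miR-1, most of them conserved, 36 had more RPM in WB-6, as miR-1 itself did. The conserved candidates called higher in WB-6 therefore include near variants of miR-1, and their number is no count of separate miRNAs.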

About a third (70) of those sequences were also found in other insects that had been subjected to high throughput sequencing for small RNAs, such as *L. migratoria* [20], *A. pisum* [21], *B. mori* [19], [40] and *C. quinquefasciatus* [13] (Table S5); these are herein called “conserved” candidates. However, most of those abundant small RNA sequences are, by the moment, unique of *B. germanica* (170 sequences), and have been called “specific” candidates (Table S5).

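Specific candidates held 154059 reads in the nymphal library, 1.66% of the filtered reads, and 362576 in the ovarian one, 4.84%. bge_candidate24 was 195-fold higher in WB-6 (95% interval 161 to 238), or at least 1473-fold with identical reads alone, and bge_candidate19, with 11851 and 99 reads, 96.5-fold (79.2 to 119). In Ov-A, bge_candidate2 led, with 3 reads in WB-6 and 37958-fold more in the ovary (12988 to 184067), and bge_candidate4 was 5173-fold higher (3136 to 9243). With identical reads alone the ratio of WB-6 to Ov-A of bge_candidate4 is 0.000366, and that of bge_candidate2, with 0 such reads in WB-6, at most 0.000202. Of 170 specific candidates, 166 had reads in WB-6 and 141 in Ov-A. By the rule of size 122 were higher in WB-6 and 24 in Ov-A, and with TMM scaling 86 and 33.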

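Over both libraries, 49 of the 70 conserved candidates of *B. germanica* exceeded 500 reads. Besides bge_candidate1, the ovary led in bge_candidate6, which was 713-fold higher in Ov-A (95% interval 601 to 853) with 131 reads in WB-6, and in bge_candidate23, 6.37-fold higher (6.13 to 6.61) with 3233 and 16601 reads, and a ratio of WB-6 to Ov-A of 0.101 in identical reads. In the nymph, bge_candidate146 was 96.3-fold higher (72.3 to 131) with 5613 and 47 reads, or 53.1-fold with no minimum of reads. Counted from 1 at the 5′ end of miR-1, bge_candidate23 differs from it by T16G and G20T and bge_candidate146 by A5C and G15T.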

Figure 4 shows the frequency of the most abundant (at least 500 reads) conserved candidates in the WB-6 and Ov-A libraries, and their presence or absence in the aforementioned insect species. 

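Candidates marked for the aphid or the locust in Table S5 had most of their ovarian reads in bge_candidate1. The 48 marked for the aphid *A. pisum* held 63057 reads in WB-6 and 3885776 in Ov-A, and the 11 marked for *L. migratoria* held 9337 and 3780664. Those marked for whole-body *B. mori* (34) had 71184 reads in WB-6 and 20238 in Ov-A, and the 9 marked for *C. quinquefasciatus* 30453 and 6740. All of the aphid's candidates had reads in WB-6 and 47 of them in Ov-A. The marks are the paper's, and the small RNA data of the other insects were not analysed here.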

Highly similar small RNA sequences were found in *A. pisum* (48 sequences) [21], *B. mori* (34 sequences) [40], *C. quinquefasciatus* (9 sequences) [13] and *L. migratoria* (11 sequences) [20] (Table S5). In these data, co-occurrence of small RNAs do not reflect evolutionary relationships, as it is known that *B. germanica* is phylogenetically closer to *L. migratoria* than to *A. pisum* or *B. mori*. Rather, differences in presence/absence of small RNA sequences derive from differences in the experimental approaches by sampling different tissues and stages as well as the “deepness” of the sequencing methods.

**Figure 4:**
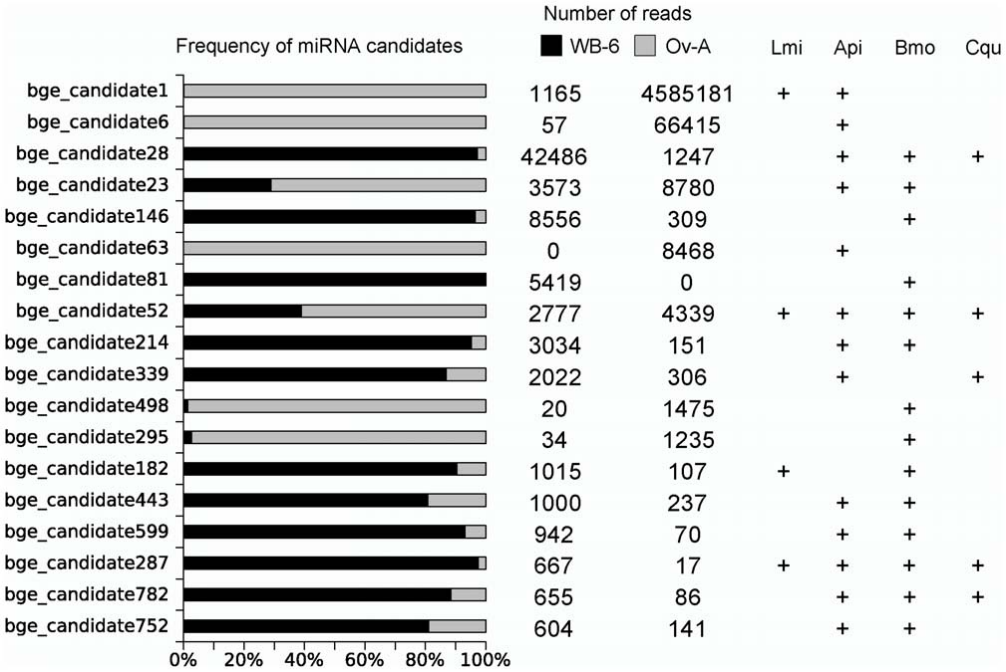
miRNA candidates conserved in other insect species. Conserved miRNA candidates found in the WB-6 and Ov-A *Blattella germanica* libraries with more than 500 reads. They have been reported in small RNA databases from other insects such as *Locusta migratoria* (Lmi), *Bombyx mori* (Bmo), *Acyrthosiphon pisum* (Api) and *Culex quinquefasciatus* (Cqu) (see also Table S5).

Deep sequencing projects led to discover a higher number of unique sequences, as in the case of *B. germanica* libraries, which accounted for *ca.* 18 million reads giving 240 miRNA candidates. The *A. pisum* library, with about 0.9 million reads, gave 94 novel miRNA candidates [21]. *B. mori* is one of the best studied species in this sense, with successive stage- and organ-specific small RNA libraries reported [40], [41], with the last one accounting for *ca.* 4 million reads and leading to the discover of 287 novel miRNA candidates [41]. Two *L. migratoria* libraries, one for the solitary phase and another for the gregarious phase, accounted for *ca.* 3.5 million reads and gave 185 novel miRNA family candidates [20].

### Identification of novel miRNA precursors and validation by PCR amplification

As the genome of *B. germanica* has not been sequenced yet, the identification and validation of miRNA precursors becomes an interesting challenge. We used two approaches to validate the precursors of some miRNA candidates found highly abundant in our two small RNA libraries, WB-6 and Ov-A. In the case of the bge-miR-cand1, the precursor sequence was obtained after aligning with *A. pisum* genome sequences (Figure 5A), designing appropriate primers (Table 1) and amplifying the precursor by PCR, using RNA extracts from adult ovaries as template. The precursor sequence of the most abundant miRNA candidate in adult ovaries, bge-candidate 1, was characterized by this method (Figure 5A–B) and only a few copies of its miRNA* could be found in Ov-A library (see Text S2). 

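The precursor of bge_candidate1 gave reads from 1 arm almost alone. Of 3623001 ovarian reads that matched the 58-nt precursor with at most 1 mismatch, 3623000 lay on the 5′ arm (positions 1 to 23 of the precursor), and 1 lay on the 3′ arm (positions 37 to 58), the star. In WB-6 all 1319 reads lay on the 5′ arm and the star had none. In the ovary, 98.2% of the reads were 21 to 23 nt long. The precursor sequence begins at the first nucleotide of the 5′ arm, so reads that start before it could not be placed. No read in either library matched the opposite strand.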

Interestingly bge-miR-cand1 was also found highly conserved in the aphid *A. pisum* genome [44] which is a hemimetabolan with panoistic ovaries, just as *B. germanica*.

**Figure 5:**
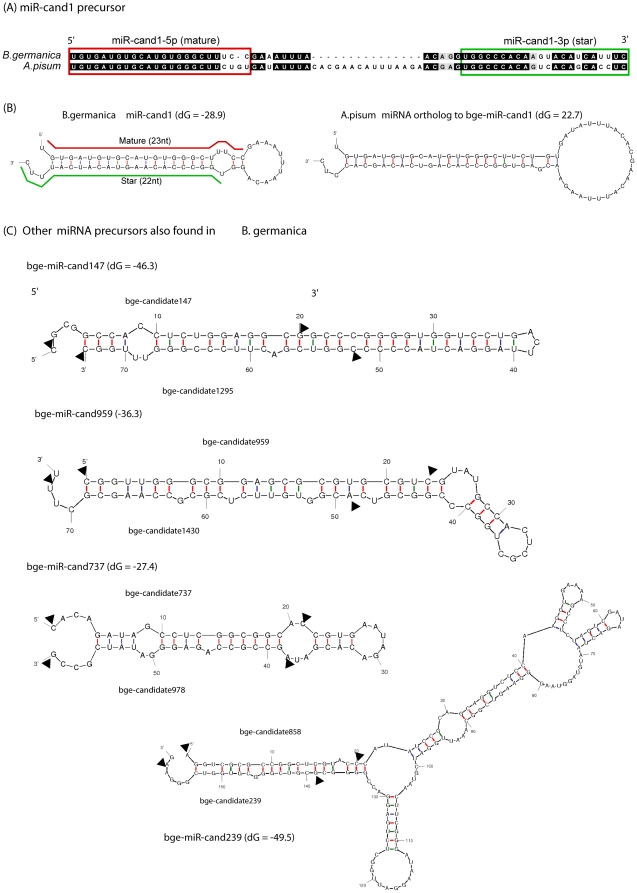
miRNA precursors validated by PCR amplification and sequencing. (A) The most abundant miRNA, bge-miR-cand1, in the cockroach ovaries is also conserved in the aphid *A. pisum*. (B) Secondary structure of miR-cand1 hairpin in both cockroach and aphid. (C) Other four miRNA precursors showing the location of novel miRNAs in *B. germanica*.

**Table 1:** Validated *Blattella germanica* miRNA precursors.

miRNA-5prime		
miRNA name	ID	Sequence
bge-miR-cand1-5p	bge_candidate1	5′TGTGATGTGCATGTGGGCTTTCC3′
bge-miR-cand147-5p	bge_candidate147	5′CGCGGCCACCTCTGGAGGCGG3′
bge-miR-cand239-5p (*)	bge_candidate858	5′AGAGGTCGCGCCGGCTCGTACC3′
bge-miR-cand737-5p	bge_candidate737	5′CACAGATAGCCTCGGCGGCACC3′
bge-miR-cand959-5p	bge_candidate959	5′CGGTTGGGCGGAGCGCGTGCGTC3′

miRNA-3prime		
bge-miR-cand1-3p (*)	bge_candidate1429	5′TGGCCCACAAGTACATCATTTC3′
bge-miR-cand147-3p (*)	bge_candidate1295	5′CGGTCGACTTCCCGGGTTTGGC3′
bge-miR-cand239-3p	bge_candidate239	5′CGCGTCGGGCGTGGTCGGGAAGC3′
bge-miR-cand737-3p (*)	bge_candidate978	5′AGCCGCCAGAGGGATATCGCCG3′
bge-miR-cand959-3p (*)	bge_candidate1430	5′ACGGTGGTCTCGCGCCAAGCGCTT3′

(*)indicates the putative star based on frequency of reads.

Previous studies have reported that full-length of small non-coding RNAs can be often reconstructed through assembling short reads for identification of novel non-coding RNA candidates [45], [46]. Therefore, we used a similar approach by aligning all 240 miRNA candidates against a database of RNA sequences from *B. germanica* constructed by integrating the two RNA libraries of the present study (WB-6 and Ov-A), and other five libraries of small RNA sequences from whole-body and ovaries of cockroaches at different developmental stages and water deprivation treatments (X. Bellés and M. D. Piulachs, unpublished RNA libraries from *B. germanica*) (Figure S3). All candidate sequences were aligned against this integrated *B. germanica* RNA database in order to identify potential miRNA precursors among those contigs. Only those contigs with at least two sequences located in different regions were further checked for folding stability using mfold [47]. The potential miRNA:miRNA* duplexes were then predicted by looking for candidate sequences located in opposite arms of hairpins (Table 1). Four novel miRNA precursors have been found among the contigs in the *B. germanica* RNA database (Figure 5C; see also Figure S3).

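The contigs proposed as precursors were covered mainly by nymphal reads. On the listed strand, the contig of bge-miR-cand147 (103 nt) had 1463 reads in WB-6 and 5 in Ov-A with at most 1 mismatch, that of bge-miR-cand239 (160 nt) 2548 and 78, that of bge-miR-cand737 (267 nt) 1558 and 84, and that of bge-miR-cand959 (357 nt) 1689 and 33. In WB-6 the 5′ and 3′ arms of bge-miR-cand147 had 864 and 151 reads, those of bge-miR-cand737 238 and 24, and those of bge-miR-cand959 491 and 106. The arms of bge-miR-cand239, 85 and 433 reads, reach 2 nt and 1 nt beyond the ends of the contig. The 3′ arm listed for bge-miR-cand959 differs from its contig by G7T, counted from 1 at the 5′ end of the arm, and 98 nt of this contig are identical to a conserved core of 28S rRNA.

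**Figure D1:**
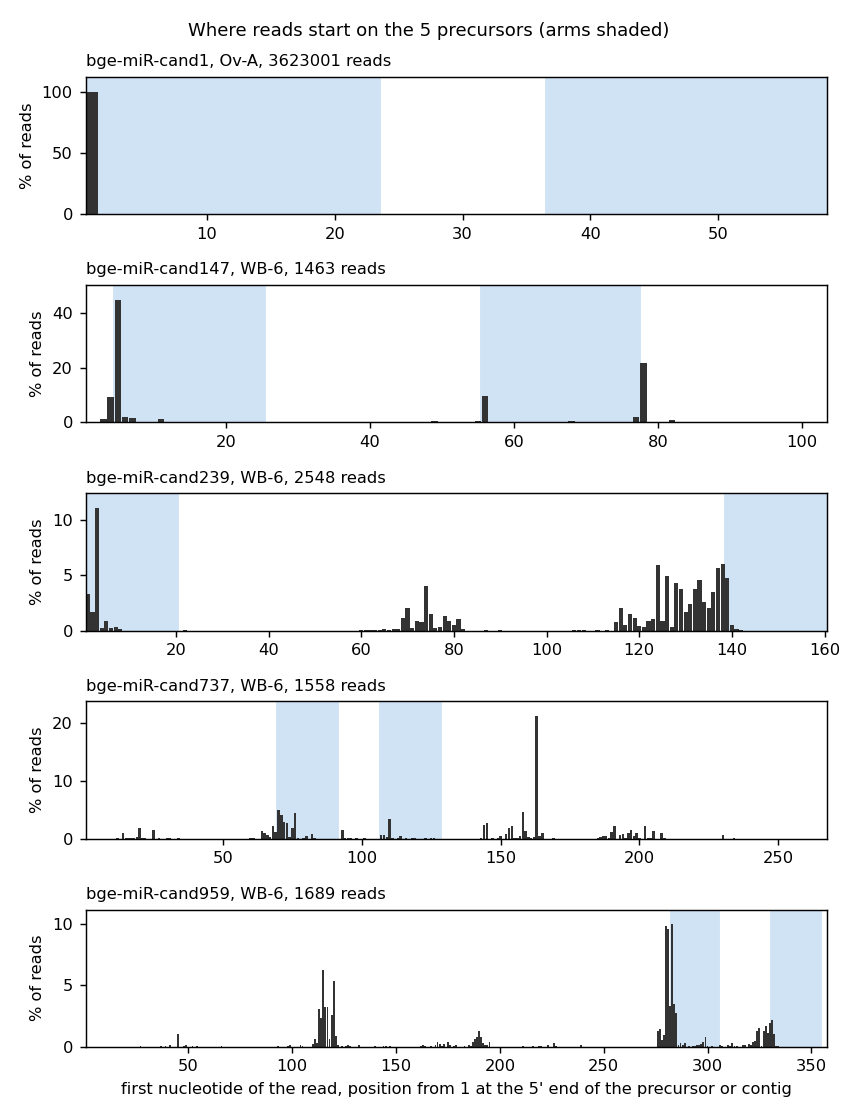
Percent of reads of the listed strand that start at each position (bars) of the bge_candidate1 precursor in Ov-A and of the other 4 precursors in WB-6, with the 2 arms shaded and positions counted from 1 at the 5′ end. The bge_candidate1 precursor begins at its 5′ arm, so no earlier start can appear, and its bars other than the one at position 1 are too low to see. Reads on the bge-miR-cand239, bge-miR-cand737 and bge-miR-cand959 contigs also start at many positions outside the shaded arms.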

These five miRNA precursors were validated by PCR amplification and sequencing which confirmed the putative miRNA precursors (Figure 5). 

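Reads on the contigs of *B. germanica* differed in how closely they kept to the arms of the proposed hairpins. In WB-6, 69.4% of the reads on the listed strand of the bge-miR-cand147 contig started within 2 nt of the start of an arm (95% interval 66.9 to 71.7%). The share was 35.3% (33.1 to 37.7%) for bge-miR-cand959, 20.3% (18.8 to 21.9%) for bge-miR-cand239, whose arms reach beyond the contig so that reads over a whole arm could not be placed, and 16.8% (15.0 to 18.8%) for bge-miR-cand737. Reads of 21 to 23 nt made up 96.6% on bge-miR-cand147 and 95.2% on bge-miR-cand737, against 44.1% on bge-miR-cand239 and 40.2% on bge-miR-cand959. The opposite strand of the bge-miR-cand147 contig had 1052 nymphal reads and that of bge-miR-cand737 941, while those of the other contigs had none. These reads stand beside 1463 and 1558 on the listed strand and are not part of the shares above. Counted in the total, they would lower the shares on an arm of both contigs.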

All sequence reads from WB-6 and Ov-A libraries were mapped into the contigs and the distribution of those reads across the contigs indicates that they are not explained by the degradation process as the pattern of expression of those small RNAs found in our libraries vary in whole body and ovaries (Text S2). That indicates they are differentially processed in different developmental stages and tissues.

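In reads of the listed strand, all the contigs had higher RPM in the nymphal bodies than in the ovaries, by 236-fold (95% interval 101 to 728) for bge-miR-cand147, 41.3-fold (29.3 to 60.2) for bge-miR-cand959, 26.3-fold (21.0 to 33.4) for bge-miR-cand239 and 15.0-fold (12.0 to 18.9) for bge-miR-cand737. The bge_candidate1 precursor went the other way and was 3406-fold higher in Ov-A (3227 to 3598). TMM scaling, which multiplies every ratio of WB-6 to Ov-A by 0.162, would lower the ratios of the contigs, and that of bge-miR-cand737 would not reach the 4-fold rule. For the positions where reads start, 79.4% of the reads on bge-miR-cand959 and 76.0% of those on bge-miR-cand239 would have to move for the profiles of both libraries to match, and 45.0% of those on bge-miR-cand147 and on bge-miR-cand737. The ovarian profiles rest on 33, 78, 5 and 84 reads, so sampling alone can raise these values, and the whole profiles were not tested. On bge-miR-cand239 2.56% of the ovarian reads started at an arm (0.312 to 8.96%), against 20.3% of the nymphal ones (18.8 to 21.9%). On bge-miR-cand959 the shares were 3.03% (0.0767 to 15.8%) and 35.3% (33.1 to 37.7%). Both differences exceed counting error. On bge-miR-cand737 the intervals overlapped, with 25% (16.2 to 35.6%) and 16.8% (15.0 to 18.8%).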

Interestingly we could not found any known miRNAs in *B. germanica* RNA database as well as bge-candidate 1 precursor, which indicates that some canonical miRNAs have a more precise processing than other miRNAs by producing mostly mature miRNA sequences and some miRNA*s but barely a sequence from the loop region.

The two approaches, alignments and PCR, and de novo assembly, used in our study seems to be reliable methods for the experimental validation of the novel miRNA precursors. In this manner it is possible to identify and characterize novel miRNAs on those species without genome sequenced.

### Validation of miRNA candidates by dicer-1 RNAi

Dicer ribonucleases are important in the biogenesis of miRNAs as they are involved in the production of mature miRNAs from precursor miRNAs (pre-miRNAs), and of small interfering RNAs (siRNAs) in the RNA interference (RNAi) pathway [48]. A single dicer ribonuclease is involved in both miRNA and siRNA production in the nematode *C. elegans* and vertebrates. However, two dicer ribonucleases, dicer-1 and dicer-2, exist in insects and act in the miRNA and siRNA pathways, respectively [48]. Previous studies have shown that dicer-1 RNAi in *B. germanica* specifically decreases the expression levels of mature miRNAs [26]. Therefore, dicer-1 silencing might be a useful approach to validate miRNA candidates in those species with no sequenced genome, given that in principle only those small RNAs whose levels became lowered after dicer-1 RNAi would be miRNAs.

Using dicer-1 RNAi, we first measured the expression levels in a representation of known miRNAs (miR-1, let-7, miR-100, miR-125 and miR-275) in sixth nymphal instar whole bodies and in adult ovaries from individuals treated with dsRNA targeting dicer-1. Figure 6A shows the significant decrease of miRNA levels in both groups. Then we used the same dicer-1 RNAi assay to test 4 novel miRNA candidates, being 2 of them conserved (bge_candidate-1, and bge_candidate-28) and 2 specific (bge_candidate-4 and bge_candidate 24-). These experiments suggest that these 4 novel miRNA candidates are real miRNAs (Figure 6B, Table S6). We used the gene 5S as negative control as its expression was unaltered after dicer-1 silencing (results not shown).

**Figure 6:**
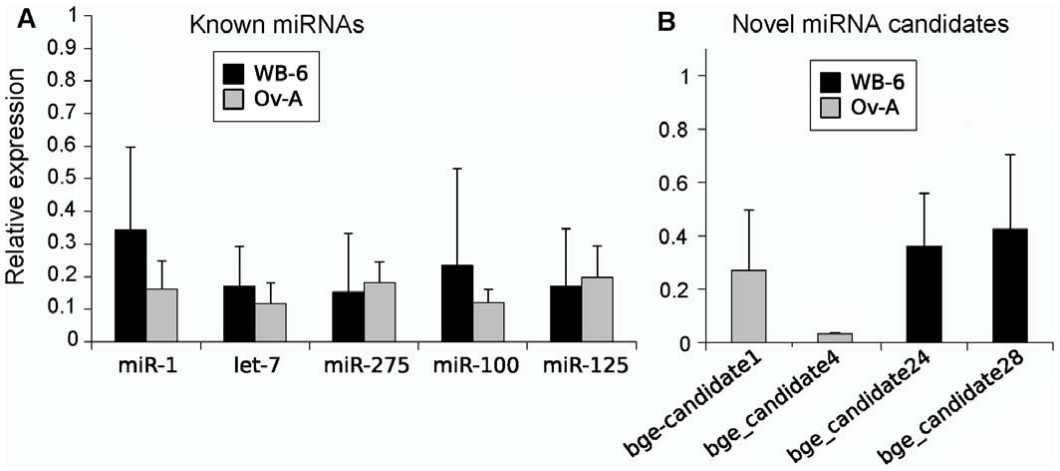
Effect of dicer-1 knockdown on miRNA expression. Effect of dicer-1 knockdown in the expression of known miRNAs (A) and miRNA candidates (B) of *Blattella germanica*. Data showed are the values obtained in dicer-1 knockdown animals normalized against the control (reference value = 1). Differences with respect to control were statistically significant in all cases (p<0.05), according to the REST© software tool (see the Table S6). The error-bars show standard deviation for three biological replicates.

### Other small RNA sequences

We also found other small RNAs in our libraries such as piRNA-like sequences and transposon fragments as well as fragments of genomic DNA of *Blattabacterium* sp., a bacterial endosymbiont of *B. germanica* [49]. However, these sequences were found in small number in the cockroach libraries, representing 0.7% of the WB-6 (0.4% piRNA/transposons and 0.3% bacterial) and 0.4% of the Ov-A libraries (0.2% piRNA/transposons and 0.2% bacterial).

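Sequences of the endosymbiont *Blattabacterium* were a small part of both libraries. Reads identical to the sequences of Table S7 numbered 28947 in WB-6, 0.312% of the filtered reads (95% interval 0.308 to 0.315%), and 12531 in Ov-A, 0.167% (0.164 to 0.170%). The ratio of WB-6 to Ov-A was 1.86 (1.82 to 1.90) in RPM, not called by the rule of size and below 1 with TMM scaling. With 1 mismatch at the same length the shares were 0.610% and 0.360%. piRNA-like sequences and transposon fragments were not analysed here.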

Of particular interest are those sequences derived from the *Blattabacterium* sp. genomic DNA. This bacterium is an intracellular endosymbiont of cockroaches and primitive termites which plays central role in enhancing the metabolic capacity of their hosts to live on nutrient-deficient diets [50]. The bacterial sequences found in our libraries (Table S7) correspond to regions regularly distributed across the *Blattabacterium* circular genome (Figure S4). 

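Of the 1389 distinct *Blattabacterium* sequences of Table S7, 1298 had identical reads in the nymphal library, 1041 in the ovarian one and 989 in both. The most abundant had 1475 reads in WB-6 and 582 in Ov-A. Their lengths run from 20 to 23 nt, and 39.9% of them are 21 to 23 nt long. At least 5 reads were found for 1209 of them in WB-6 and for 453 in Ov-A. Their positions in the bacterial genome were not analysed here.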

The most plausible hypothesis is that these sequences are products of degradation, although we cannot discard the possibility that some of them, especially those that have a higher number of reads, might play some function over the bacteria or their host. These findings indicate again that different types of small RNAs can be identified by Solexa deep sequencing, which shows that many other processes regulated by small RNAs are still waiting for further characterization.

### Comparison of the two cockroach libraries

The comparison of the two libraries, WB-6 and Ov-A, provides also important insights regarding the small RNA composition in the whole body and in a single tissue. 

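Reads assigned to the known miRNAs numbered 6774979 in WB-6 and 278392 in Ov-A, and miR-1 of muscle made up nearly all of the difference. The other known miRNAs, let-7, miR-31a, miR-275 and the rarer ones, together had 101160 reads in WB-6 (10888 RPM) and 44284 in Ov-A (5910 RPM), a direction that TMM scaling turns.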

Concerning the known miRNAs, the WB-6 library has a much higher number of reads (6,926,591 reads) than the Ov-A (291,829 reads). Moreover, the known miRNAs are clearly over-represented in the WB-6 library. 

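Known miRNAs made up 72.9% of the filtered reads in the nymphal bodies (95% interval 72.89 to 72.95%) and 3.72% in the ovaries (3.70 to 3.73%). By the rule of size 14 of the 38 were higher in WB-6 and 2 in Ov-A, and with TMM scaling 1 was higher in WB-6, miR-10, and 10 in Ov-A. With no minimum of reads, 12 were higher in WB-6 and 2 in Ov-A, and 13 of the 16 calls were kept. Of the Hox cluster miRNAs, miR-10 (33.0-fold, 26.5 to 41.6) and miR-993a (5.81-fold, 2.27 to 19.0, turning to 0.943 with TMM scaling) were higher in the nymph. So were the reads of miR-125 of the let-7 complex (12.1-fold, 4.49 to 45.8, or 1.96-fold with TMM scaling), on 60 and 4 reads. miR-100 had a ratio of 1.57 (1.26 to 1.96), which turns to 0.255. Of the list of miR-2 and its cluster, miR-71, a neighbour outside the family, was higher in the nymph (4.47-fold, 3.41 to 5.94, but 3.32-fold with no minimum of reads and turning to 0.726), and miR-2a had a ratio of 1.56, turning to 0.254. miR-8 was 20.5-fold higher (17.8 to 23.8, or 3.33-fold with TMM scaling). Of the list of miR-9 and its cluster, miR-9a (14.0-fold, 9.22 to 22.4, but 2.28-fold with TMM scaling and 101-fold with identical reads alone) and miR-306, a neighbour outside the family (5.04-fold, 2.96 to 9.16, turning to 0.819), were higher, and miR-79, on 2 and 5 reads, had a ratio of 0.323 (0.0307 to 1.97) and was not called. Not called were bantam, a regulator of growth, at 2.25 (1.46 to 3.57, turning to 0.366), miR-305 of the miR-275 cluster at 1.63 (1.09 to 2.48, turning to 0.265), and the 5 miRNAs of neurons and sensory organs with reads, such as miR-263a at 1.29 (1.22 to 1.36), which TMM scaling calls higher in Ov-A. The paper's qPCR copies in WB-6 and Ov-A lay closer together than the reads for miR-125 (999 and 1071), miR-10 (623 and 155), miR-9a (598 and 177) and miR-1 (10539 and 2477), and were higher in Ov-A for let-7 (1434 and 2823), miR-184 (403 and 773) and miR-92b (145 and 519). miR-989 was listed as an ovarian miRNA before the data were examined. Its *Drosophila* sequence matched none of the reads that were assigned to no listed sequence. That sequence and bge_candidate1 both begin with TGTGATGTG. Reads assigned to bge_candidate1 were outside this search, so it could not find a diverged miR-989 among them.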

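Several known miRNAs had nearly all their reads in the nymphal library: miR-10 with 97.6% in WB-6 (95% interval 97.0 to 98.1%), miR-1 with 96.6%, miR-276b with 96.5% (94.4 to 98.0%), miR-8 with 96.2% (95.7 to 96.7%), miR-9a with 94.6% (92.0 to 96.5%) and miR-252 with 94.2% (92.9 to 95.3%). Rare miRNAs went both ways. miR-317 had 44 reads in WB-6 and 3 in Ov-A, a ratio of 11.8 (3.79 to 59.5, or a bound of 6.45 with identical reads alone), and miR-34 had 24 and 1, a ratio of 19.4 (3.16 to 796). miR-14 had 23 reads and 0, at least 6.18-fold higher in WB-6 (a bound of 1.00 with TMM scaling), and miR-375 had 8 and 0, at least 2.15-fold (a bound of 0.349 with TMM scaling) and not called. miR-993a had 36 and 5 reads, miR-315 had 13 and 2, miR-iab-4 had 9 and 2, and miR-190 had 5 and 3, while miR-79 had 2 and 5, miR-87 had 12 and 15 and miR-92a had 5 and 5. Of these 7 only miR-993a is called, and with TMM scaling it is not, while miR-79 and miR-87 are called higher in Ov-A. miR-279a, with 2 and 36 reads, was 22.3-fold higher in Ov-A (5.75 to 191), and miR-283, with 20 and 74, was 4.59-fold higher there (2.77 to 7.94). miR-12, in one cluster with miR-283 in flies, had 8 reads in WB-6 and 21 in Ov-A, 3.25 times the nymphal RPM in the ovary (1.38 to 8.50) and not called. With identical reads alone, neither miR-279a (2 and 10 reads, a ratio of WB-6 to Ov-A of 0.161) nor miR-283 (0.374) is called, and without miR-1 and bge_candidate1 in the totals miR-283 is not called.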

More than 95% of the reads of miR-1, miR-8, miR-252, miR-276b, and miR-9a were obtained from the WB-6 library, and the catalogue of known miRNAs is richer in the WB-6 library as miR-317, miR-993a, miR-34, miR-14, miR-315, miR-iab-4, miR-375, miR-190 and miR-iab-4as-5p are present in this library but not in Ov-A. Conversely, only miR-12 is present in the Ov-A library but not in the WB-6 (Figures 2, 7A, B).

**Figure 7:**
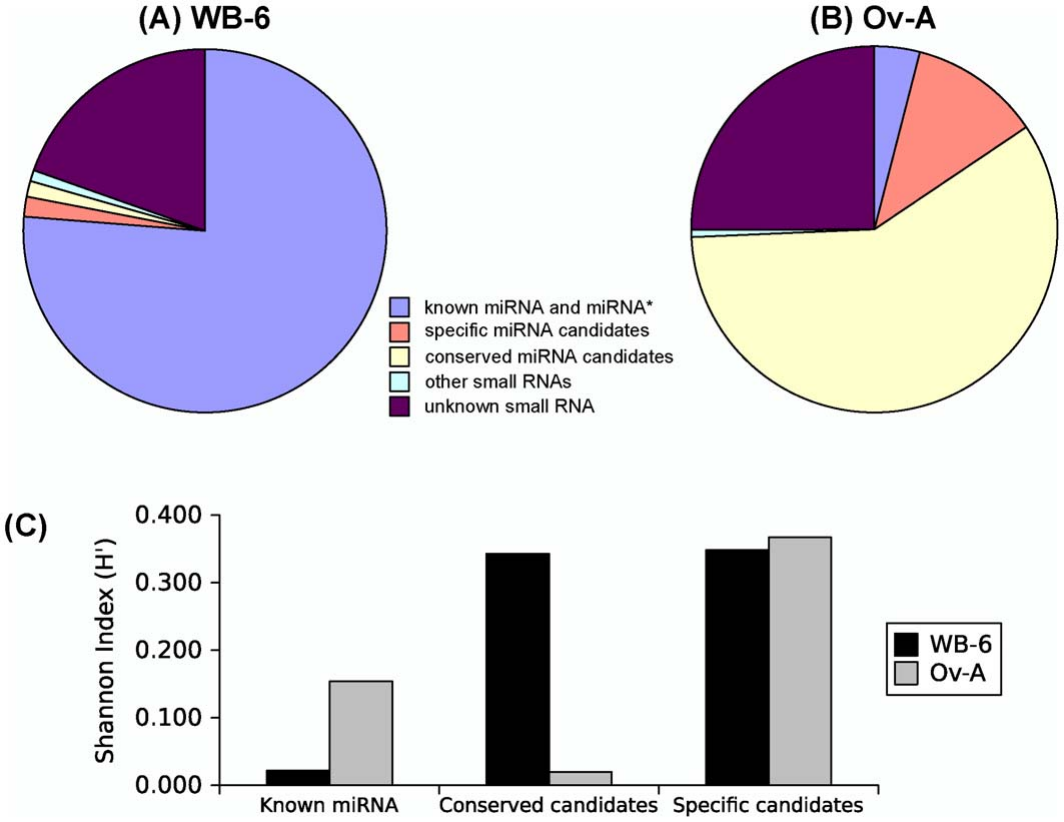
Comparison of WB-6 (A) and Ov-A (B) libraries. A–B: Distribution of small RNAs in the WB-6 (A) and Ov-A (B) *Blattella germanica* libraries. “Other small RNAs” states for rRNAs, tRNAs, ncRNAs, piRNAs-like and *Blattabacterium* sp. sequences. (C) The Shannon diversity index (H′) estimated from WB-6 (A) and Ov-A (B) libraries considering the known miRNAs, conserved candidates and specific candidates.

In contrast, the number of reads of miRNA candidates (conserved and specific) is much higher in the Ov-A (5,215,516 reads) than in the WB-6 library (290,763 reads). 

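The candidates held 4253887 reads in Ov-A, 56.8% of the filtered reads (95% interval 56.74 to 56.81%), and 247693 in WB-6, 2.67% (2.66 to 2.68%). The ovarian excess came mainly from bge_candidate1. The other 239 candidates of the paper's table made up 6.40% of the ovarian reads. The level also depended on how many variants were counted: reads identical to a listed sequence were 11.4% in Ov-A and 0.648% in WB-6, so that both shares fell and the ovary stayed higher.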

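By number, more candidates were abundant in the nymphal library than in the ovarian one. Over 500 reads were assigned to 88 of the 240 candidates in WB-6 and to 37 in Ov-A. Both counts include near variants of the dominant sequences. The 53 candidates within 4 substitutions of miR-1 or bge_candidate1 held 33.6% of the candidate reads of WB-6 and 9.70% of those of Ov-A. Next to the conserved ones, the most abundant in WB-6 included bge_candidate51 with 5659 reads (190-fold higher, 95% interval 128 to 297), bge_candidate44 with 4440 (895-fold, 349 to 3287, or 1636-fold with identical reads alone) and bge_candidate1021 with 8494. No read was identical to the listed bge_candidate1021, so its count rests on reads that differ from it. bge_candidate13 had 15904 reads in WB-6 and 44464 in Ov-A, 3.47 times the nymphal RPM in the ovary (3.40 to 3.53) and not called, though it is called with identical reads alone (ratio of WB-6 to Ov-A 0.0988). bge_candidate18, with 4090 and 34298 reads, was 10.4-fold higher in Ov-A (10.1 to 10.7), with a ratio of WB-6 to Ov-A of 0.0120 in identical reads. Counted from 1 at the 5′ end of miR-1, bge_candidate13 differs from miR-1 by G12T, G19T and G20T and bge_candidate18 by A4G, T16G and A21T.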

The candidate miRNAs are over-represented in the Ov-A library, and only few candidates have a substantial number of reads in the WB-6 library (Figures 4, 7A, B). Another important difference between these two libraries concerns the diversity of miRNAs. We have calculated the classical diversity index of Shannon based on the proportion of number of reads per sequence for known miRNA and conserved and specific candidates. We found that Ov-A library is more diverse than WB-6 in terms of known miRNAs. However the diversity in Ov-A library is lower than in WB-6 for the conserved novel miRNA candidates, while both libraries show similar diversity for specific candidates (Figure 7C).

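The Shannon index (natural log) of known miRNAs was 0.668 in Ov-A (range of 1000 resamples of the reads 0.663 to 0.672) and 0.106 in WB-6 (0.1058 to 0.1069). The order followed the share of miR-1. Without it the index was 1.44 in Ov-A and 1.93 in WB-6, so the direction turned. The index was computed over 35 known miRNAs with reads in Ov-A and 37 in WB-6.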

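Conserved candidates were spread over many sequences in the nymph and nearly reduced to bge_candidate1 in the ovary. Their Shannon index was 3.24 in WB-6 (range 3.23 to 3.25) and 0.178 in Ov-A (0.177 to 0.179). The index counts near variants as separate sequences. The 40 candidates within 4 substitutions of miR-1, most of them conserved, held 33.5% of all candidate reads of WB-6. The nymphal value is therefore no measure of separate miRNAs. Without the most abundant candidate of each library the index of Ov-A was 1.45 and that of WB-6 3.42. Specific candidates had an index of 3.78 in WB-6 (3.77 to 3.79) and 2.45 in Ov-A (2.45 to 2.45), where bge_candidate2 held 25.3% of their reads.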

In fact, WB-6 library is enriched with known miRNAs, while Ov-A is preferentially enriched with novel miRNA candidates, mainly specific ones thus suggesting that ovarian development in the adult might require particular miRNAs that there are not expressed in the whole body of the last instar nymph. However, nymphal ovaries are also represented in the WB-6 library, which suggests (although nymphal and adult ovaries are not functionally equivalent) a dilution effect in the WB-6 library. Thus, those miRNAs feebly represented in the whole body extract would be missing by the deep sequencing. This pinpoints the relevance of making organ-specific libraries if the aim is to work with a particular organ and to get robust conclusions at miRNA level. 

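The nymphal library was dominated by miR-1 and the ovarian library by bge_candidate1, and known miRNAs other than miR-1 made up 1.09% of the filtered reads of WB-6. Of the reads of 21 to 23 nt, known miRNAs were 87.4% in WB-6 and 5.55% in Ov-A, and candidates 3.19% and 84.8%. In the ovary, conserved candidates had 77.6% of these reads and specific ones 7.23%. Specific candidates with most reads in the ovary and fewest in the nymph included bge_candidate16, with 10 and 16834 reads, 2087-fold higher in Ov-A (95% interval 1135 to 4354), bge_candidate919, with 24 and 17645 reads, 912-fold higher (612 to 1423), and bge_candidate1424, with 1 and 29601 reads, 36705-fold higher (6587 to 1449822). Most of these reads differ from the listed sequences. Identical reads numbered 5, 47 and 54 in Ov-A and 0 in WB-6, which at the floor gives ratios of WB-6 to Ov-A of at most 0.484, 0.0515 and 0.0448, so bge_candidate16 is then not called. Counted from 1 at the 5′ end of bge_candidate1, bge_candidate1424 differs from it by A5C and T8A and is thus a near variant of the sequence that dominates Ov-A. From the enrichment of known miRNAs in WB-6 and of candidates, mainly specific ones, in Ov-A, the paper proposes that the development of the adult ovary might require particular miRNAs that nymphal bodies do not express, and it then adds that ovarian miRNAs would be diluted in the nymphal library.

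**Figure D2:**
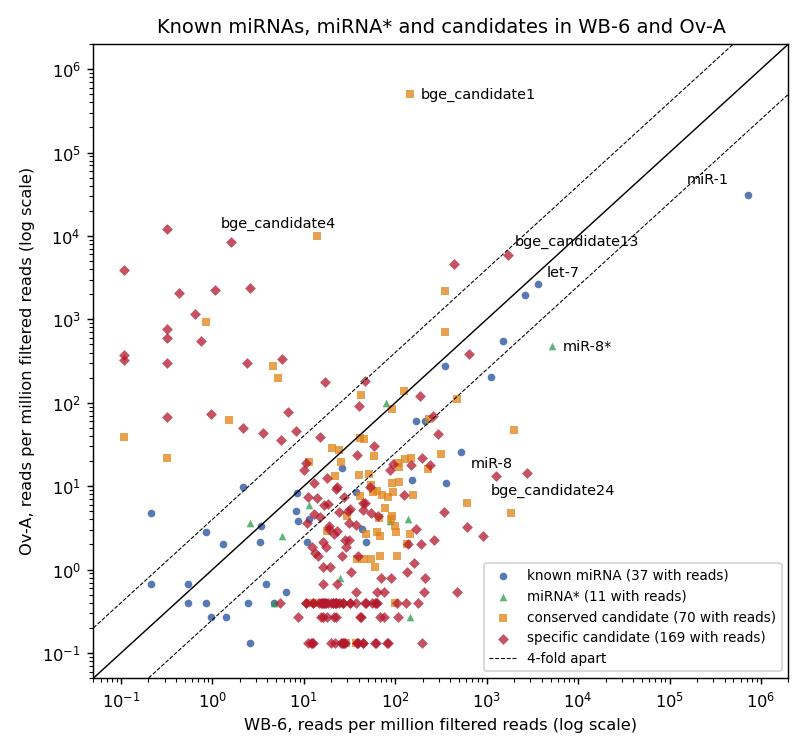
RPM in WB-6 and in Ov-A (log scales) of the known miRNAs, miRNA*s, conserved and specific candidates with reads, 1 point per sequence, with a count of 0 drawn at the floor of 3 reads and dashed lines at 4-fold. miR-1 stands at 718286 in WB-6 and 31243 in Ov-A, and bge_candidate1 at 146 and 503745.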

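Most candidates that were abundant in the ovary could still be found in the nymphal library. Of the 240, 5 had no assigned read in WB-6, and they are named after their values were seen. bge_candidate1058 had 5705 reads in Ov-A, at least 2358-fold higher there, and bge_candidate495 had 2259, at least 934-fold. bge_candidate1330 had 504, at least 208-fold, and bge_candidate1401 had 164, at least 67.8-fold. Most of these reads differ from the listed sequences, as 70 were identical to bge_candidate1058, 109 to bge_candidate495, 3 to bge_candidate1330 and 82 to bge_candidate1401. bge_candidate1429, the star arm of the bge_candidate1 precursor, had no assigned read in either library. Counted from 1 at the 5′ end of bge_candidate1, bge_candidate1058 differs from it by G4T, C10A and G13T, and bge_candidate495 by A5G, T8G and C22T.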

A corollary of the hypothesis of the dilution effect is that the deeper the sequencing the better the coverage, given that most feebly represented miRNAs will be revealed by the analysis. Thus, our approach of deep sequencing of tissue versus whole body samples (*ca.* 18 million reads) has been crucial to reveal a high number of small RNA sequences that have not been described in any previous study. The way is therefore paved for undertaking the task of studying the functional sense of such huge miRNA diversity in our singular cockroach model.

## Materials and Methods

### Animals, samples preparation and sequencing approach

Freshly ecdysed sixth (last) instar nymphs and adult females of the cockroach *B. germanica* were obtained from a colony reared in the dark at 30±1°C and 60–70% relative humidity. For the WB-6 samples, the entire animal except the head (to avoid interferences with the eye pigments) and the digestive tube (to avoid contamination with parasites) was used. Stage specific samples of 2–3 individuals were collected for each of the 9 days of the last instar nymph. Then a pool composed by day 0 to 8 aliquots was built in order to cover the entire last instar nymph. For the Ov-A samples, we dissected the ovary pair from adult virgin cockroaches in each day of the first gonadotrophic cycle, which lasts 8 days. The pooling procedure to get an extract covering in this case the whole first gonadotrophic cycle was equivalent to that followed in the WB-6 extract. All dissections and tissue sampling were carried out on carbon dioxide-anaesthetized individuals. RNA isolation from WB-6 and Ov-A samples was carried out with mirVana miRNA Isolated kit (Ambion), which increases the yield of small RNAs. The total amount of RNA in WB-6 and Ov-A samples was approximately 10 µg. Sequencing was performed on an Illumina Genome Analyzer with Solexa technology.

### Analyses of Solexa data

We filtered the raw Solexa sequencing data to discard low quality sequences containing ambiguous nucleotides, as well as sequences smaller than 19 nucleotides. All the remaining sequences were clustered based on sequence similarity using BLASTCLUST program with 90% identity and 80% coverage. The sequence of the predominant read of each cluster was used for the following analyses. The non-redundant sequences were then aligned by BLASTN program against Solexa adaptors and primers as well as databases of tRNA [51], rRNA [52] and snRNA (FlyBase and GenBank).

Then, we searched for conserved miRNAs as described in miRBase [53]. All insect miRNAs in miRBase with one or more sequences were used to build PSSM profiles for each miRNA gene. A total of 210 profiles were constructed and used to search for miRNAs with at least 90% identity in the *B. germanica* small RNA libraries. The Solexa sequencing data has been described as a rich source of data for many small RNAs other than only miRNAs, such as mature miRNA complementary sequences (miRNA*), Piwi-like RNAs and small interference RNAs. We looked for conserved miRNA* in both libraries using BLASTN program to align all Solexa sequences against the hairpin sequences with mature miRNA region masked.

We also checked our libraries for novel miRNA candidates based on the abundance of reads and their sizes. To create a graph depicting the pairwise similarity between each candidate by representing the sequences as nodes and the similarity as links, we used transitivity clustering method [43]. The graph is created based on alignments were performed by BLASTN (90% identify and 95% coverage; e-value threshold <1e-05) and visualized as networks using Cytoscape [54] (Figure S2). Complex network analysis was conducted to make a non-redundant database of putative miRNA candidates by selecting the most abundant read as representative of each cluster. The network analysis was performed by igraph (http://igraph.sourceforge.net) and Python programming language (http://www.python.org). We used fast greedy modularity optimization algorithm for finding community (or modular) structure in the networks [55], [56] (Text S1).

In order to provide evidences for the novel miRNA candidates we aligned (BLASTN with 95% coverage and 100% identity) all *B. germanica* sequences against others insect small RNAs databases obtained by deep sequencing such as *L. migratoria* [20], *A. pisum* [21], *B. mori* [19], [40], *C. quinquefasciatus* and *A. albopictus* [13]. We also looked for all putative miRNA candidates in a database of assembled contigs of *B. germanica* constructed by the integration of the two small RNA libraries approached in the current study (WB-6 and Ov-A), and other five RNA libraries of whole-body and ovary from cockroaches in different developmental stages (X. Bellés and M. D. Piulachs, unpublished RNA libraries from *B. germanica*; Figure S3).

The assembly was performed by constructing a pipeline which uses different software for the assembly, Velvet [57], SOAPdenovo [58] and phrap (http://www.phrap.org) (Figure S3). To map the reads from the two libraries, WB-6 and Ov-A, into assembled contigs we used bwa [59] and SAMtools [60], and visualization of the mapping was done by Integrative genomics viewer [61] (Text S2).

For the identification of piRNA-like RNAs, all non-annotated sequences from *B. germanica* libraries were aligned against piRNA sequences found in the GenBank and *D. melanogaster* transposon database (FlyBase). To identify sequences from the bacterial endosymbiont *Blattabacterium* sp. [49] we aligned *B. germanica* small RNA sequences against *Blattabacterium* sp. genome (BLASTN with 95% coverage and 100% identity).

### Validation of predicted novel miRNA precursors by PCR amplification

After the assembly of contigs of *B. germanica*, novel miRNA precursors were identified and four of them were selected for cloning (bge-miR-cand147, bge-miR-cand239, bge-miR-cand737 and bge-miR-cand959). Primers were designed according to the sequences of miRNA showed in Table 1. Amplifications by PCR were carried out using as template cDNA from 4-day-old of sixth nymphal instar, which had been treated in fifth nymphal instar with dsRNA targeting dicer-1 (see the next section). Regarding to the bge-miR-cand1, the precursor sequence was obtained after alignment with *A. pisum* genome sequences and PCR amplifications were carried out using as template cDNA of ovaries from 3-day-old female adults which had been treated with dsRNA targeting dicer-1 just after the imaginal emergence. For all of those miRNA precursors, PCR conditions were as follows: 94°C for 3 min, followed by 40 cycles of 94°C for 30 s, 60°C for 30 s, 72°C for 30 s, and a final extension step at 72°C for 7 min. The amplification products were analyzed by electrophoresis in 2% agarose gels and the fragments with expected size were ligated into pSTBlue™-1 AccepTor™ Vector (Novagen®) for transformation of competent cells (pSTBlue™-1 AccepTor™ Vector Kit, Novagen®). DNA sequencing was performed by the dideoxy sequencing method, using a BigDye terminator v3.0 Cycle Sequencing Ready Reaction (Applied Biosystems) in an ABI Prism 310 Genetic Analyzer (Applied Biosystems).

### RNAi of dicer-1

To silence dicer-1 expression in *B. germanica* by RNAi, we prepared a dsRNA encompassing a 343 bp region placed between the RNAseI and RNAseII domains of BgDcr1 [26]. The dsRNA was injected at a dose of 3 µg in *B. germanica* females at the freshly emerged fifth (penultimate) nymphal instar or at the freshly emerged sixth (last) nymphal instar. As control dsRNA, we used a non-coding sequence from the pSTBlue-1 vector (dsMock) injected at a dose of 3 µg [26]. In the group treated on the penultimate nymphal instar, expression of dicer-1 was examined on whole body extracts on day 4 of the last nymphal instar, whereas in the group treated in last nymphal instar it was examined on the ovary of freshly emerged adults. In both cases, dicer-1 transcript levels significantly decreased *ca.* 60%, as in the experiments previously reported [26]. Three biological replicates were carried out of each experiment.

### Quantification of miRNAs by real time PCR

For mRNA expression studies by qRT-PCR, 400 ng of total RNA from the pools prepared for libraries were reverse transcribed using the NCode™ First-Strand cDNA Synthesis Kit (Invitrogen) following the manufacturer's protocols. Amplification reactions were carried out using IQ™ SYBR Green Supermix (BioRad) and the following protocol: 95°C for 2 min, and 40 cycles of 95°C for 15 s and 60°C for 30 s, in a MyIQ Real-Time PCR Detection System (BioRad). After the amplification phase, a dissociation curve was carried out to ensure that there was only one product amplified. All reactions were run in triplicate. Statistical analysis of relative expression results was carried out with the REST© software tool [62] (see the next section). Results are given as copies of RNA per 1000 copies of U6. Primer sequences are available on request.

### Statistics

The correlation between numbers of Solexa reads and PCR quantification was calculated by Pearson's correlation analysis and the statistical significance was assigned by Student's t test. Statistical analysis of expression values of particular miRNAs and candidates was carried out using the REST 2008 program (Relative Expression Software Tool V 2.0.7; Corbett Research) [62]. This program calculates changes in gene expression between two groups, control and sample, using the corresponding distributions of *Ct* values as input [62]. The program makes no assumptions about the distributions, evaluating the significance of the derived results by Pair-Wise Fixed Reallocation Randomization Test_ tool in REST [62].

## Supporting Information

Figure S1 **Distribution of reads per sequence for WB-6 and Ov-A libraries.**
(TIF)

Figure S2 **Graph showing pairwise similarity between all candidate sequences of** ***Blattella germanica*** **(see Table S4).** Nodes in orange are candidate sequences chosen to represent the cluster based on the highest amount of reads.
(EPS)

Figure S3 **Pipeline used for assembling the sequences using Velvet, SOAPdenovo and phrap softwares.**
(TIF)

Figure S4 **Distribution of the** ***Blattabacterium*** **sequences obtained in the libraries (highlighted in purple) across the** ***Blattabacterium*** **sp. genome (highlighted in turquoise blue).**
(TIF)

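Table S1 pairs each known miRNA with its most frequent sequence in *B. germanica* and with the reads the authors counted for it in each library, after their search with profiles of insect miRNAs. The paper's reads for miR-1 are 6826964 in WB-6 and 246874 in Ov-A. Reads counted from the deposited data include variants within 2 nt at the start and mismatches in up to 10% of the overlap.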

Table S1 Sequences and number of reads for known miRNA found in WB-6 and Ov-A libraries of *Blattella germanica*.
(XLS)

Table S2 Sequences and number of reads of known miRNA* found in WB-6 and Ov-A libraries of *Blattella germanica*.
(XLS)

Table S3 Comparison of miRNA abundance data obtained by qPCR and number of Solexa reads for a selection of known miRNAs.

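Table S3 sets the copies of each miRNA measured by qPCR beside its Solexa reads. The copies are relative to U6, a small nuclear RNA, so the 2 columns differ in unit and are compared by correlation, not by size. With the reads of Table S3 itself, r over the miRNAs with more than 100 reads was 0.932 in WB-6 (exact permutation p = 0.00784) and 0.933 in Ov-A (exact permutation p = 0.0333).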

(XLS)

Table S4 Complete list of miRNA candidates found in the WB-6 and Ov-A libraries of *Blattella germanica* before clustering analysis.

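Table S4 lists the sequences from which the candidates were chosen, before similar ones were joined. Of its 1430 sequences, 1408 have at least 1 identical read in the deposited data and 22 have none. Identical reads number 198678 in WB-6 and 1062275 in Ov-A, and 821 of the sequences have at least 100 of them in a library.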

(XLS)

Table S5 Non-redudant miRNA candidates found in the WB-6 and Ov-A libraries of *Blattella germanica*.
(XLS)

Table S6 Statistical analysis of the experiments of dicer-1 RNAi to validate miRNA candidates.
(XLS)

Table S7 Small RNA sequences derived from *Blattabacterium* sp. genome.
(XLS)

Text S1 Clustering analysis of redundant miRNA candidates.
(DOC)

Text S2 Identification of miRNA precursors in *B. germanica* RNA databases.
(DOC)

# Supplementary material for: Deep Sequencing of Organ- and Stage-Specific microRNAs in the Evolutionarily Basal Insect Blattella germanica (L.) (Dictyoptera, Blattellidae)
**Source:** PLoS One. 2011 Apr 28;6(4):e19350. doi: 10.1371/journal.pone.0019350
**Supplement:** Text S1 — Clustering analysis of redundant miRNA candidates.

**Text S1. Clustering analysis of redundant miRNA candidates**

We used transitivity clustering method [1] to create a graph that depicts the pairwise similarity between each candidate by representing the sequences as nodes and the similarity as links. The graph is created based on alignments were perfomed by BLASTN (90% identify and 95% coverage; e-value threshold < 1e-05) and visualized using Cytoscape [2] (see Figure S2). We also used complex network methods to make a non-redundant database of novel miRNA candidates by selecting the most abundant sequences as representative of each cluster. The network analysis was performed by igraph ( http://igraph.sourceforge.net) and Python programming language (http://www.python.org). The whole similarity network is divided in 224 components being one major component composed by 1099 sequences. The major network shows virtually all possible variants for the most expressed candidate (bge_candidate1 = 4,585,181 reads), however, the modular structure of the network shows that some candidates are clustered in sub-structures (modules) which indicates they might be real sequences rather than spurious variations of bge_candidate1. We objectively measured the modularity of the large network (modularity = 0.74; [3]) and found 15 modules (see report below) which were considered as different clusters, therefore, the 1099 redundant sequences were reduced to 15 candidate sequences (Figure S2).

Only the clusters with 2 or more sequences are showed in the following report:

Cluster 14 (size: 2)

[('bge_candidate1403', 14), ('bge_candidate1340', 15)]

Cluster 39 (size: 2)

[('bge_candidate1247', 40), ('bge_candidate1179', 41)]

Cluster 44 (size: 27)

[('bge_candidate1323', 46), ('bge_candidate758', 185), ('bge_candidate593', 258), ('bge_candidate824', 261), ('bge_candidate452', 262), ('bge_candidate598', 278), ('bge_candidate920', 279), ('bge_candidate384', 446), ('bge_candidate1106', 447), ('bge_candidate1149', 448), ('bge_candidate425', 449), ('bge_candidate257', 450), ('bge_candidate1053', 503), ('bge_candidate640', 645), ('bge_candidate654', 646), ('bge_candidate704', 647), ('bge_candidate1080', 648), ('bge_candidate1299', 649), ('bge_candidate951', 650), ('bge_candidate1333', 651), ('bge_candidate153', 652), ('bge_candidate421', 666), ('bge_candidate457', 667), ('bge_candidate885', 668), ('bge_candidate1366', 669), ('bge_candidate1277', 670), ('bge_candidate146', 671)]

Cluster 51 (size: 129)

[('bge_candidate1255', 53), ('bge_candidate1368', 70), ('bge_candidate1416', 71), ('bge_candidate1079', 123), ('bge_candidate1015', 140), ('bge_candidate1084', 147), ('bge_candidate1365', 148), ('bge_candidate1103', 160), ('bge_candidate1078', 172), ('bge_candidate1232', 179), ('bge_candidate650', 181), ('bge_candidate1102', 182), ('bge_candidate1185', 205), ('bge_candidate1139', 210), ('bge_candidate583', 211), ('bge_candidate759', 218), ('bge_candidate1060', 219), ('bge_candidate547', 220), ('bge_candidate710', 221), ('bge_candidate1066', 222), ('bge_candidate546', 223), ('bge_candidate1029', 242), ('bge_candidate502', 243), ('bge_candidate952', 259), ('bge_candidate453', 260), ('bge_candidate770', 294), ('bge_candidate847', 295), ('bge_candidate566', 296), ('bge_candidate863', 297), ('bge_candidate1112', 298), ('bge_candidate1120', 299), ('bge_candidate730', 303), ('bge_candidate981', 304), ('bge_candidate391', 305), ('bge_candidate1393', 308), ('bge_candidate555', 310), ('bge_candidate445', 325), ('bge_candidate1304', 332), ('bge_candidate1346', 333), ('bge_candidate550', 334), ('bge_candidate649', 335), ('bge_candidate352', 336), ('bge_candidate429', 370), ('bge_candidate853', 371), ('bge_candidate1303', 372), ('bge_candidate1376', 373), ('bge_candidate1177', 377), ('bge_candidate621', 383), ('bge_candidate1263', 384), ('bge_candidate581', 389), ('bge_candidate300', 390), ('bge_candidate334', 403), ('bge_candidate477', 404), ('bge_candidate285', 405), ('bge_candidate1195', 426), ('bge_candidate1388', 475), ('bge_candidate470', 497), ('bge_candidate667', 522), ('bge_candidate971', 523), ('bge_candidate1141', 524), ('bge_candidate750', 525), ('bge_candidate214', 526), ('bge_candidate320', 588), ('bge_candidate788', 589), ('bge_candidate1118', 590), ('bge_candidate1035', 595), ('bge_candidate398', 596), ('bge_candidate400', 613), ('bge_candidate709', 614), ('bge_candidate957', 615), ('bge_candidate1229', 616), ('bge_candidate165', 617), ('bge_candidate350', 633), ('bge_candidate464', 634), ('bge_candidate612', 635), ('bge_candidate690', 636), ('bge_candidate720', 637), ('bge_candidate801', 638), ('bge_candidate322', 639), ('bge_candidate156', 640), ('bge_candidate251', 643), ('bge_candidate308', 695), ('bge_candidate432', 696), ('bge_candidate582', 697), ('bge_candidate1094', 698), ('bge_candidate1220', 699), ('bge_candidate357', 715), ('bge_candidate1348', 716), ('bge_candidate463', 755), ('bge_candidate1020', 756), ('bge_candidate958', 757), ('bge_candidate108', 775), ('bge_candidate505', 776), ('bge_candidate656', 777), ('bge_candidate998', 778), ('bge_candidate1428', 779), ('bge_candidate130', 798), ('bge_candidate354', 799), ('bge_candidate364', 800), ('bge_candidate409', 801), ('bge_candidate423', 802), ('bge_candidate938', 803), ('bge_candidate179', 912), ('bge_candidate317', 913), ('bge_candidate377', 914), ('bge_candidate596', 915), ('bge_candidate686', 916), ('bge_candidate833', 917), ('bge_candidate895', 918), ('bge_candidate930', 919), ('bge_candidate969', 920), ('bge_candidate1028', 921), ('bge_candidate1254', 922), ('bge_candidate58', 923), ('bge_candidate1223', 978), ('bge_candidate466', 985), ('bge_candidate1241', 987), ('bge_candidate101', 1036), ('bge_candidate123', 1037), ('bge_candidate271', 1038), ('bge_candidate305', 1039), ('bge_candidate549', 1040), ('bge_candidate577', 1041), ('bge_candidate594', 1042), ('bge_candidate653', 1043), ('bge_candidate745', 1044), ('bge_candidate1375', 1045), ('bge_candidate1392', 1046), ('bge_candidate28', 1047)]

Cluster 57 (size: 4)

[('bge_candidate1383', 59), ('bge_candidate877', 142), ('bge_candidate1096', 143), ('bge_candidate752', 144)]

Cluster 59 (size: 2)

[('bge_candidate1414', 61), ('bge_candidate1087', 62)]

Cluster 65 (size: 213)

[('bge_candidate1361', 68), ('bge_candidate1272', 97), ('bge_candidate1069', 122), ('bge_candidate1100', 158), ('bge_candidate1233', 187), ('bge_candidate1242', 188), ('bge_candidate1362', 189), ('bge_candidate992', 199), ('bge_candidate965', 208), ('bge_candidate584', 209), ('bge_candidate571', 214), ('bge_candidate1180', 241), ('bge_candidate1296', 267), ('bge_candidate1150', 270), ('bge_candidate433', 271), ('bge_candidate889', 273), ('bge_candidate716', 280), ('bge_candidate387', 306), ('bge_candidate1235', 315), ('bge_candidate374', 316), ('bge_candidate903', 322), ('bge_candidate1307', 323), ('bge_candidate537', 324), ('bge_candidate1041', 326), ('bge_candidate401', 327), ('bge_candidate961', 330), ('bge_candidate1426', 348), ('bge_candidate337', 351), ('bge_candidate506', 360), ('bge_candidate600', 361), ('bge_candidate1381', 362), ('bge_candidate892', 363), ('bge_candidate849', 364), ('bge_candidate1399', 369), ('bge_candidate575', 374), ('bge_candidate367', 375), ('bge_candidate318', 376), ('bge_candidate699', 391), ('bge_candidate1269', 400), ('bge_candidate636', 406), ('bge_candidate580', 418), ('bge_candidate827', 419), ('bge_candidate767', 420), ('bge_candidate275', 421), ('bge_candidate1377', 434), ('bge_candidate634', 444), ('bge_candidate820', 445), ('bge_candidate1374', 451), ('bge_candidate1067', 458), ('bge_candidate1292', 459), ('bge_candidate245', 460), ('bge_candidate459', 471), ('bge_candidate1054', 472), ('bge_candidate1062', 473), ('bge_candidate1050', 478), ('bge_candidate365', 479), ('bge_candidate1321', 480), ('bge_candidate1032', 481), ('bge_candidate430', 489), ('bge_candidate1031', 490), ('bge_candidate708', 499), ('bge_candidate1183', 500), ('bge_candidate309', 501), ('bge_candidate818', 502), ('bge_candidate1200', 504), ('bge_candidate222', 505), ('bge_candidate417', 508), ('bge_candidate635', 509), ('bge_candidate1423', 510), ('bge_candidate250', 512), ('bge_candidate481', 513), ('bge_candidate717', 515), ('bge_candidate1270', 517), ('bge_candidate1317', 518), ('bge_candidate319', 520), ('bge_candidate216', 521), ('bge_candidate996', 534), ('bge_candidate1331', 550), ('bge_candidate942', 559), ('bge_candidate442', 585), ('bge_candidate1004', 594), ('bge_candidate441', 597), ('bge_candidate713', 598), ('bge_candidate867', 599), ('bge_candidate366', 604), ('bge_candidate631', 607), ('bge_candidate714', 608), ('bge_candidate982', 609), ('bge_candidate568', 627), ('bge_candidate808', 675), ('bge_candidate946', 676), ('bge_candidate1251', 677), ('bge_candidate299', 679), ('bge_candidate369', 680), ('bge_candidate779', 681), ('bge_candidate813', 682), ('bge_candidate825', 683), ('bge_candidate1047', 688), ('bge_candidate834', 705), ('bge_candidate1353', 706), ('bge_candidate1142', 707), ('bge_candidate388', 708), ('bge_candidate910', 709), ('bge_candidate219', 733), ('bge_candidate225', 734), ('bge_candidate330', 735), ('bge_candidate455', 736), ('bge_candidate539', 737), ('bge_candidate1012', 738), ('bge_candidate1057', 739), ('bge_candidate172', 740), ('bge_candidate335', 741), ('bge_candidate482', 742), ('bge_candidate948', 744), ('bge_candidate113', 745), ('bge_candidate126', 750), ('bge_candidate643', 751), ('bge_candidate881', 752), ('bge_candidate545', 754), ('bge_candidate670', 758), ('bge_candidate780', 759), ('bge_candidate904', 760), ('bge_candidate994', 761), ('bge_candidate1147', 762), ('bge_candidate972', 763), ('bge_candidate669', 764), ('bge_candidate174', 792), ('bge_candidate181', 793), ('bge_candidate422', 795), ('bge_candidate510', 796), ('bge_candidate799', 797), ('bge_candidate323', 804), ('bge_candidate689', 805), ('bge_candidate1206', 806), ('bge_candidate614', 807), ('bge_candidate544', 808), ('bge_candidate93', 809), ('bge_candidate107', 868), ('bge_candidate208', 869), ('bge_candidate638', 870), ('bge_candidate835', 871), ('bge_candidate1030', 872), ('bge_candidate1130', 873), ('bge_candidate1396', 874), ('bge_candidate540', 875), ('bge_candidate622', 876), ('bge_candidate1395', 877), ('bge_candidate68', 878), ('bge_candidate168', 893), ('bge_candidate485', 894), ('bge_candidate648', 895), ('bge_candidate434', 897), ('bge_candidate790', 898), ('bge_candidate1228', 899), ('bge_candidate115', 905), ('bge_candidate142', 906), ('bge_candidate259', 907), ('bge_candidate290', 908), ('bge_candidate358', 909), ('bge_candidate462', 910), ('bge_candidate671', 911), ('bge_candidate236', 933), ('bge_candidate503', 934), ('bge_candidate1168', 935), ('bge_candidate900', 936), ('bge_candidate55', 937), ('bge_candidate109', 952), ('bge_candidate173', 953), ('bge_candidate231', 954), ('bge_candidate518', 955), ('bge_candidate595', 956), ('bge_candidate888', 957), ('bge_candidate1048', 958), ('bge_candidate141', 974), ('bge_candidate363', 976), ('bge_candidate760', 977), ('bge_candidate1370', 979), ('bge_candidate511', 986), ('bge_candidate47', 1014), ('bge_candidate59', 1015), ('bge_candidate198', 1016), ('bge_candidate218', 1017), ('bge_candidate235', 1018), ('bge_candidate553', 1019), ('bge_candidate763', 1020), ('bge_candidate862', 1021), ('bge_candidate1406', 1022), ('bge_candidate32', 1025), ('bge_candidate132', 1026), ('bge_candidate256', 1027), ('bge_candidate289', 1028), ('bge_candidate324', 1029), ('bge_candidate851', 1030), ('bge_candidate926', 1031), ('bge_candidate806', 1032), ('bge_candidate30', 1033), ('bge_candidate61', 1105), ('bge_candidate96', 1106), ('bge_candidate241', 1108), ('bge_candidate315', 1109), ('bge_candidate338', 1110), ('bge_candidate637', 1111), ('bge_candidate956', 1112), ('bge_candidate42', 1113), ('bge_candidate95', 1114), ('bge_candidate18', 1115), ('bge_candidate62', 1152), ('bge_candidate331', 1153), ('bge_candidate602', 1154), ('bge_candidate1131', 1155), ('bge_candidate127', 1156), ('bge_candidate1294', 1157), ('bge_candidate13', 1158)]

Cluster 67 (size: 7)

[('bge_candidate1088', 72), ('bge_candidate1025', 118), ('bge_candidate685', 244), ('bge_candidate705', 245), ('bge_candidate830', 246), ('bge_candidate854', 247), ('bge_candidate498', 248)]

Cluster 72 (size: 5)

[('bge_candidate1385', 77), ('bge_candidate1002', 78), ('bge_candidate1410', 167), ('bge_candidate688', 392), ('bge_candidate295', 393)]

Cluster 76 (size: 3)

[('bge_candidate980', 82), ('bge_candidate1038', 276), ('bge_candidate424', 277)]

Cluster 87 (size: 2)

[('bge_candidate1266', 93), ('bge_candidate937', 94)]

Cluster 89 (size: 87)

[('bge_candidate928', 96), ('bge_candidate915', 216), ('bge_candidate1037', 331), ('bge_candidate1357', 401), ('bge_candidate1315', 498), ('bge_candidate897', 506), ('bge_candidate934', 507), ('bge_candidate557', 528), ('bge_candidate724', 529), ('bge_candidate1042', 530), ('bge_candidate526', 553), ('bge_candidate646', 554), ('bge_candidate531', 574), ('bge_candidate536', 575), ('bge_candidate1314', 576), ('bge_candidate1287', 601), ('bge_candidate221', 603), ('bge_candidate385', 605), ('bge_candidate587', 606), ('bge_candidate195', 625), ('bge_candidate283', 626), ('bge_candidate664', 628), ('bge_candidate419', 644), ('bge_candidate169', 672), ('bge_candidate1191', 673), ('bge_candidate238', 678), ('bge_candidate160', 686), ('bge_candidate507', 687), ('bge_candidate1128', 731), ('bge_candidate1013', 753), ('bge_candidate212', 770), ('bge_candidate909', 773), ('bge_candidate1421', 774), ('bge_candidate223', 794), ('bge_candidate188', 838), ('bge_candidate707', 840), ('bge_candidate80', 841), ('bge_candidate137', 861), ('bge_candidate325', 862), ('bge_candidate1166', 863), ('bge_candidate652', 867), ('bge_candidate224', 896), ('bge_candidate229', 900), ('bge_candidate288', 901), ('bge_candidate1249', 903), ('bge_candidate105', 904), ('bge_candidate145', 948), ('bge_candidate504', 950), ('bge_candidate1328', 969), ('bge_candidate226', 975), ('bge_candidate139', 980), ('bge_candidate171', 981), ('bge_candidate418', 982), ('bge_candidate659', 983), ('bge_candidate1083', 984), ('bge_candidate280', 1088), ('bge_candidate154', 1107), ('bge_candidate804', 1161), ('bge_candidate1190', 1162), ('bge_candidate60', 1164), ('bge_candidate71', 1165), ('bge_candidate248', 1166), ('bge_candidate314', 1167), ('bge_candidate1306', 1172), ('bge_candidate194', 1246), ('bge_candidate389', 1253), ('bge_candidate668', 1258), ('bge_candidate967', 1261), ('bge_candidate1114', 1263), ('bge_candidate1373', 1266), ('bge_candidate450', 1267), ('bge_candidate792', 1268), ('bge_candidate1298', 1269), ('bge_candidate684', 1270), ('bge_candidate11', 1296), ('bge_candidate40', 1297), ('bge_candidate252', 1302), ('bge_candidate839', 1317), ('bge_candidate1210', 1323), ('bge_candidate104', 1364), ('bge_candidate307', 1368), ('bge_candidate76', 1402), ('bge_candidate87', 1403), ('bge_candidate478', 1413), ('bge_candidate675', 1414), ('bge_candidate1056', 1416), ('bge_candidate1061', 1417)]

Cluster 93 (size: 4)

[('bge_candidate1425', 101), ('bge_candidate856', 130), ('bge_candidate918', 131), ('bge_candidate782', 132)]

Cluster 103 (size: 2)

[('bge_candidate1283', 111), ('bge_candidate868', 112)]

Cluster 104 (size: 2)

[('bge_candidate1291', 113), ('bge_candidate865', 114)]

Cluster 105 (size: 2)

[('bge_candidate1245', 115), ('bge_candidate858', 116)]

Cluster 109 (size: 5)

[('bge_candidate1281', 121), ('bge_candidate712', 200), ('bge_candidate836', 201), ('bge_candidate1113', 202), ('bge_candidate599', 203)]

Cluster 120 (size: 6)

[('bge_candidate1043', 137), ('bge_candidate766', 145), ('bge_candidate1363', 146), ('bge_candidate751', 155), ('bge_candidate932', 156), ('bge_candidate718', 157)]

Cluster 121 (size: 2)

[('bge_candidate811', 138), ('bge_candidate764', 139)]

Cluster 130 (size: 4)

[('bge_candidate968', 161), ('bge_candidate679', 551), ('bge_candidate196', 552), ('bge_candidate706', 743)]

Cluster 133 (size: 4)

[('bge_candidate698', 164), ('bge_candidate794', 264), ('bge_candidate887', 265), ('bge_candidate443', 266)]

Cluster 136 (size: 134)

[('bge_candidate1367', 168), ('bge_candidate1318', 232), ('bge_candidate454', 274), ('bge_candidate426', 275), ('bge_candidate381', 309), ('bge_candidate376', 311), ('bge_candidate480', 312), ('bge_candidate735', 313), ('bge_candidate375', 314), ('bge_candidate359', 328), ('bge_candidate348', 338), ('bge_candidate1162', 366), ('bge_candidate328', 367), ('bge_candidate311', 382), ('bge_candidate1354', 385), ('bge_candidate304', 386), ('bge_candidate1221', 395), ('bge_candidate1324', 396), ('bge_candidate293', 397), ('bge_candidate1246', 411), ('bge_candidate1335', 412), ('bge_candidate1199', 413), ('bge_candidate277', 414), ('bge_candidate802', 423), ('bge_candidate1055', 424), ('bge_candidate272', 425), ('bge_candidate1216', 430), ('bge_candidate523', 431), ('bge_candidate267', 432), ('bge_candidate1276', 433), ('bge_candidate1271', 435), ('bge_candidate266', 436), ('bge_candidate1115', 440), ('bge_candidate261', 441), ('bge_candidate1186', 456), ('bge_candidate246', 457), ('bge_candidate520', 462), ('bge_candidate999', 463), ('bge_candidate1316', 464), ('bge_candidate469', 465), ('bge_candidate313', 466), ('bge_candidate645', 467), ('bge_candidate1301', 468), ('bge_candidate1044', 469), ('bge_candidate242', 470), ('bge_candidate913', 484), ('bge_candidate1350', 485), ('bge_candidate1394', 486), ('bge_candidate1204', 487), ('bge_candidate232', 488), ('bge_candidate1302', 492), ('bge_candidate736', 493), ('bge_candidate228', 494), ('bge_candidate610', 514), ('bge_candidate1157', 516), ('bge_candidate1322', 519), ('bge_candidate1264', 535), ('bge_candidate1391', 536), ('bge_candidate207', 537), ('bge_candidate1005', 538), ('bge_candidate1007', 539), ('bge_candidate1017', 540), ('bge_candidate990', 541), ('bge_candidate206', 542), ('bge_candidate723', 543), ('bge_candidate726', 544), ('bge_candidate1389', 545), ('bge_candidate1098', 547), ('bge_candidate719', 548), ('bge_candidate199', 549), ('bge_candidate576', 555), ('bge_candidate687', 556), ('bge_candidate776', 557), ('bge_candidate902', 558), ('bge_candidate983', 560), ('bge_candidate1143', 561), ('bge_candidate1198', 562), ('bge_candidate1253', 563), ('bge_candidate732', 564), ('bge_candidate193', 565), ('bge_candidate1008', 567), ('bge_candidate1151', 568), ('bge_candidate1224', 569), ('bge_candidate1108', 570), ('bge_candidate191', 571), ('bge_candidate816', 577), ('bge_candidate1068', 578), ('bge_candidate1121', 579), ('bge_candidate186', 580), ('bge_candidate243', 583), ('bge_candidate1018', 602), ('bge_candidate677', 618), ('bge_candidate875', 619), ('bge_candidate1105', 620), ('bge_candidate1230', 621), ('bge_candidate1237', 622), ('bge_candidate1016', 623), ('bge_candidate163', 624), ('bge_candidate530', 811), ('bge_candidate700', 812), ('bge_candidate817', 813), ('bge_candidate1023', 814), ('bge_candidate1236', 815), ('bge_candidate170', 816), ('bge_candidate91', 817), ('bge_candidate203', 820), ('bge_candidate353', 824), ('bge_candidate783', 825), ('bge_candidate905', 826), ('bge_candidate1040', 827), ('bge_candidate1178', 828), ('bge_candidate83', 829), ('bge_candidate516', 847), ('bge_candidate796', 848), ('bge_candidate943', 849), ('bge_candidate991', 850), ('bge_candidate1034', 851), ('bge_candidate75', 852), ('bge_candidate183', 1001), ('bge_candidate184', 1002), ('bge_candidate461', 1003), ('bge_candidate86', 1004), ('bge_candidate565', 1049), ('bge_candidate569', 1050), ('bge_candidate746', 1051), ('bge_candidate1000', 1052), ('bge_candidate509', 1053), ('bge_candidate26', 1064), ('bge_candidate35', 1065), ('bge_candidate512', 1066), ('bge_candidate786', 1067), ('bge_candidate795', 1068), ('bge_candidate201', 1069), ('bge_candidate24', 1070)]

Cluster 138 (size: 26)

[('bge_candidate1422', 170), ('bge_candidate1135', 272), ('bge_candidate1218', 288), ('bge_candidate1344', 378), ('bge_candidate676', 407), ('bge_candidate471', 408), ('bge_candidate1387', 409), ('bge_candidate844', 410), ('bge_candidate282', 422), ('bge_candidate1027', 496), ('bge_candidate273', 720), ('bge_candidate278', 721), ('bge_candidate408', 722), ('bge_candidate563', 723), ('bge_candidate742', 724), ('bge_candidate793', 725), ('bge_candidate1014', 726), ('bge_candidate1036', 727), ('bge_candidate431', 728), ('bge_candidate119', 729), ('bge_candidate696', 786), ('bge_candidate316', 839), ('bge_candidate449', 902), ('bge_candidate674', 951), ('bge_candidate606', 1168), ('bge_candidate499', 1254)]

Cluster 141 (size: 144)

[('bge_candidate1280', 174), ('bge_candidate1203', 213), ('bge_candidate1412', 217), ('bge_candidate1258', 230), ('bge_candidate1372', 257), ('bge_candidate1358', 268), ('bge_candidate873', 289), ('bge_candidate1248', 292), ('bge_candidate1250', 293), ('bge_candidate749', 321), ('bge_candidate785', 339), ('bge_candidate1110', 340), ('bge_candidate1284', 343), ('bge_candidate475', 353), ('bge_candidate880', 354), ('bge_candidate777', 398), ('bge_candidate1278', 399), ('bge_candidate791', 427), ('bge_candidate572', 437), ('bge_candidate1144', 438), ('bge_candidate552', 439), ('bge_candidate347', 452), ('bge_candidate633', 453), ('bge_candidate843', 477), ('bge_candidate487', 482), ('bge_candidate740', 491), ('bge_candidate489', 495), ('bge_candidate662', 531), ('bge_candidate861', 532), ('bge_candidate765', 546), ('bge_candidate521', 581), ('bge_candidate1188', 582), ('bge_candidate772', 587), ('bge_candidate682', 592), ('bge_candidate893', 593), ('bge_candidate1176', 600), ('bge_candidate396', 653), ('bge_candidate702', 654), ('bge_candidate573', 655), ('bge_candidate733', 656), ('bge_candidate151', 657), ('bge_candidate927', 658), ('bge_candidate368', 663), ('bge_candidate451', 664), ('bge_candidate1159', 674), ('bge_candidate695', 684), ('bge_candidate333', 685), ('bge_candidate542', 689), ('bge_candidate579', 691), ('bge_candidate611', 692), ('bge_candidate683', 700), ('bge_candidate1405', 701), ('bge_candidate152', 710), ('bge_candidate407', 711), ('bge_candidate1310', 765), ('bge_candidate210', 766), ('bge_candidate270', 767), ('bge_candidate743', 768), ('bge_candidate402', 771), ('bge_candidate891', 772), ('bge_candidate437', 785), ('bge_candidate954', 787), ('bge_candidate625', 810), ('bge_candidate950', 821), ('bge_candidate936', 823), ('bge_candidate1274', 830), ('bge_candidate440', 831), ('bge_candidate513', 845), ('bge_candidate678', 856), ('bge_candidate907', 860), ('bge_candidate497', 866), ('bge_candidate342', 880), ('bge_candidate642', 881), ('bge_candidate1420', 882), ('bge_candidate882', 883), ('bge_candidate428', 885), ('bge_candidate738', 886), ('bge_candidate1360', 887), ('bge_candidate106', 888), ('bge_candidate264', 889), ('bge_candidate1174', 890), ('bge_candidate382', 927), ('bge_candidate416', 928), ('bge_candidate175', 930), ('bge_candidate474', 931), ('bge_candidate1268', 932), ('bge_candidate215', 949), ('bge_candidate185', 960), ('bge_candidate360', 962), ('bge_candidate500', 988), ('bge_candidate230', 989), ('bge_candidate133', 990), ('bge_candidate345', 996), ('bge_candidate346', 997), ('bge_candidate262', 1009), ('bge_candidate438', 1010), ('bge_candidate140', 1080), ('bge_candidate202', 1081), ('bge_candidate1089', 1117), ('bge_candidate1418', 1118), ('bge_candidate784', 1137), ('bge_candidate963', 1138), ('bge_candidate1173', 1139), ('bge_candidate1212', 1140), ('bge_candidate448', 1141), ('bge_candidate1325', 1142), ('bge_candidate490', 1143), ('bge_candidate1049', 1144), ('bge_candidate1257', 1145), ('bge_candidate1339', 1146), ('bge_candidate64', 1147), ('bge_candidate484', 1148), ('bge_candidate789', 1149), ('bge_candidate1192', 1150), ('bge_candidate468', 1151), ('bge_candidate303', 1159), ('bge_candidate298', 1160), ('bge_candidate1184', 1171), ('bge_candidate379', 1193), ('bge_candidate439', 1195), ('bge_candidate129', 1208), ('bge_candidate197', 1211), ('bge_candidate560', 1217), ('bge_candidate1267', 1224), ('bge_candidate85', 1227), ('bge_candidate92', 1228), ('bge_candidate269', 1249), ('bge_candidate355', 1250), ('bge_candidate554', 1256), ('bge_candidate1154', 1264), ('bge_candidate67', 1278), ('bge_candidate78', 1280), ('bge_candidate1125', 1290), ('bge_candidate467', 1307), ('bge_candidate479', 1308), ('bge_candidate693', 1315), ('bge_candidate56', 1339), ('bge_candidate82', 1340), ('bge_candidate205', 1366), ('bge_candidate274', 1367), ('bge_candidate14', 1386), ('bge_candidate15', 1387), ('bge_candidate54', 1398), ('bge_candidate66', 1400)]

Cluster 142 (size: 2)

[('bge_candidate1259', 175), ('bge_candidate661', 176)]

Cluster 143 (size: 14)

[('bge_candidate995', 177), ('bge_candidate841', 178), ('bge_candidate872', 212), ('bge_candidate1095', 379), ('bge_candidate578', 380), ('bge_candidate721', 381), ('bge_candidate415', 611), ('bge_candidate691', 612), ('bge_candidate39', 1071), ('bge_candidate166', 1072), ('bge_candidate312', 1073), ('bge_candidate655', 1074), ('bge_candidate1215', 1075), ('bge_candidate23', 1076)]

Cluster 154 (size: 2)

[('bge_candidate1219', 196), ('bge_candidate607', 197)]

Cluster 169 (size: 7)

[('bge_candidate1155', 235), ('bge_candidate1408', 236), ('bge_candidate1202', 237), ('bge_candidate515', 238), ('bge_candidate797', 250), ('bge_candidate823', 251), ('bge_candidate495', 252)]

Cluster 170 (size: 2)

[('bge_candidate1076', 239), ('bge_candidate514', 240)]

Cluster 175 (size: 14)

[('bge_candidate605', 256), ('bge_candidate1070', 337), ('bge_candidate240', 1125), ('bge_candidate349', 1126), ('bge_candidate472', 1127), ('bge_candidate473', 1128), ('bge_candidate543', 1129), ('bge_candidate800', 1130), ('bge_candidate874', 1131), ('bge_candidate1137', 1132), ('bge_candidate1342', 1133), ('bge_candidate1386', 1134), ('bge_candidate1074', 1135), ('bge_candidate16', 1136)]

Cluster 178 (size: 8)

[('bge_candidate931', 281), ('bge_candidate1351', 282), ('bge_candidate414', 283), ('bge_candidate405', 355), ('bge_candidate739', 356), ('bge_candidate1413', 357), ('bge_candidate744', 358), ('bge_candidate332', 359)]

Cluster 179 (size: 4)

[('bge_candidate427', 284), ('bge_candidate483', 285), ('bge_candidate1059', 286), ('bge_candidate413', 287)]

Cluster 181 (size: 180)

[('bge_candidate1411', 291), ('bge_candidate1327', 394), ('bge_candidate624', 476), ('bge_candidate1163', 483), ('bge_candidate819', 533), ('bge_candidate1326', 572), ('bge_candidate528', 586), ('bge_candidate878', 631), ('bge_candidate255', 662), ('bge_candidate1309', 702), ('bge_candidate986', 703), ('bge_candidate1239', 704), ('bge_candidate494', 712), ('bge_candidate826', 769), ('bge_candidate1275', 788), ('bge_candidate945', 819), ('bge_candidate925', 822), ('bge_candidate524', 842), ('bge_candidate1222', 843), ('bge_candidate898', 844), ('bge_candidate613', 846), ('bge_candidate964', 853), ('bge_candidate1126', 854), ('bge_candidate458', 855), ('bge_candidate890', 857), ('bge_candidate1400', 879), ('bge_candidate1402', 884), ('bge_candidate148', 924), ('bge_candidate1288', 925), ('bge_candidate234', 926), ('bge_candidate1136', 929), ('bge_candidate286', 961), ('bge_candidate1082', 963), ('bge_candidate1201', 964), ('bge_candidate1127', 965), ('bge_candidate641', 971), ('bge_candidate1336', 972), ('bge_candidate301', 991), ('bge_candidate1227', 992), ('bge_candidate773', 993), ('bge_candidate291', 994), ('bge_candidate237', 995), ('bge_candidate564', 998), ('bge_candidate953', 999), ('bge_candidate1122', 1000), ('bge_candidate263', 1005), ('bge_candidate741', 1006), ('bge_candidate805', 1007), ('bge_candidate180', 1008), ('bge_candidate672', 1011), ('bge_candidate734', 1012), ('bge_candidate1305', 1013), ('bge_candidate866', 1023), ('bge_candidate876', 1024), ('bge_candidate810', 1057), ('bge_candidate125', 1077), ('bge_candidate551', 1078), ('bge_candidate57', 1079), ('bge_candidate254', 1082), ('bge_candidate812', 1084), ('bge_candidate559', 1120), ('bge_candidate822', 1121), ('bge_candidate1046', 1122), ('bge_candidate1145', 1123), ('bge_candidate1207', 1124), ('bge_candidate1065', 1169), ('bge_candidate1182', 1173), ('bge_candidate620', 1174), ('bge_candidate632', 1175), ('bge_candidate657', 1176), ('bge_candidate761', 1177), ('bge_candidate860', 1178), ('bge_candidate619', 1180), ('bge_candidate940', 1181), ('bge_candidate1398', 1182), ('bge_candidate728', 1184), ('bge_candidate831', 1185), ('bge_candidate838', 1186), ('bge_candidate17', 1192), ('bge_candidate465', 1196), ('bge_candidate798', 1203), ('bge_candidate857', 1204), ('bge_candidate922', 1205), ('bge_candidate1343', 1206), ('bge_candidate128', 1207), ('bge_candidate138', 1209), ('bge_candidate144', 1210), ('bge_candidate541', 1212), ('bge_candidate1001', 1213), ('bge_candidate1099', 1214), ('bge_candidate1132', 1215), ('bge_candidate296', 1216), ('bge_candidate870', 1219), ('bge_candidate36', 1226), ('bge_candidate729', 1232), ('bge_candidate975', 1234), ('bge_candidate1153', 1235), ('bge_candidate1226', 1236), ('bge_candidate1243', 1237), ('bge_candidate99', 1243), ('bge_candidate176', 1245), ('bge_candidate211', 1247), ('bge_candidate233', 1248), ('bge_candidate370', 1252), ('bge_candidate846', 1259), ('bge_candidate914', 1260), ('bge_candidate974', 1262), ('bge_candidate1158', 1265), ('bge_candidate393', 1273), ('bge_candidate807', 1274), ('bge_candidate1211', 1275), ('bge_candidate1384', 1276), ('bge_candidate45', 1277), ('bge_candidate73', 1279), ('bge_candidate79', 1281), ('bge_candidate204', 1282), ('bge_candidate220', 1283), ('bge_candidate292', 1284), ('bge_candidate294', 1285), ('bge_candidate864', 1286), ('bge_candidate984', 1287), ('bge_candidate1019', 1288), ('bge_candidate1045', 1289), ('bge_candidate1133', 1291), ('bge_candidate837', 1293), ('bge_candidate1081', 1294), ('bge_candidate265', 1295), ('bge_candidate561', 1311), ('bge_candidate574', 1312), ('bge_candidate590', 1313), ('bge_candidate756', 1316), ('bge_candidate845', 1318), ('bge_candidate966', 1319), ('bge_candidate1279', 1322), ('bge_candidate143', 1324), ('bge_candidate748', 1328), ('bge_candidate814', 1329), ('bge_candidate894', 1330), ('bge_candidate935', 1331), ('bge_candidate1256', 1332), ('bge_candidate1341', 1333), ('bge_candidate1359', 1334), ('bge_candidate1419', 1335), ('bge_candidate22', 1336), ('bge_candidate34', 1337), ('bge_candidate37', 1338), ('bge_candidate89', 1341), ('bge_candidate258', 1342), ('bge_candidate279', 1343), ('bge_candidate281', 1344), ('bge_candidate362', 1345), ('bge_candidate525', 1346), ('bge_candidate623', 1347), ('bge_candidate658', 1348), ('bge_candidate681', 1349), ('bge_candidate753', 1350), ('bge_candidate769', 1351), ('bge_candidate923', 1352), ('bge_candidate1313', 1353), ('bge_candidate501', 1354), ('bge_candidate879', 1355), ('bge_candidate916', 1356), ('bge_candidate190', 1357), ('bge_candidate6', 1358), ('bge_candidate114', 1365), ('bge_candidate1338', 1377), ('bge_candidate2', 1378), ('bge_candidate4', 1380), ('bge_candidate8', 1382), ('bge_candidate10', 1384), ('bge_candidate31', 1391), ('bge_candidate33', 1392), ('bge_candidate38', 1393), ('bge_candidate50', 1396), ('bge_candidate53', 1397), ('bge_candidate65', 1399), ('bge_candidate74', 1401), ('bge_candidate88', 1404), ('bge_candidate120', 1407), ('bge_candidate162', 1408)]

Cluster 182 (size: 5)

[('bge_candidate604', 300), ('bge_candidate340', 346), ('bge_candidate397', 347), ('bge_candidate768', 349), ('bge_candidate339', 350)]

Cluster 187 (size: 3)

[('bge_candidate1024', 318), ('bge_candidate1320', 319), ('bge_candidate372', 320)]

Cluster 191 (size: 2)

[('bge_candidate447', 344), ('bge_candidate341', 345)]

Cluster 195 (size: 2)

[('bge_candidate1160', 387), ('bge_candidate302', 388)]

Cluster 197 (size: 3)

[('bge_candidate326', 415), ('bge_candidate591', 416), ('bge_candidate276', 417)]

Cluster 198 (size: 2)

[('bge_candidate1092', 428), ('bge_candidate268', 429)]

Cluster 199 (size: 2)

[('bge_candidate411', 442), ('bge_candidate260', 443)]

Cluster 201 (size: 130)

[('bge_candidate588', 455), ('bge_candidate1273', 630), ('bge_candidate1073', 632), ('bge_candidate955', 659), ('bge_candidate209', 858), ('bge_candidate562', 859), ('bge_candidate227', 865), ('bge_candidate1117', 891), ('bge_candidate1409', 892), ('bge_candidate1209', 959), ('bge_candidate1297', 968), ('bge_candidate601', 970), ('bge_candidate1355', 973), ('bge_candidate755', 1034), ('bge_candidate1170', 1035), ('bge_candidate158', 1048), ('bge_candidate762', 1054), ('bge_candidate351', 1055), ('bge_candidate589', 1056), ('bge_candidate1011', 1058), ('bge_candidate1134', 1059), ('bge_candidate1217', 1060), ('bge_candidate1371', 1061), ('bge_candidate1382', 1062), ('bge_candidate404', 1063), ('bge_candidate1285', 1083), ('bge_candidate629', 1085), ('bge_candidate908', 1086), ('bge_candidate933', 1087), ('bge_candidate321', 1089), ('bge_candidate821', 1090), ('bge_candidate850', 1091), ('bge_candidate960', 1092), ('bge_candidate987', 1093), ('bge_candidate1172', 1094), ('bge_candidate249', 1095), ('bge_candidate403', 1096), ('bge_candidate460', 1116), ('bge_candidate558', 1119), ('bge_candidate48', 1163), ('bge_candidate1164', 1170), ('bge_candidate1337', 1179), ('bge_candidate476', 1183), ('bge_candidate976', 1187), ('bge_candidate1010', 1188), ('bge_candidate1169', 1189), ('bge_candidate1181', 1190), ('bge_candidate1289', 1191), ('bge_candidate420', 1194), ('bge_candidate754', 1197), ('bge_candidate778', 1198), ('bge_candidate627', 1199), ('bge_candidate852', 1200), ('bge_candidate1208', 1201), ('bge_candidate803', 1202), ('bge_candidate665', 1218), ('bge_candidate884', 1220), ('bge_candidate997', 1221), ('bge_candidate1064', 1222), ('bge_candidate1090', 1223), ('bge_candidate1308', 1225), ('bge_candidate117', 1229), ('bge_candidate178', 1230), ('bge_candidate392', 1231), ('bge_candidate848', 1233), ('bge_candidate1417', 1238), ('bge_candidate380', 1239), ('bge_candidate977', 1240), ('bge_candidate1345', 1241), ('bge_candidate1026', 1242), ('bge_candidate135', 1244), ('bge_candidate361', 1251), ('bge_candidate517', 1255), ('bge_candidate663', 1257), ('bge_candidate1252', 1271), ('bge_candidate5', 1272), ('bge_candidate1356', 1292), ('bge_candidate69', 1298), ('bge_candidate150', 1299), ('bge_candidate157', 1300), ('bge_candidate247', 1301), ('bge_candidate297', 1303), ('bge_candidate306', 1304), ('bge_candidate371', 1305), ('bge_candidate386', 1306), ('bge_candidate488', 1309), ('bge_candidate493', 1310), ('bge_candidate615', 1314), ('bge_candidate988', 1320), ('bge_candidate1189', 1321), ('bge_candidate310', 1325), ('bge_candidate456', 1326), ('bge_candidate567', 1327), ('bge_candidate20', 1359), ('bge_candidate63', 1360), ('bge_candidate72', 1361), ('bge_candidate77', 1362), ('bge_candidate84', 1363), ('bge_candidate399', 1369), ('bge_candidate412', 1370), ('bge_candidate444', 1371), ('bge_candidate556', 1372), ('bge_candidate715', 1373), ('bge_candidate1063', 1374), ('bge_candidate1175', 1375), ('bge_candidate1238', 1376), ('bge_candidate3', 1379), ('bge_candidate7', 1381), ('bge_candidate9', 1383), ('bge_candidate12', 1385), ('bge_candidate25', 1388), ('bge_candidate27', 1389), ('bge_candidate29', 1390), ('bge_candidate41', 1394), ('bge_candidate46', 1395), ('bge_candidate94', 1405), ('bge_candidate103', 1406), ('bge_candidate164', 1409), ('bge_candidate187', 1410), ('bge_candidate378', 1411), ('bge_candidate436', 1412), ('bge_candidate859', 1415), ('bge_candidate1071', 1418), ('bge_candidate1072', 1419), ('bge_candidate1109', 1420), ('bge_candidate1146', 1421), ('bge_candidate1187', 1422), ('bge_candidate21', 1423), ('bge_candidate43', 1424), ('bge_candidate1', 1425)]

Cluster 212 (size: 2)

[('bge_candidate1124', 641), ('bge_candidate155', 642)]

Cluster 213 (size: 2)

[('bge_candidate548', 660), ('bge_candidate149', 661)]

Cluster 216 (size: 2)

[('bge_candidate1104', 693), ('bge_candidate131', 694)]

Cluster 217 (size: 2)

[('bge_candidate508', 713), ('bge_candidate124', 714)]

Cluster 219 (size: 2)

[('bge_candidate390', 718), ('bge_candidate121', 719)]

Cluster 222 (size: 2)

[('bge_candidate1009', 746), ('bge_candidate112', 747)]

Cluster 225 (size: 5)

[('bge_candidate1196', 780), ('bge_candidate136', 781), ('bge_candidate161', 782), ('bge_candidate1161', 783), ('bge_candidate100', 784)]

Cluster 226 (size: 2)

[('bge_candidate1156', 789), ('bge_candidate98', 790)]

Cluster 229 (size: 6)

[('bge_candidate410', 832), ('bge_candidate911', 833), ('bge_candidate102', 834), ('bge_candidate1349', 835), ('bge_candidate630', 836), ('bge_candidate81', 837)]

Cluster 231 (size: 6)

[('bge_candidate949', 938), ('bge_candidate1091', 939), ('bge_candidate1261', 940), ('bge_candidate1407', 941), ('bge_candidate626', 942), ('bge_candidate52', 943)]

Cluster 232 (size: 3)

[('bge_candidate200', 944), ('bge_candidate1075', 945), ('bge_candidate51', 946)]

Cluster 234 (size: 2)

[('bge_candidate1225', 966), ('bge_candidate44', 967)]

Cluster 235 (size: 8)

[('bge_candidate586', 1097), ('bge_candidate660', 1098), ('bge_candidate1086', 1099), ('bge_candidate1194', 1100), ('bge_candidate284', 1101), ('bge_candidate692', 1102), ('bge_candidate899', 1103), ('bge_candidate19', 1104)]

References

1. Wittkop T, Emig D, Lange S, Rahmann S, Albrecht M, et al. (2010) Partitioning biological data with transitivity clustering. Nat Methods 7: 419-420.

2. Cline MS, Smoot M, Cerami E, Kuchinsky A, Landys N, et al. (2007) Integration of biological networks and gene expression data using Cytoscape. Nat Protoc 2: 2366-2382.

3. Newman MEJ (2006) Finding community structure in networks using the eigenvectors of matrices. Phys Rev E 74: 036104.

# Supplementary material for: Deep Sequencing of Organ- and Stage-Specific microRNAs in the Evolutionarily Basal Insect Blattella germanica (L.) (Dictyoptera, Blattellidae)
**Source:** PLoS One. 2011 Apr 28;6(4):e19350. doi: 10.1371/journal.pone.0019350

**Text S2. Identification of miRNA precursors in *B. germanica* RNA databases**

We also looked for all putative miRNA candidates in a database of assembled contigs of *B. germanica* constructed by the integration of the two small RNA libraries approached in the current study (WB-6 and Ov-A), and other five RNA libraries of whole-body and ovary from cockroaches in different developmental stages (X. Bellés and M. D. Piulachs, unpublished RNA libraries from *B. germanica* ). As the cockroach *B. germanica* has not genome sequenced to date we constructed a *de novo* assembly pipeline (Figure 2A) which uses Velvet [1], SOAPdenovo [2] and phrap (http://www.phrap.org) for assembly; To map the reads from the two libraries, WB-6 and Ov-A, into the contigs we used bwa [3] and SAMtools [4] and visualization of the mapping was done by Integrative genomics viewer [5].

All candidate sequences were aligned against *Blattella* RNA database in order to identify potential miRNA precursors among those contigs. Only contigs with at least two sequences located in different regions of the contig were further checked for folding stability using Mfold [6], and miRNA:miRNA* duplexes were predicted and validated by experimental analysis (PCR and sequencing) (see the main text). The pipeline used is presented in the Additional Figure S2.

Sequences of miRNA precursors (highlighted in green) and contigs validated in the present study:

>bge-miR-cand1

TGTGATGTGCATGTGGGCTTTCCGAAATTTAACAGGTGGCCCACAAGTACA

TCATTTC

>Contig3830 (bge-miR-cand239)

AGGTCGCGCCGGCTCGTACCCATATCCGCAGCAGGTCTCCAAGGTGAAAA

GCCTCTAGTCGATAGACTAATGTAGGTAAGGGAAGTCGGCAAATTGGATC

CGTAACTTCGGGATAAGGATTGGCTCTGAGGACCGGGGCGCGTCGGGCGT

GGTCGGGAAG

>Contig5887 (bge-miR-cand147)

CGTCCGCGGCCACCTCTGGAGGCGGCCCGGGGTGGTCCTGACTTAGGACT

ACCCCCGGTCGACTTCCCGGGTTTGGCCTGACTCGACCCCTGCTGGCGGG

GAG

>Contig7413 (bge-miR-cand737)

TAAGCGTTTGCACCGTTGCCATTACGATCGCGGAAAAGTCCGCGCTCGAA

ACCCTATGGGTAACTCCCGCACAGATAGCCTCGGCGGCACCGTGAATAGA

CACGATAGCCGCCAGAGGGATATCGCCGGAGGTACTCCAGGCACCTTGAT

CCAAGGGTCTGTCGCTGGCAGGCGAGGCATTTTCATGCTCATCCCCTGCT

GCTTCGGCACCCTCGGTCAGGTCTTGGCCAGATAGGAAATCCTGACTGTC

CATGATCTATTAAAGTC

>Contig7421 (bge-miR-cand959)

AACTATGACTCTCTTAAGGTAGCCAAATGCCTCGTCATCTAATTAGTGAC

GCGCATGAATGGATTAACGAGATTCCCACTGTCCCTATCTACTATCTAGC

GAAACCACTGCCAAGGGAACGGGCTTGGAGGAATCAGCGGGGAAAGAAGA

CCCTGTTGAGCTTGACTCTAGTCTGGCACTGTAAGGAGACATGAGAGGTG

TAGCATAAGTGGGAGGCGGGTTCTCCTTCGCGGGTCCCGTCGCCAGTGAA

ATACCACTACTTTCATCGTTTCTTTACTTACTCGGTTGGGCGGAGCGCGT

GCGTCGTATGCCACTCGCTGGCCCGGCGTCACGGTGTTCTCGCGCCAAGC

GCTTTCA

The following figures show the reads from the two libraries, WB-6 and Ov-A, mapped into the contigs found in the *B.germanica* RNA database. 

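Each read was placed on the precursor or contig at its full length, once per strand, so that its first nucleotide gives the position of a cut. A precursor cut by Drosha and Dicer shows reads with 1 or a few starts on each arm and few reads on the loop. In WB-6, reads of the listed strand began at 41 of the 103 positions of the bge-miR-cand147 contig, 67 of the 160 of bge-miR-cand239, 98 of the 267 of bge-miR-cand737 and 118 of the 357 of bge-miR-cand959.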

The top panel shows the contig size and sequence by color code (Green = Adenine; Orange = Guanine; Red = Thymine; Blue = Cytocine). Bottom panel shows the location and distribution of reads across the contig. Vertical bars indicate the number of counts of nucleotides in each position of the contig sequence. Horizontal bars show the location of reads and colored spots highlight the nucleotide variations. Reads from each library were mapped separately. The graphics were plotted by Integrative genomics viewer (James et al., 2011).

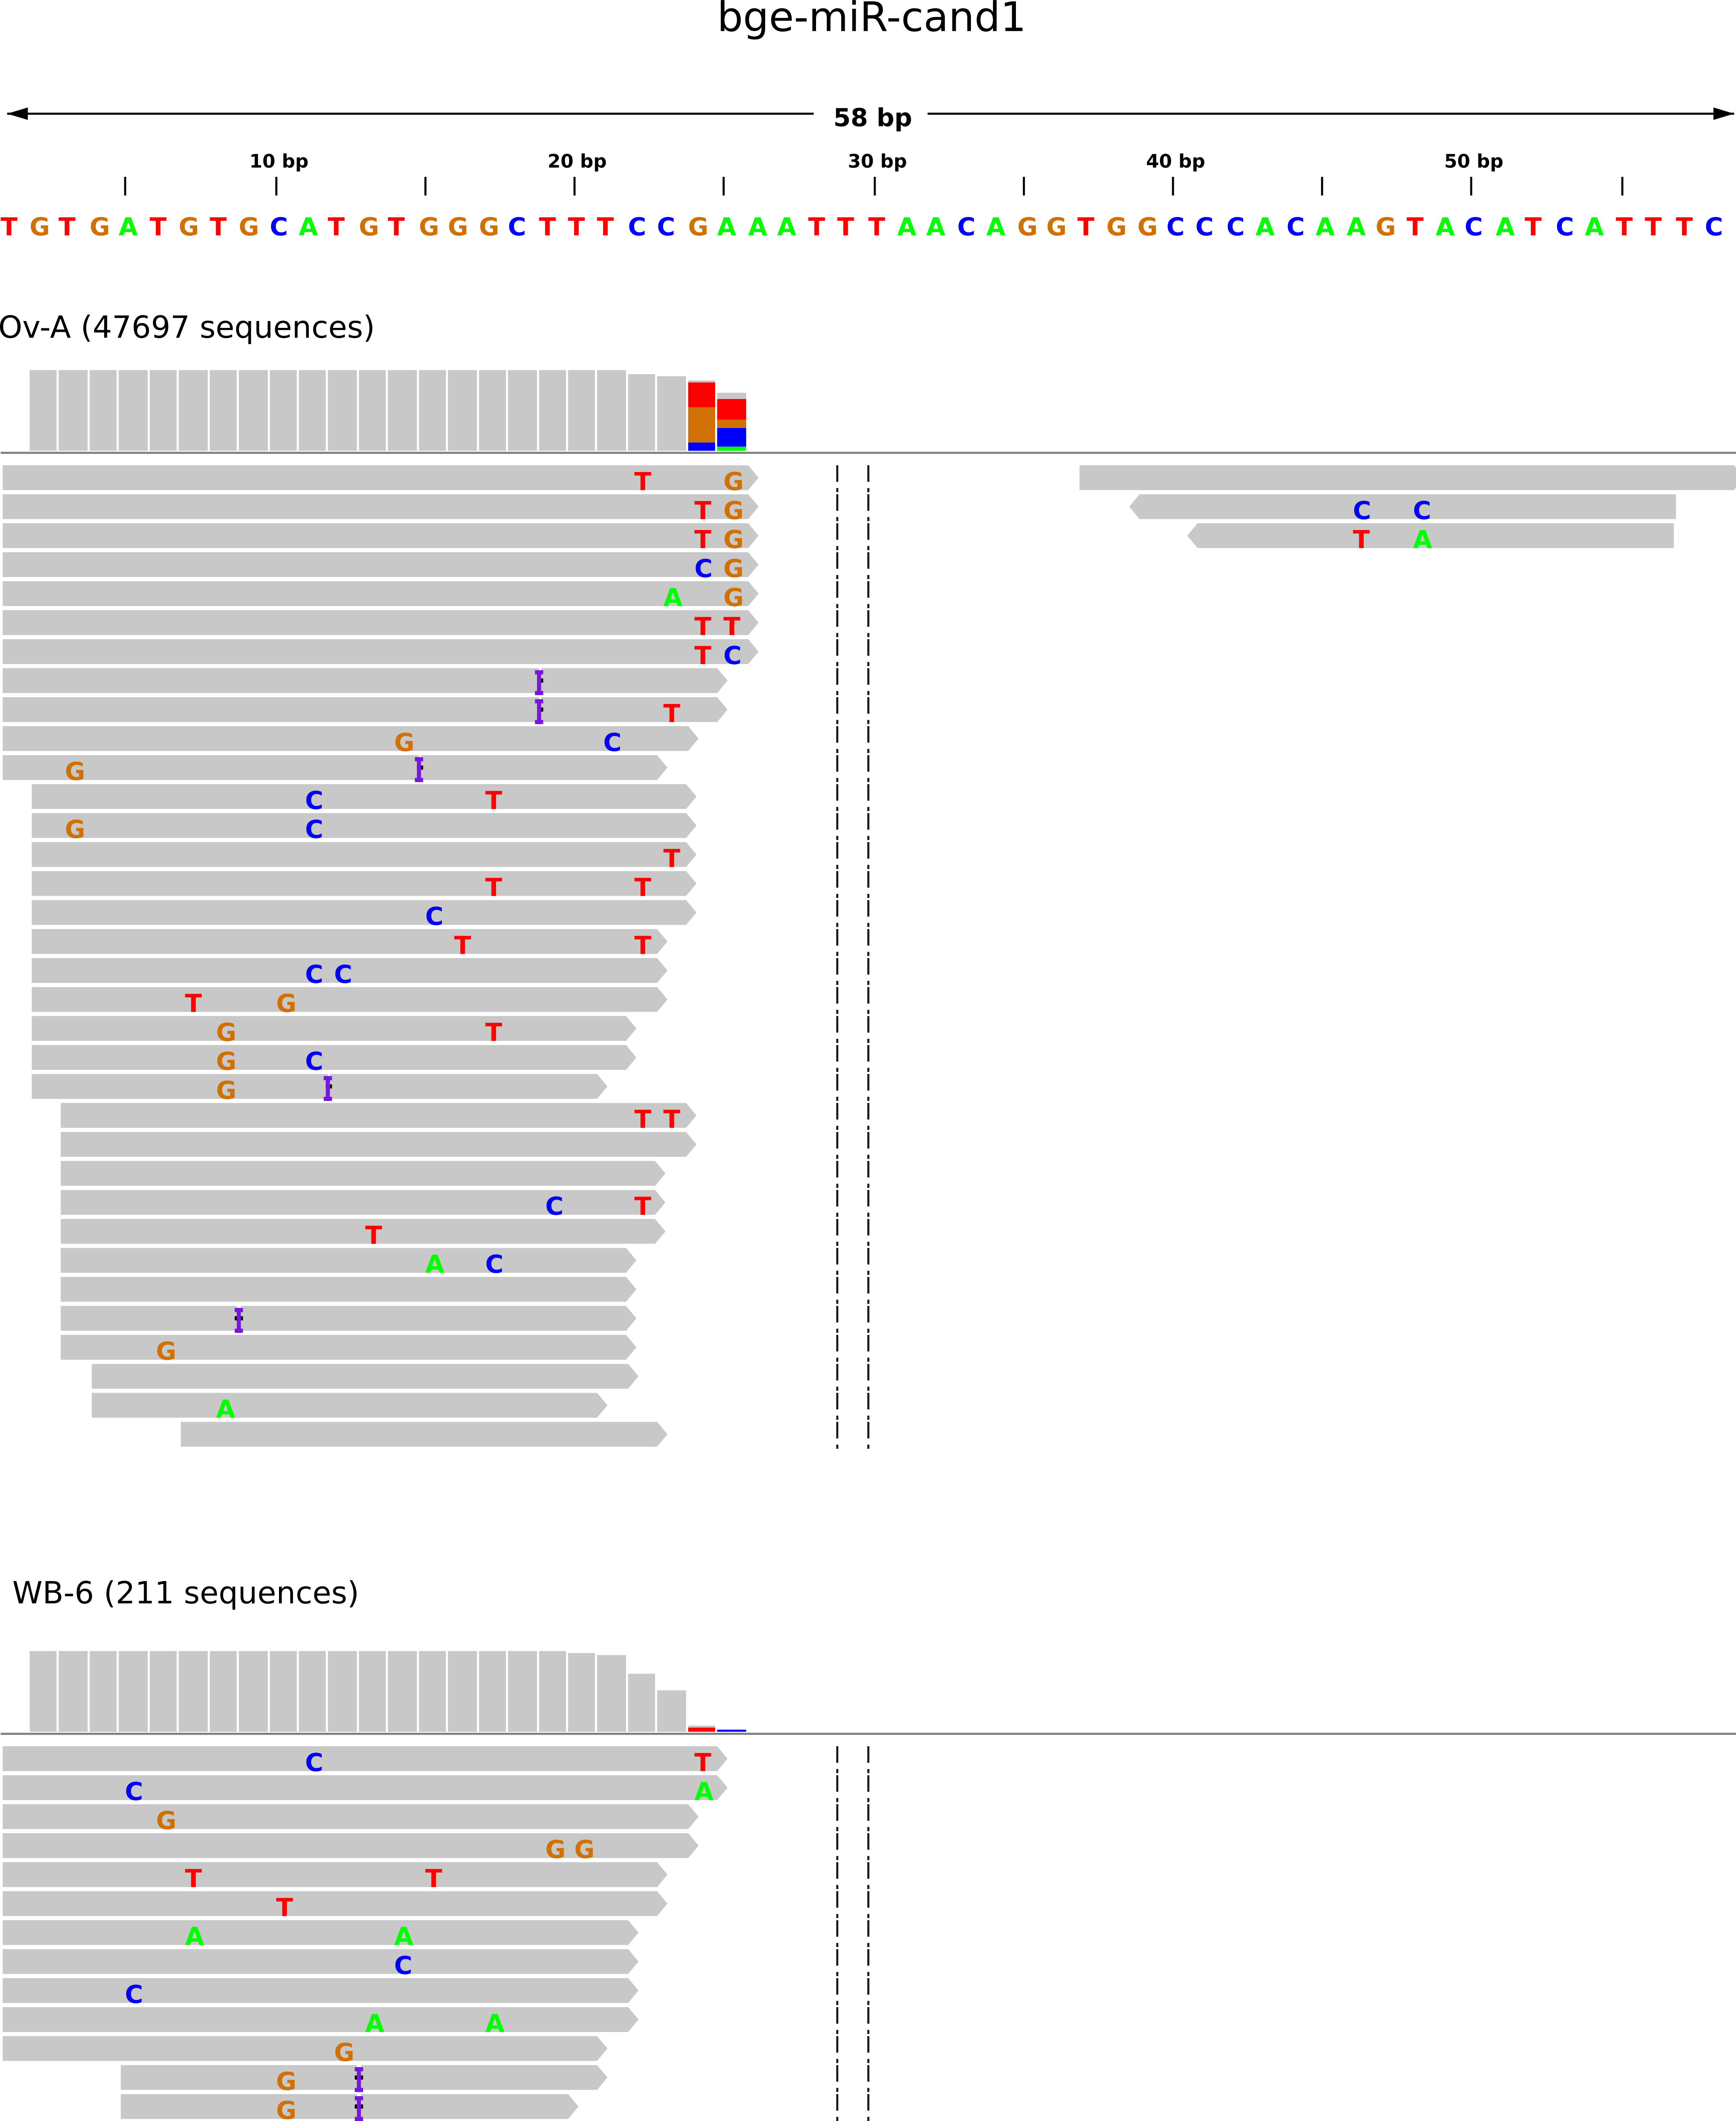

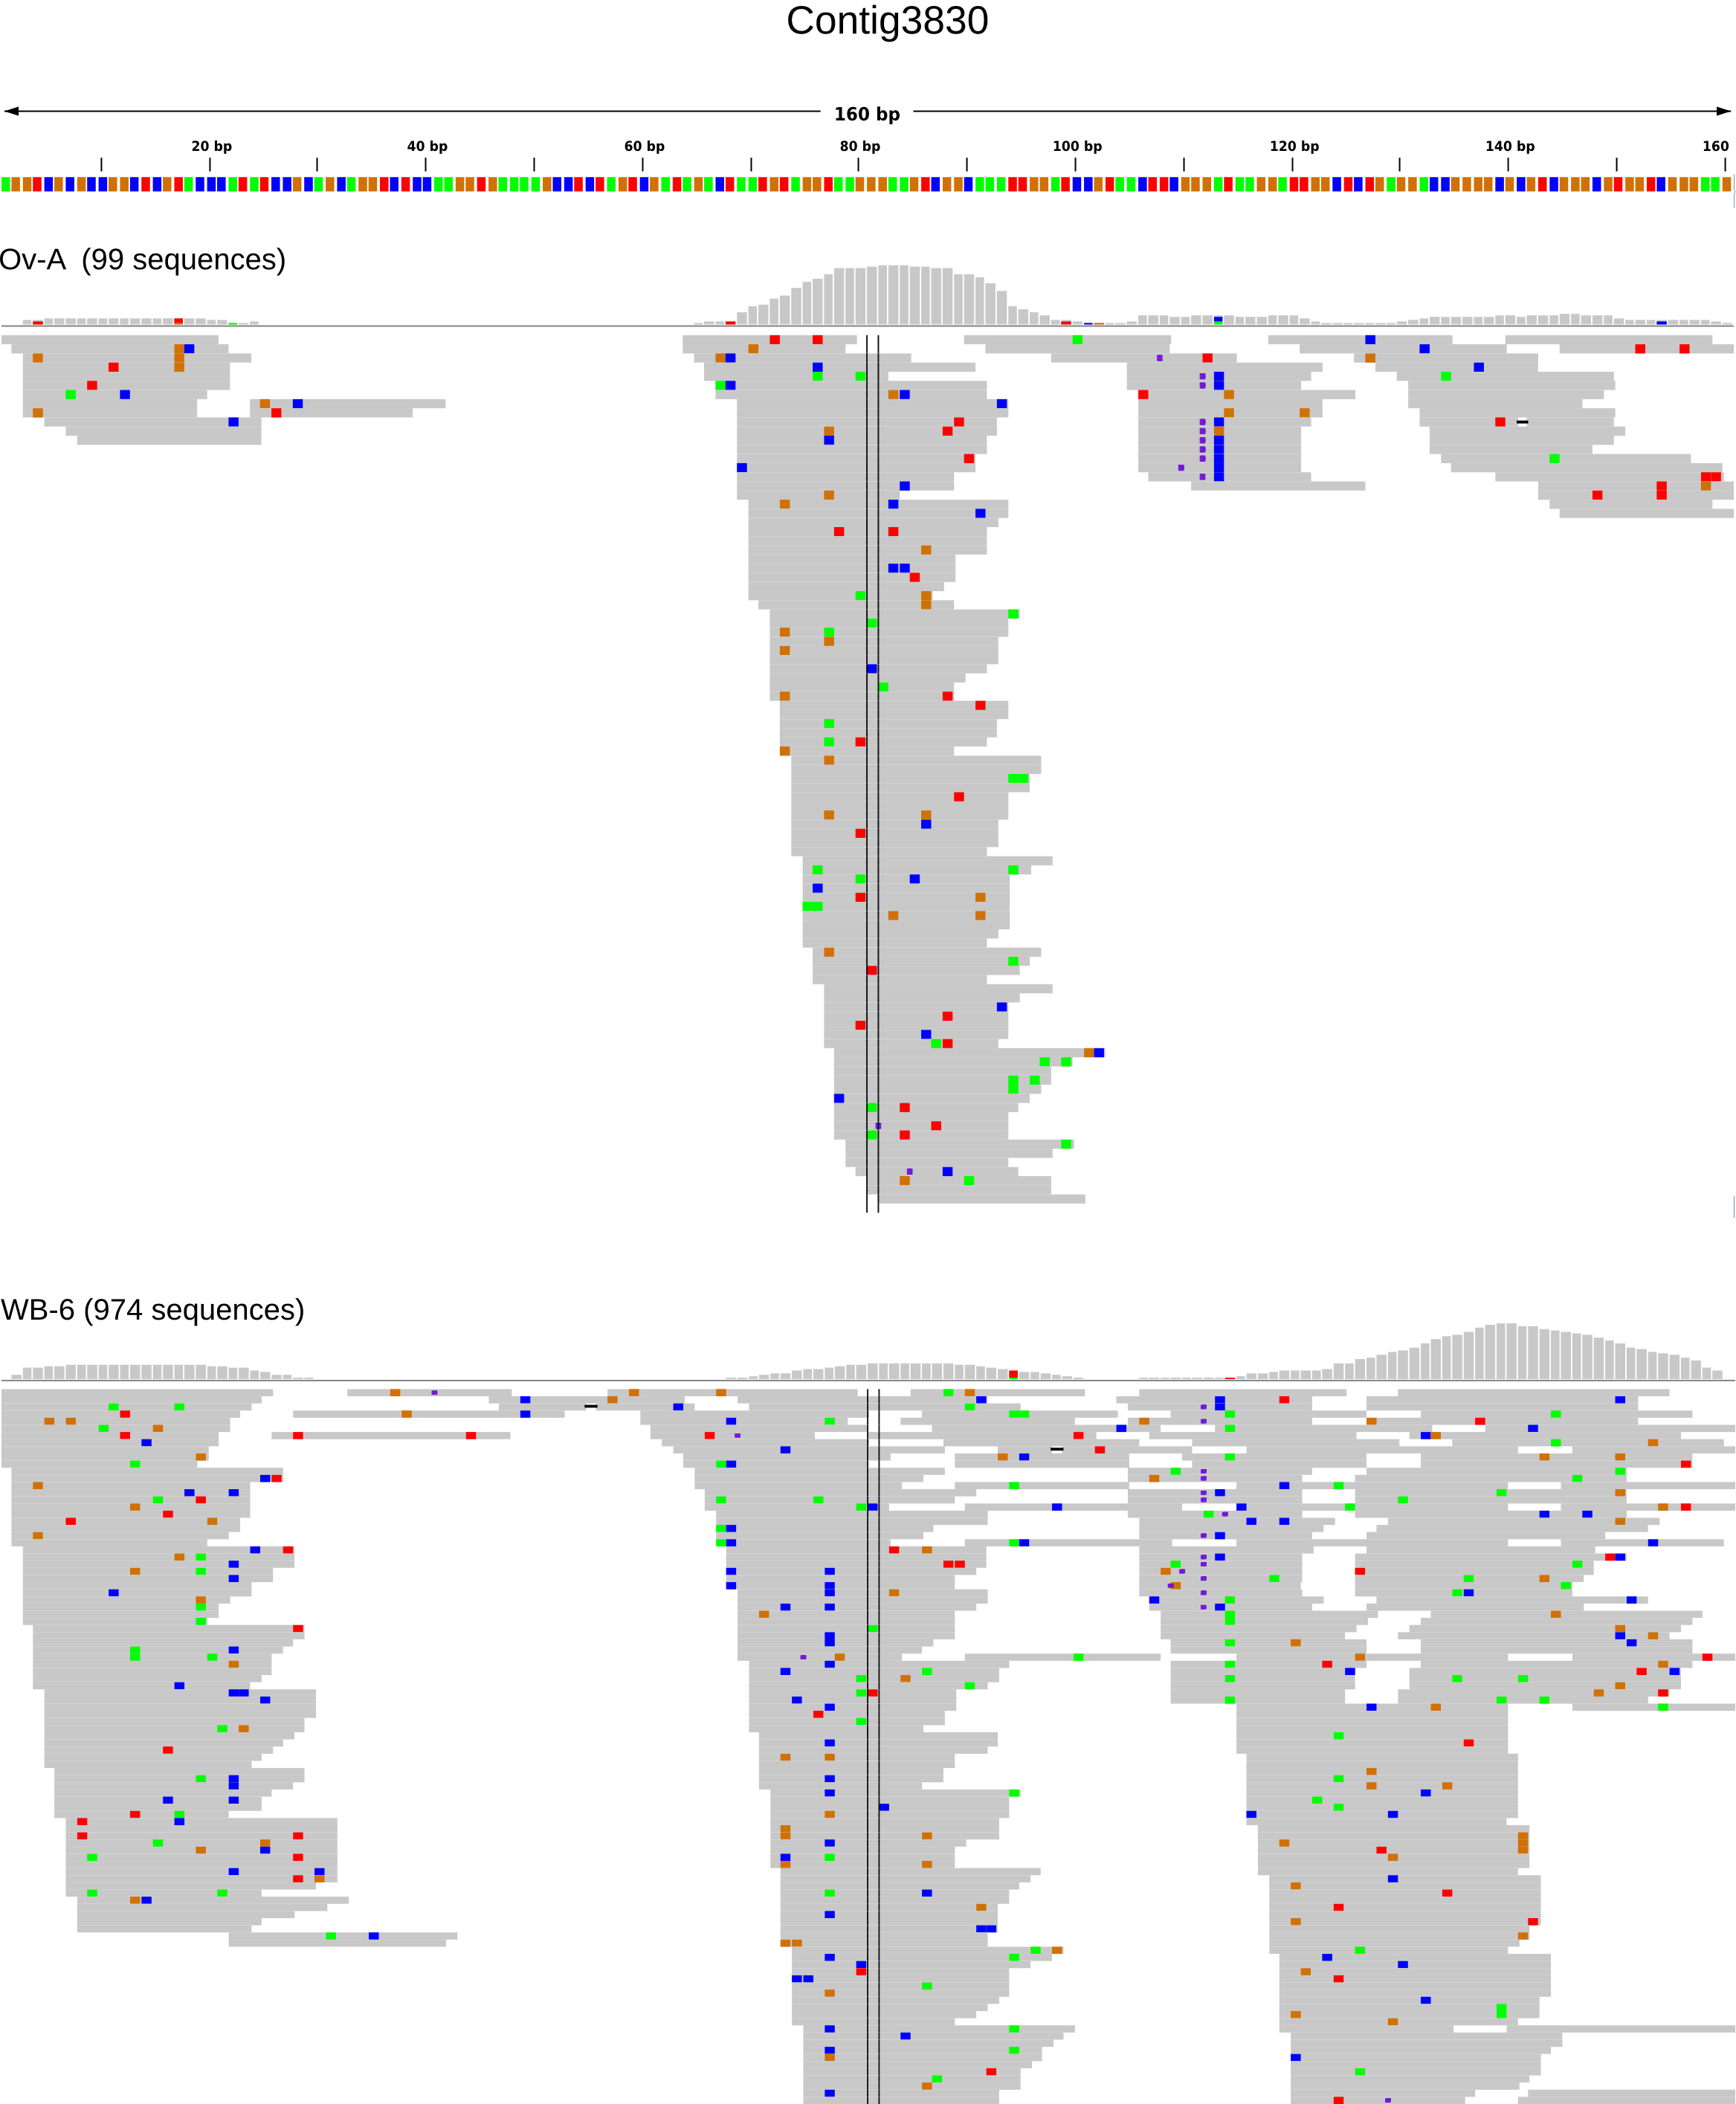

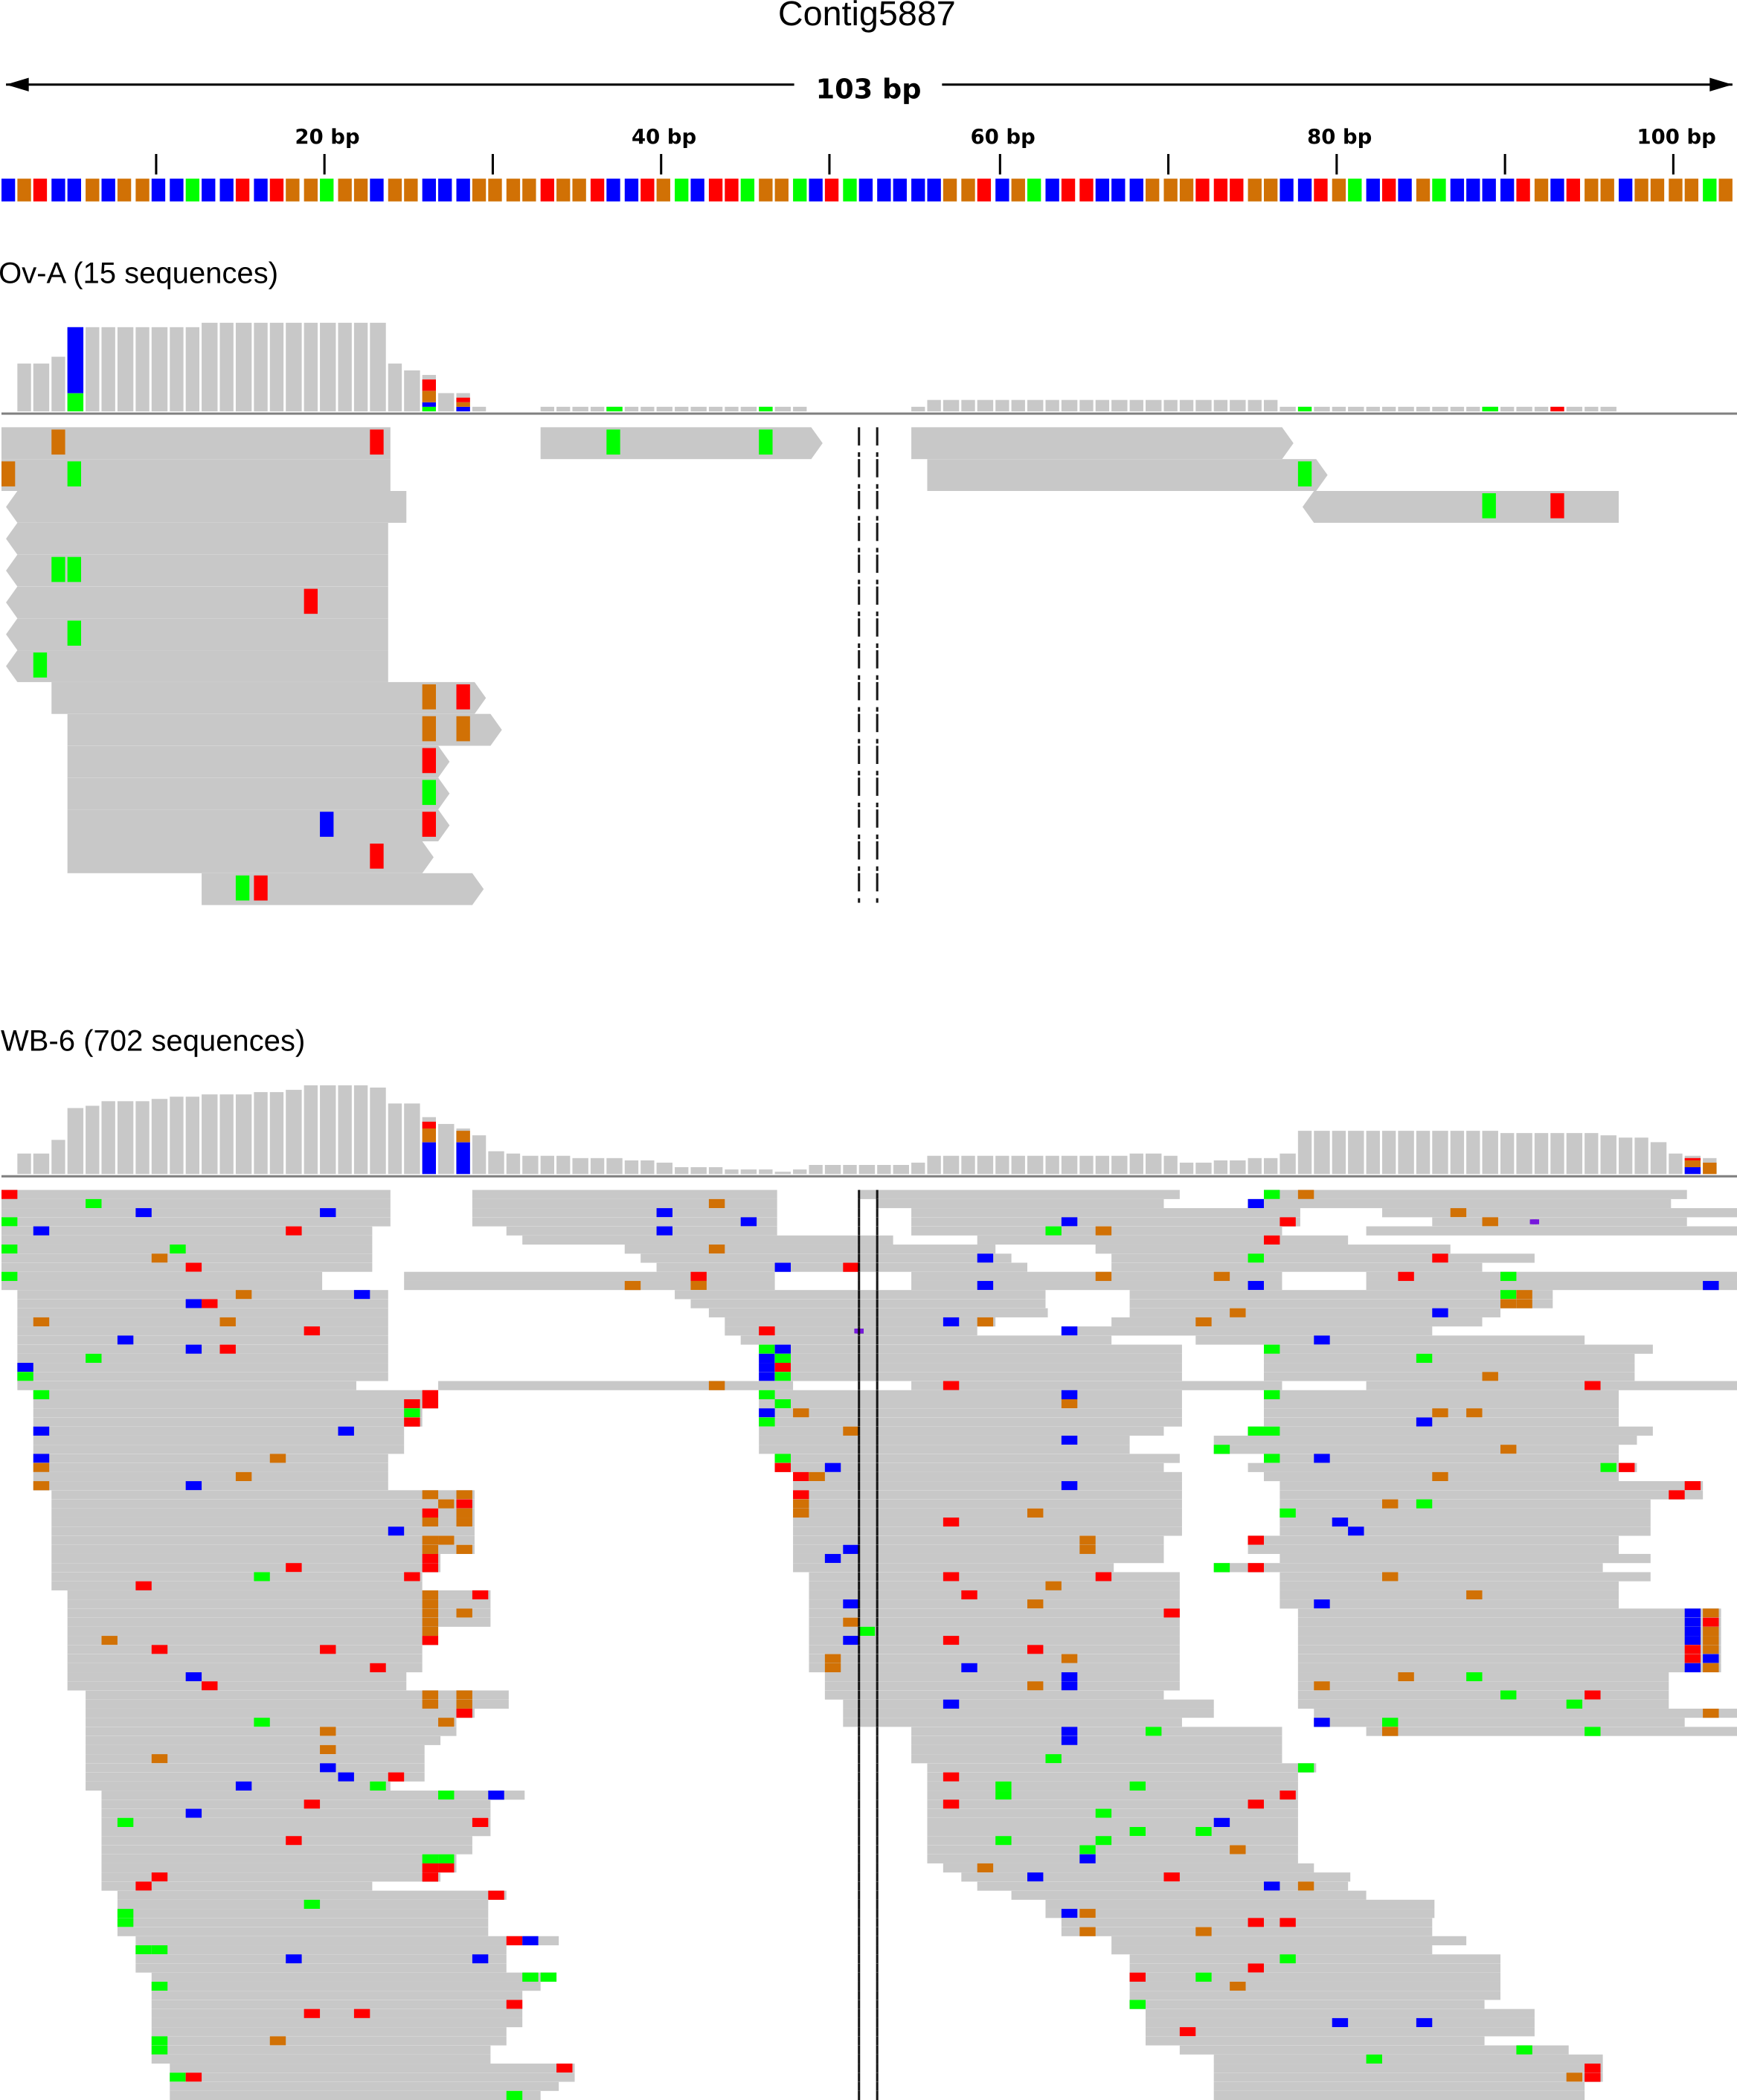

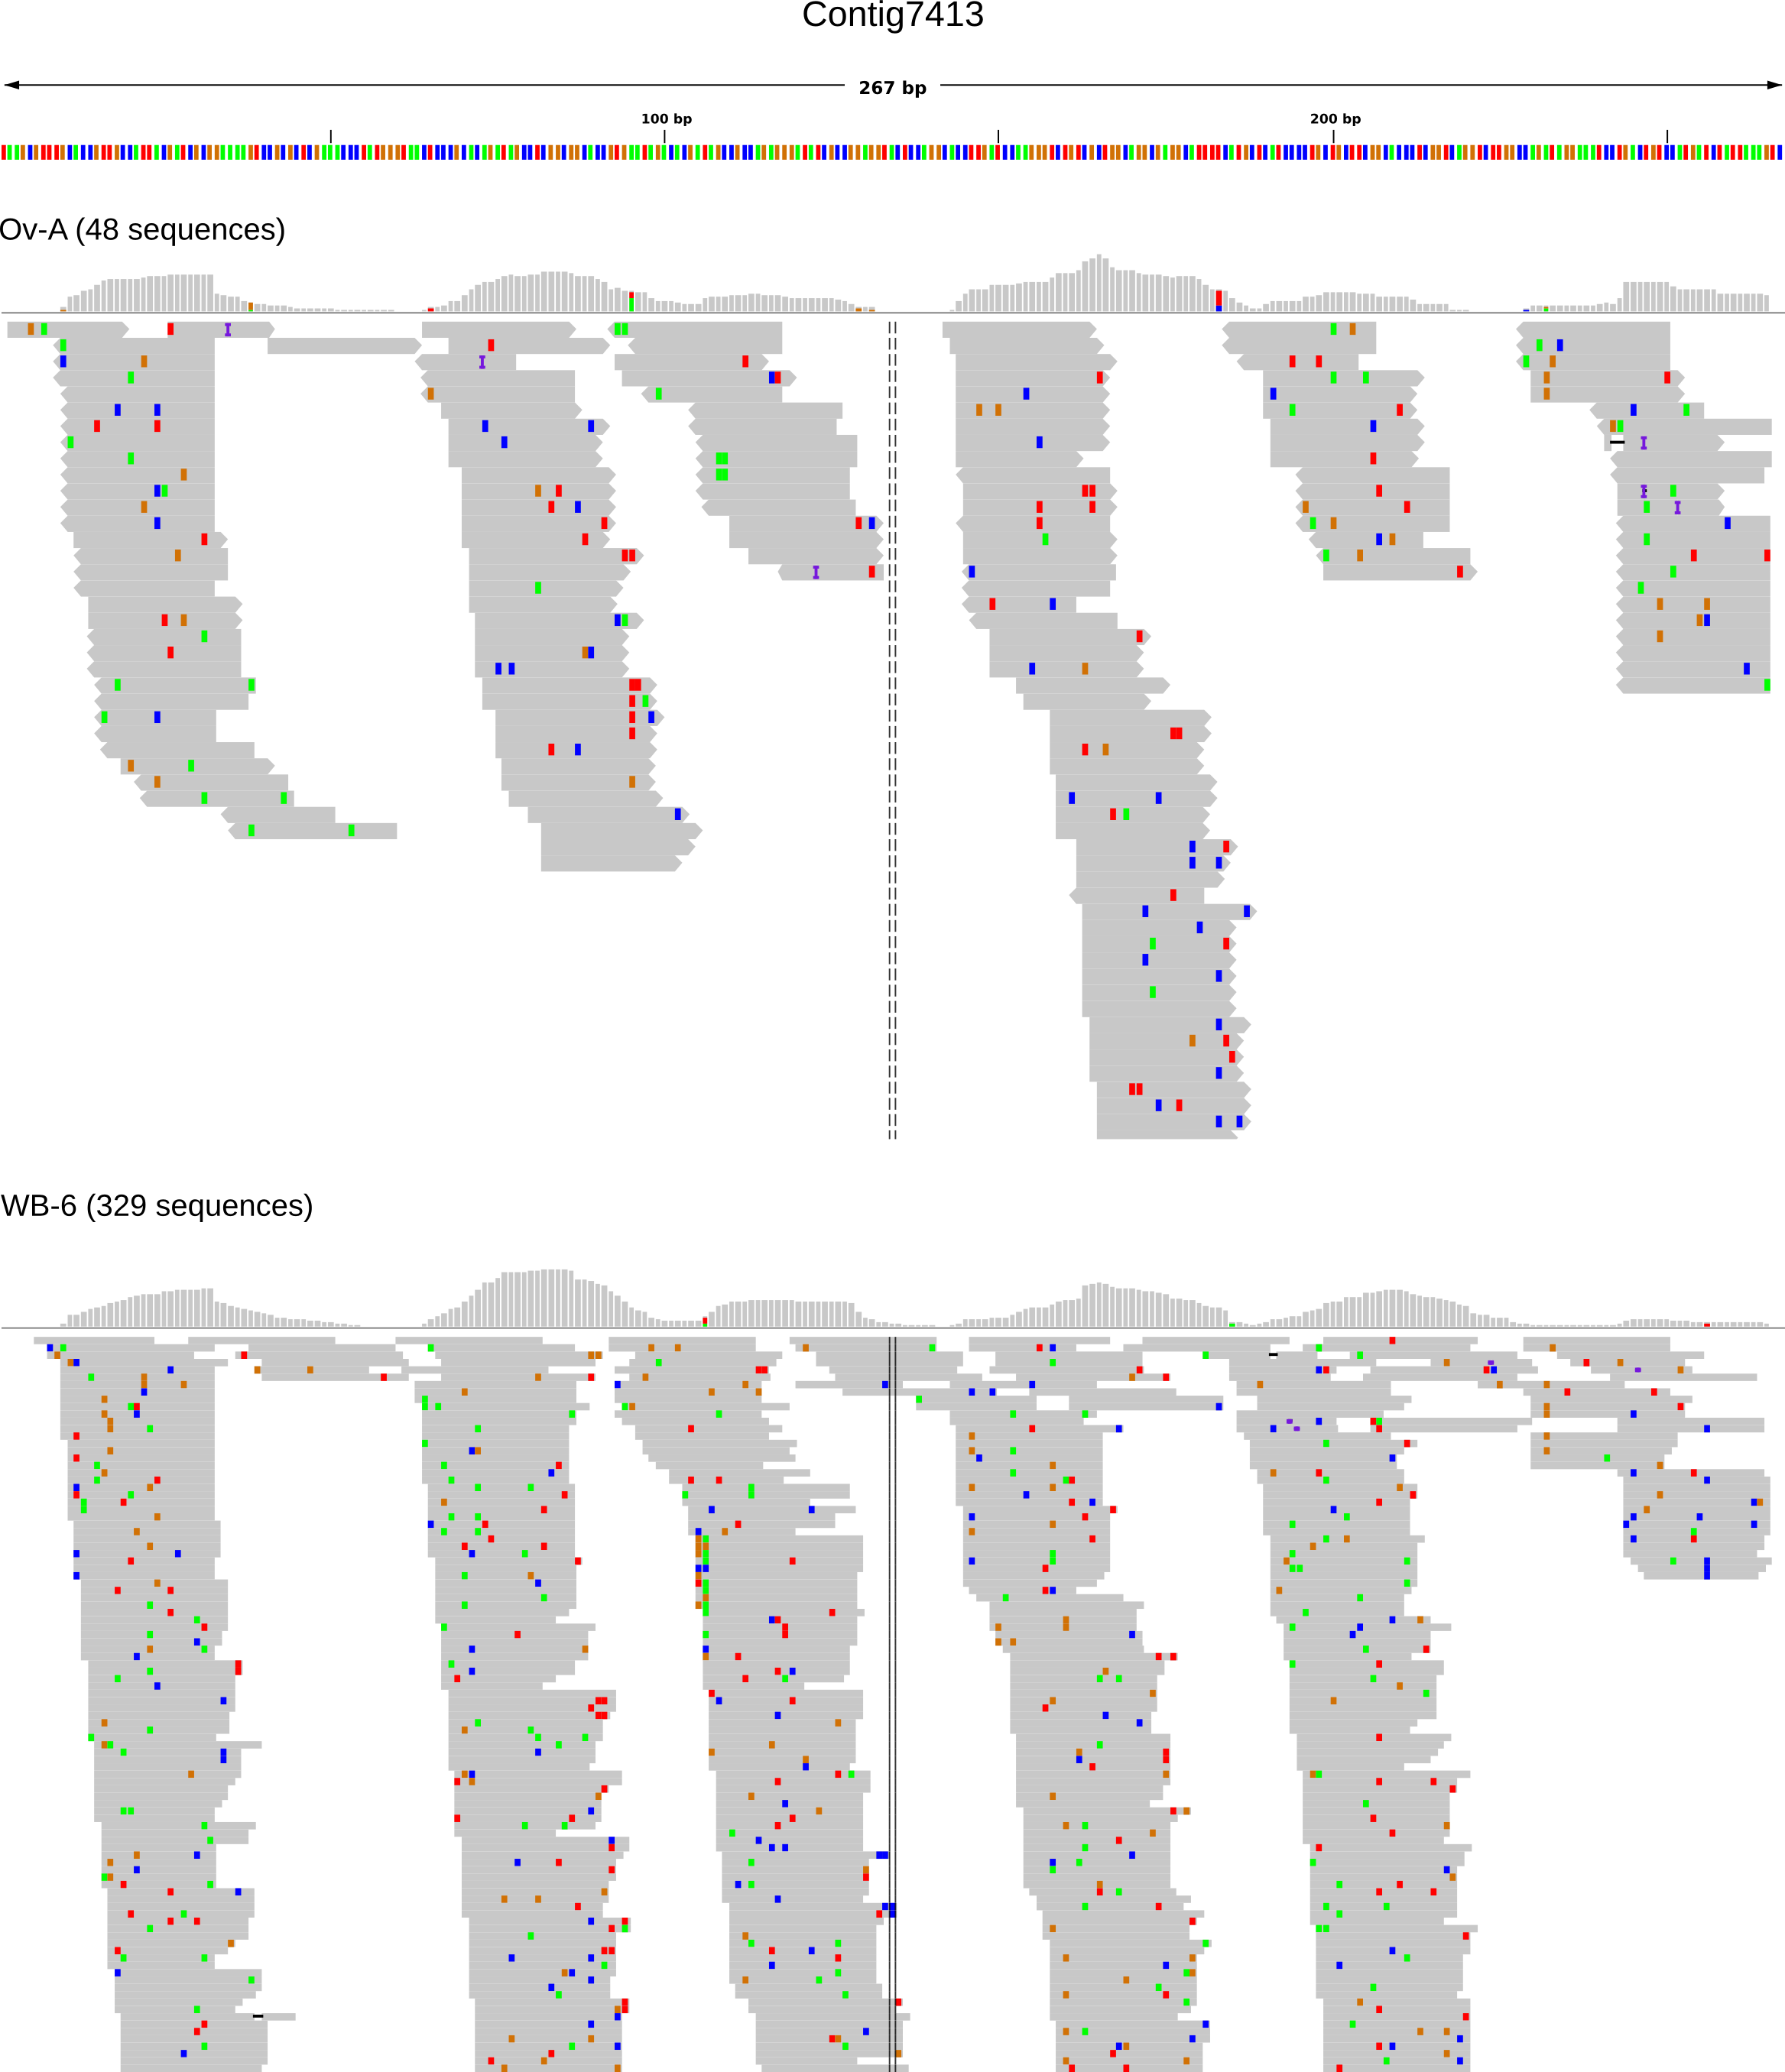

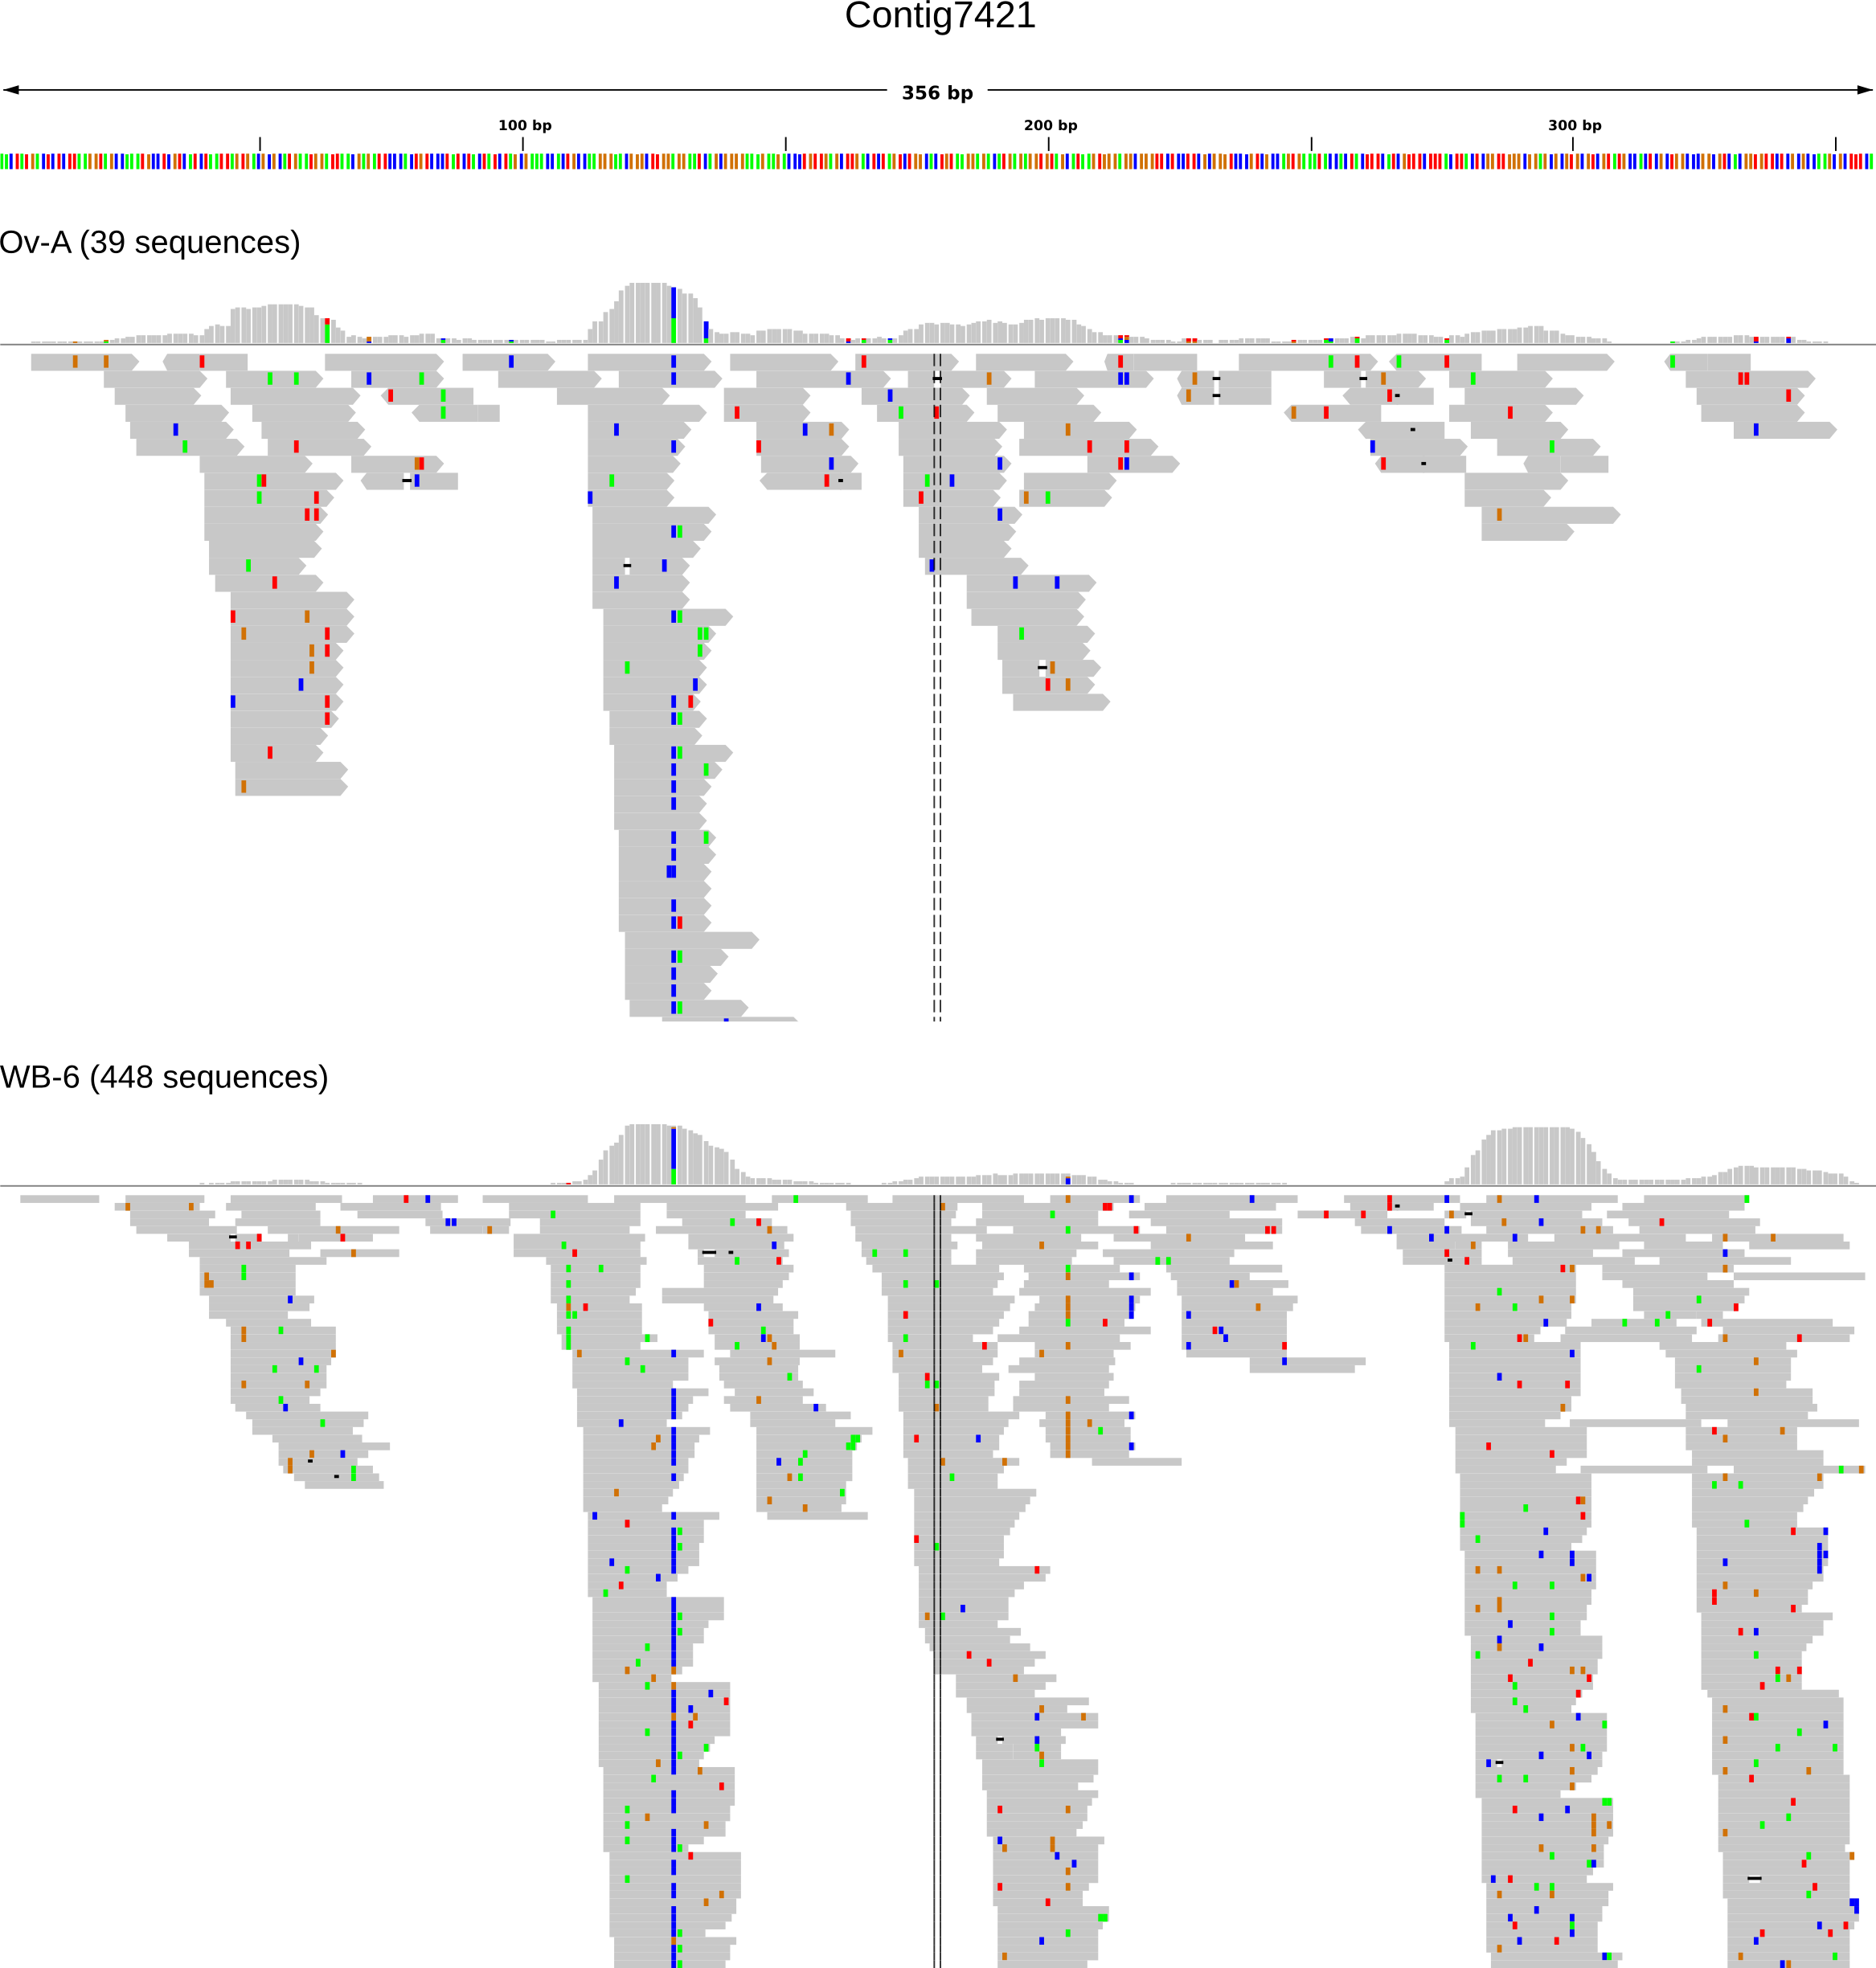

**Supplement:** Text S2 — Identification of miRNA precursors in B. germanica RNA databases.

How the deposited data were processed for this re-analysis (not part of the article)

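Small RNAs of *B. germanica* were sequenced from 2 pools, the bodies of last instar female nymphs without head and digestive tube (WB-6) and the ovaries of adult females in the first gonadotrophic cycle (Ov-A). Each pool gave 1 library, sequenced once. The cDNA was amplified by PCR and sequenced with Solexa technology, and the 3′ adapter was removed. They deposited, for each library, a list of sequences with the raw number of reads of each, without any normalization. The reads still hold ambiguous bases and lengths from 15 to 32 nt, which was tested on the data, so the authors' filter on quality and length is not part of them. The version of the base caller and the adapter trimmer are not given in the paper's methods.

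WB-6 holds 10338792 reads of 2177555 distinct sequences in 2222129 entries, and Ov-A 8106413 reads of 2043266 distinct sequences in 2125345 entries. Reads of the same sequence were summed. Reads of at least 19 nt without ambiguous bases were kept, 89.9% of the reads of WB-6 and 92.4% of those of Ov-A. The longest reads found were 32 nt, and this class was used where the paper writes of 36-nt reads. At this depth 3 reads, the floor set for a count of 0, stand for less than 1 RPM in either library.

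Sequences with more than 5 reads over both libraries and up to 30 nt were compared with the 289 sequences of Tables S1, S2 and S5 (38 known miRNAs, 11 miRNA*s, 70 conserved and 170 specific candidates). A match started within 2 nt of the listed start, overlapped at least 80% and had mismatches in at most 10% of the overlap, without gaps. Each sequence was assigned once, to the best match. *Drosophila* sequences of 16 further insect miRNAs were compared in the same way with the reads that no table sequence took. The lists (muscle, let-7 complex, Hox clusters, miR-276 family, miR-8 and fat body, miR-2 family with its neighbour miR-71, miR-9 family with its neighbour miR-306, miR-34 cluster, miR-275 cluster, miR-12 cluster, growth, sensory and neural, ovary) were written from general knowledge of insect miRNAs before the data were examined, as were the comparisons, the alternatives and the rule for naming miRNAs. That rule takes every miRNA, miRNA* and candidate named in the paper's text, Table 1 or Figures 2, 4 and 6, the 10 known miRNAs and, in each library, the 10 candidates with most reads, every list member with a count, and the 5 most abundant sequences of each library assigned to no table. The values of Tables S1 to S7 had been seen when it was written.

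With 1 library in each condition no test between libraries was made, and tools that model replicate counts were not used. Shares carry exact Clopper-Pearson 95% intervals, and ratios in RPM exact conditional 95% intervals. A ratio was called when it reached 4 with its interval wholly beyond 2. A count of 0 was set to a floor of 3 reads over the library, and the ratio is then a bound. TMM factors were computed over 247 sequences with a trim of 30% of M and 5% of A, which left 91. Reads were compared with the qPCR levels of Table S3 by Pearson and Spearman correlation with 100000 permutations, or all of them below 10 miRNAs, and Benjamini-Hochberg values over 12 relations.

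Candidate sequences were those of 20 to 24 nt with at least 100 reads in a library. The similarity graph of Table S4 was built with blastn at 90% identity, 95% coverage and an e-value of 1e-05, and its modules with fast greedy clustering. Reads of full length were placed on the 5 precursors of the paper with at most 1 mismatch, on both strands, and counted as on an arm when they started within 2 nt of its start. Read totals, shares, starts and ratios use the listed strand alone, and reads of the opposite strand are given apart. *Blattabacterium* reads were those identical to a sequence of Table S7. The Shannon index used natural logs, with a range from 1000 resamples of the reads. Substitutions were counted from 1 at the 5′ end of the parent sequence, with the parent's base first, and a candidate was taken as near another sequence at up to 4 substitutions.

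The steps were tested on simulated data. Reads made from the table sequences went to their source in 100% of 10028 cases without a substitution and in 96.6% of 9972 cases with 1, and 0 of 20000 random reads were assigned. The rule of size called 45.2% of 73 sequences changed 4-fold, 100% of 66 changed 8-fold and 100% of 61 changed 16-fold in the right direction, and 0 of 75 unchanged ones. The true fold lay inside the interval for 93.1% of 275 sequences. These counts were drawn with Poisson error alone, known totals and changes in both directions. They hold no spread from amplification, no shift in composition and no error reads of miR-1, so the rule was not tested against these. Of 1000 planted sets of substitutions 100% were found again, and TMM gave 2.98 for a factor of 3. Tools were Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, Numba 0.67.0, igraph 0.11.9, Matplotlib 3.10.9 and blastn 2.17.0.

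The alternatives changed which reads were used (filtered reads, sequences with more than 5 reads, distinct sequences, no minimum), the assignment (exact sequence, no mismatch in the first 18 nt, at most 1 mismatch), the total (reads of 21 to 23 nt, reads other than miR-1 and bge_candidate1, TMM, raw reads), the rule of size (2-fold with the interval beyond 1), the scale, statistic and threshold of the correlations, the graph's links, the mismatches on precursors and bacterial sequences, the form of the Shannon index and the distance of near sequences.

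Gene silencing of dicer-1, cloning of the precursors and the authors' profile searches gave no sequencing reads here and were left out. Reads were not compared with a genome, so positions in genomes, transposons and piRNA clusters were not analysed here. Small RNA data of other insects were not analysed here either. The 98-nt core of 28S rRNA and the adapter sequences used for comparison were written from general knowledge.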

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

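Each signal here is one the paper does not report, in sequences outside its tables or on the opposite strand of its contigs, above the 3 reads that a count of 0 allows, and the comparison with 28S rRNA was chosen after the result was seen.

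miR-33, a miRNA of lipid metabolism that the paper's tables do not list, had 35 reads in WB-6 and 24 in Ov-A, with a ratio in RPM of 1.18 (95% interval 0.680 to 2.07) that TMM scaling turns below 1.

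The most abundant sequence of up to 30 nt that matched no table sequence had 2925 reads in WB-6 and was 19 nt long. In Ov-A it had 4572 reads, was 29 nt long and began with the first 22 nt of bge_candidate1 (TGTGATGTGCATGTGGGCTTTCTTGTTTT), with no read in WB-6.

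The opposite strand of the contigs of bge-miR-cand147 and bge-miR-cand737 had 1052 and 941 nymphal reads, which the paper does not report, and bge_candidate978 and bge_candidate1101 as listed in Table S5 lie on the opposite strand of the bge-miR-cand737 contig, while Table 1 gives bge_candidate978 as the reverse complement of that sequence, on the strand of the contig (positions 107 to 128). Against Dicer products with fixed ends as the whole source, at most 35.3% of the nymphal reads on the contigs of bge-miR-cand737 and bge-miR-cand959 started at an arm (45.6% on bge-miR-cand959 without mismatches). On the listed strand of bge-miR-cand147 69.4% did so, with the 1052 reads of the opposite strand left out. The 20.3% on bge-miR-cand239 leaves this open because its arms reach beyond the contig. Of its nymphal reads 44.1% were 21 to 23 nt long, near the 40.2% on bge-miR-cand959. Fragments of 28S rRNA may be the source of the bge-miR-cand959 contig, since 98 nt of it are 100% identical to a conserved core of that RNA. Of 28S rRNA only this core was compared. Fragments of its other parts were not looked for on any contig, bge-miR-cand239 included. For siRNAs cut from long double-stranded RNA, 22-nt reads of both strands paired with 2-nt overhangs 1.117 times as often as at the median of the other offsets on bge-miR-cand737 and 3.35 times on bge-miR-cand147, and the commonest overhang was 3 nt on both, so this source cannot be told apart from others. A difference between nymphal bodies and ovaries in such RNAs stays open and was not tested.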

How the results depend on the processing

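All alternatives were set before the data were examined. Of 160 alternative values of the main results, 77 stayed the same, 78 moved and 5 became weaker. The order of the libraries turned for the Shannon index of known miRNAs without miR-1, for the number of sequences with at least 100 reads without near copies, for the number of known miRNAs higher in each library with TMM scaling, and for the share of candidate reads near miR-1 or bge_candidate1 at 1 substitution. Of 377 for single miRNAs, 188 stayed the same, 185 moved and 4 that had been called reversed with TMM scaling: miR-276a 0.894, miR-71 0.726, miR-306 0.819 and miR-993a 0.943. Ratios that were not called also crossed 1 with it, such as let-7 at 0.221, miR-275 at 0.452, miR-100 at 0.255, bantam at 0.366 and miR-315 at 0.851. Unless an alternative itself removes or adds reads or changes the scale, the cause was not tested. No paired analysis was possible because each condition has 1 library. With exact sequences only, fewer than 5 miRNAs of Ov-A exceeded 100 reads and no correlation was computed. At this depth, counts of 3 or fewer reads allow only wide intervals.

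Values for WB-6 and Ov-A follow. Reads of 21 to 23 nt were 83.5% and 66.9% of filtered reads, 28.2% and 24.2% of distinct sequences, and 32.5% and 30.5% without miR-1 and bge_candidate1. The longest class was 10.6% and 24.1% of filtered reads, 3.18% and 15.4% of sequences with more than 5 reads, and 46.3% and 50.1% of distinct sequences. Known miRNAs were 56.5% and 1.83% with exact sequences only, 67.2% and 2.87% with no mismatch in the first 18 nt, 71.0% and 3.43% with at most 1 mismatch, 73.1% and 3.79% with no minimum, and 87.4% and 5.55% of reads of 21 to 23 nt. Candidates were, in the same order, 0.648% and 11.4%, 1.19% and 48.2%, 2.20% and 51.9%, 3.51% and 57.7%, and 3.19% and 84.8%.

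Known miRNAs higher in WB-6 numbered 1 with TMM scaling. Those higher in Ov-A numbered 0 with exact sequences only, 1 without miR-1 and bge_candidate1 in the total, 10 with TMM scaling and 1 with raw reads. Candidates with TMM scaling numbered 107 higher in WB-6 and 52 in Ov-A. No correlation with qPCR had an adjusted p under 0.05, and those whose unadjusted p rose over 0.05 were, over all miRNAs, Spearman 0.414 in WB-6 and 0.476 in Ov-A and linear values 0.611 in Ov-A, and over 100 reads in Ov-A linear values 0.557 and Spearman 0.9.

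Without near copies the sequences with at least 100 reads numbered 457, with 288 in WB-6 and 207 in Ov-A. Ungapped links gave 143 components and a largest of 1181. On bge-miR-cand959, 45.6% of the nymphal reads lay on the arms without mismatches (983 reads) and 32.9% with at most 2 mismatches. *Blattabacterium* reads were 0.610% and 0.360% with at most 1 mismatch, and 0.151% in Ov-A for sequences with at least 5 reads. The shares with 1 mismatch include reads of listed miRNAs or candidates. Candidates at 1 substitution held 0.0646% and 5.67% of candidate reads, and those at up to 3 held 9.60% in Ov-A.

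The Shannon index of known miRNAs was 0.0462 and 0.290 with log10, 0.0295 and 0.188 as evenness, 0.0748 and 0.529 with exact sequences, and 1.93 and 1.44 without miR-1. For conserved candidates these were 1.41 and 0.0774, 0.766 and 0.0425, 3.30 and 0.128, and 3.42 and 1.45 without the most abundant one. For specific candidates they were 1.64 and 1.06, 0.739 and 0.495, 2.16 in Ov-A with exact sequences, and 4.00 and 2.52 without the most abundant one. With the list of Table S4 the index over all candidates was 5.805 and 1.87.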

Differences from the paper's values

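No alternative was chosen after the values were compared. Of the values compared, 7 of 38 from the text, 56 of 160 from the supplement and 7 of 12 read by eye from figures lay over 1.5 times apart. The 4 alternatives of assignment are the exact sequence only, no mismatch in the first 18 nt, at most 1 mismatch and no minimum of reads, and where none is named below, none of them came within 1.5 times of the paper's value.

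After filtering, the longest class made up 3.18% of reads in WB-6, where the paper states 5%, and 15.4% in Ov-A, where the paper states 7%, and all filtered reads, without the minimum of reads, gave 10.6% and 24.1%, also over 1.5 times apart. The paper's class is of 36-nt reads and its filter includes clustering. T made up 30.0% of the last bases in WB-6, where the paper states 52%, with no alternative. miR-965* had 1326 reads over both libraries, where the paper states 357. The graph had 386 components, where the paper states 224, and no alternative came near. Its largest component had 294 sequences, where the paper states 1099, and the ungapped links gave 1181, within 1.5 times. It had 8 modules, where the paper states 15, and no alternative came near.

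Specific candidates made up 4.84% of the reads of Ov-A, where the paper shows about 12% in Fig. 7B, read by eye. The Shannon indices of WB-6 and Ov-A were 0.106 and 0.668 for known miRNAs, where the paper shows about 0.022 and about 0.15 in Fig. 7C, and the evenness, 0.0295 and 0.188, came within 1.5 times. For conserved candidates they were 3.24 and 0.178, where the paper shows about 0.34 and about 0.02 in Fig. 7C. For specific candidates they were 3.78 and 2.45, where the paper shows about 0.35 and about 0.37 in Fig. 7C, and the evenness of Ov-A, 0.495, came within 1.5 times. Neither log10 nor evenness brought the whole series of Fig. 7C together.

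Known miRNAs of Table S1 differed as follows, with the paper's reads first. In Ov-A these were miR-276b, the paper's 8 and here 16 (within 1.5 times with the exact sequence, 8, no mismatch in the first 18 nt, 11, and at most 1 mismatch, 12), miR-9a, the paper's 7 and here 23 (6 with no mismatch in the first 18 nt), miR-125, the paper's 1 and here 4, miR-993a, the paper's 0 and here 5 (1 with the exact sequence), miR-79, the paper's 29 and here 5, miR-283, the paper's 43 and here 74, and miR-279a, the paper's 17 and here 36 (17 with no mismatch in the first 18 nt and with at most 1 mismatch). In WB-6 these were miR-79, the paper's 14 and here 2, miR-283, the paper's 13 and here 20 (13 with the exact sequence), miR-279a, the paper's 5 and here 2, miR-iab-4as-5p, the paper's 5 and here 0 (5 with the exact sequence), and miR-12, the paper's 0 and here 8.

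For the miRNA*s of Table S2, the paper's reads in WB-6 and those here were 9450 and 237 for miR-276a*, 108 and 229 for miR-1*, 338 and 1296 for miR-965*, 14 and 24 for miR-9b* (17 with no mismatch in the first 18 nt and with at most 1 mismatch), 218 and 44 for miR-276-5p* (183 with no minimum), and 85 and 1349 for miR-184*. In Ov-A they were 1024 and 0 for miR-276a*, 0 and 6 for miR-1* (0 with the exact sequence and with no mismatch in the first 18 nt, 2 with at most 1 mismatch), 12 and 19 for miR-993a* (12 with the exact sequence), 19 and 30 for miR-965*, and 7 and 0 for miR-276-5p*.

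For the candidates of Table S5, the paper's reads in WB-6 and those here were 0 and 15 for bge_candidate4, 57 and 131 for bge_candidate6 (47 with no mismatch in the first 18 nt), 52512 and 15904 for bge_candidate13, 0 and 10 for bge_candidate16 (0 with the exact sequence), 9318 and 4090 for bge_candidate18, 53019 and 25848 for bge_candidate24, 42486 and 18306 for bge_candidate28, and 5419 and 17042 for bge_candidate81. They were 3417 and 5954 for bge_candidate100, 8556 and 5613 for bge_candidate146 (6974 with no minimum), 1270 and 746 for bge_candidate147 (1135 with no minimum), 319 and 133 for bge_candidate535 (296 with no minimum), 0 and 24 for bge_candidate919 (0 with the exact sequence and with no mismatch in the first 18 nt, 3 with at most 1 mismatch), 161 and 295 for bge_candidate959 (111 with no mismatch in the first 18 nt), and 149 and 8494 for bge_candidate1021 (111 with no mismatch in the first 18 nt).

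In Ov-A the paper's reads and those here were 190125 and 91835 for bge_candidate2, 140048 and 62578 for bge_candidate4, 115533 and 34298 for bge_candidate18, 8780 and 16601 for bge_candidate23 (11142 with no mismatch in the first 18 nt, 10772 with at most 1 mismatch), 731 and 107 for bge_candidate24, 1247 and 355 for bge_candidate28, 0 and 4 for bge_candidate44 (1 with the exact sequence, 3 with no mismatch in the first 18 nt), 7 and 24 for bge_candidate51 (7 with the exact sequence), 0 and 36 for bge_candidate81, 1397 and 2891 for bge_candidate100 (1025 with no mismatch in the first 18 nt), and 309 and 47 for bge_candidate146. They were 6 and 16 for bge_candidate737 (6 with the exact sequence and with no mismatch in the first 18 nt), 168 and 17645 for bge_candidate919 (168 with no mismatch in the first 18 nt), 0 and 5 for bge_candidate978 (1 with the exact sequence), 0 and 19 for bge_candidate1021 (0 with the exact sequence and with no mismatch in the first 18 nt), 5 and 8 for bge_candidate1101 (5 with the exact sequence, 7 with no mismatch in the first 18 nt), 100 and 29601 for bge_candidate1424 (100 with no mismatch in the first 18 nt), and 5 and 0 for bge_candidate1429.

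The paper finds no significant correlation of reads with qPCR over all miRNAs, and r was 0.651 in WB-6 (permutation p = 0.0111, adjusted 0.0520) and 0.648 in Ov-A (permutation p = 0.0173, adjusted 0.0520), while Spearman gave 0.414 (permutation p = 0.124) and 0.476 (permutation p = 0.122). The paper places over 95% of the reads of miR-252 and miR-9a in WB-6, and the shares were 94.2% and 94.6%. Of the miRNAs the paper finds in WB-6 alone, miR-317 had 3 reads in Ov-A, miR-993a 5, miR-34 1, miR-315 2, miR-iab-4 2 and miR-190 3, while miR-14 and miR-375 had 0 (1 each with no minimum) and miR-iab-4as-5p had 0 (4 with no minimum), and miR-12, which the paper finds in Ov-A alone, had 8 in WB-6. The paper ranks miR-276a* and then miR-10* after miR-8* among the miRNA*s, and over both libraries miR-281*, with 743 and 739 reads, miR-184*, with 1349 and 2, and miR-965*, with 1296 and 30, stood above miR-10*, with 808 and 29, and miR-276a*, with 237 and 0, while in reads of WB-6 identical to the listed sequence miR-10*, with 311, stood above miR-281*, with 140, miR-276a*, with 37, miR-965*, with 15, and miR-184*, with 6. The paper describes the enrichment of Ov-A as mainly one of specific candidates, and conserved ones held 51.9% of its reads and specific ones 4.84%. The paper finds the diversity of specific candidates similar in both libraries, and the indices were 3.78 and 2.45. The paper describes its candidates as 21 to 23 nt long, and of 240, 12 were 20 nt and 1 was 24 nt. The paper finds few candidates with many reads in WB-6, and 88 of 240 had over 500, among them near variants of miR-1. The paper describes reads of 36 nt, and the longest here were 32 nt.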

Other observations

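The exchange of bases by the base caller, the substitutions of the candidates near miR-1 that were higher in Ov-A, and both comparisons on 32-nt reads were tests chosen after the result was seen.

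Candidates marked in Table S5 for silk glands of *B. mori* had reads in both libraries. The 16 marked for the anterior silk gland held 12541 reads in WB-6 and 27379 in Ov-A, and the 12 marked for the posterior silk gland 10811 and 25100. The 5 marked for *A. albopictus* held 1999 and 859. Beside the listed arms, the bge-miR-cand147 contig holds bge_candidate529 (positions 78 to 99, counted from 1 at the 5′ end), with 295 reads in WB-6 and 0 in Ov-A, and the bge-miR-cand737 contig holds bge_candidate697 (positions 163 to 184), with 308 and 7. The most frequent start of the nymphal reads on bge-miR-cand737, 21.1% of them, was position 163.

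Besides bge_candidate100, 7 candidates listed as conserved match the Illumina 5′ adapter of small RNA libraries, bge_candidate607, bge_candidate815, bge_candidate1033, bge_candidate1107, bge_candidate1116 and bge_candidate1193 with 1 mismatch and bge_candidate1379 with 2. Their reads in WB-6 and Ov-A were 390 and 931, 483 and 105, 240 and 148, 858 and 631, 203 and 99, 189 and 217, and 227 and 204.

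Of the 240 candidates, 53 lie within 4 substitutions of miR-1 or bge_candidate1, the sequences that dominate the 2 libraries. Whether each library had a lane of its own is not stated. Signal of the dominant sequence at the same cycle may be a source of the 4 near miR-1 with higher RPM in Ov-A, whose substitutions were to the base of bge_candidate1 in 10 of 10 (100%, 95% interval 69.2 to 100%, where chance gives 33.3%), against 17 of 72 for the 36 higher in WB-6. For the other 49, which have higher RPM in the library that their near sequence dominates, it cannot be told, although single substitutions of 5 miRNAs (let-7, miR-31a, miR-275, miR-276a and miR-8*) differed in the direction it predicts: their rate in Ov-A over that in WB-6 was higher for changes to the base of bge_candidate1 (47 changes) than to that of miR-1 (42 changes), by 5.16 on the log2 scale (range 4.06 to 5.96, permutation p = 1e-05, the smallest that 100000 resamples can give). Exchange of A with C or G with T by the base caller is a candidate source, with 83 of 108 substitutions of these candidates (76.9%, 95% interval 67.8 to 84.4%), above the same chance, and of the single-substitution reads of these 5 miRNAs together it made up 58.2% in WB-6 and 68.0% in Ov-A, but in WB-6 27.8% for let-7, 38.8% for miR-31a and 48.5% for miR-276a, and in Ov-A 49.1% for miR-276a and 46.0% for miR-8*. The same change recurs in several candidates, such as T16G in bge_candidate18, bge_candidate23 and bge_candidate372. The substitutions are therefore not independent, and the intervals of the 100% and the 76.9% leave this out. Separate miRNA genes with ends of their own cannot be told apart from copies, since the read ends of 51 candidates lay at a median distance of 0.0395 from those of their near sequence (range 0.0295 to 0.0563), far under the median of 0.517 for 70 pairs of different miRNAs but above the lowest of these, 0.0235, and a biological difference stays open, untested, since the libraries are also the tissues.

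The 32-nt class held miRNA sequences at its start. Reads whose 3′ adapter was not removed may contribute, since 41.1% of the 32-nt reads in WB-6 and 68.3% in Ov-A started with a table sequence. In WB-6 the bases after the 22 nt of miR-1 matched the adapter in 55.4%, against 27.5% for shuffled adapters. The later version of the adapter matched there in 23.4%, against 24.6%. After 21 nt of miR-1 the match was 32.2%, against 26.9%, with 214 of 1000 shuffles as high. This last value decides nothing, because its 262027 reads include the 209188 with all 22 nt, in which an adapter would begin 1 base later. RNA of its own length class cannot be told apart from reads with their adapter left, since 34.9% in WB-6 and 62.4% in Ov-A started with miR-1 or bge_candidate1, which leaves the others open. The sources differ by library in the same way as the tissues, and no biological explanation was tested.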
